# Mg^2+^ influx mediated by TRPM7 triggers the initiation of muscle stem cell activation

**DOI:** 10.1126/sciadv.adu0601

**Published:** 2025-04-04

**Authors:** Kotaro Hirano, Chika Nakabayashi, Mao Sasaki, Miki Suzuki, Yuta Aoyagi, Kaori Tanaka, Akira Murakami, Masaki Tsuchiya, Eiji Umemoto, Shuji Takabayashi, Yasuo Kitajima, Yusuke Ono, Takehisa Matsukawa, Masayuki Matsushita, Yasuyuki Ohkawa, Yasuo Mori, Yuji Hara

## Abstract

Muscle satellite cells (MuSCs) respond immediately to environmental cues upon skeletal muscle injuries. Despite decades of research into muscle regeneration, the specific molecular factors that trigger the transition of MuSCs from a quiescent to an active state remain largely unidentified. Here, we identify transient receptor potential melastatin 7 (TRPM7), an Mg^2+^-permeable ion channel, as a critical regulator of MuSC activation. *Trpm7* deletion in MuSCs reduced Mg^2+^ influx, impairing myofiber regeneration and leading to decreased MuSC numbers and cell cycle arrest during regeneration. These changes were linked to disrupted mTOR signaling, which drives the transition of MuSCs from G_0_ to G_Alert_ phase. In addition, *Trpm7*-deficient MuSCs exhibited impaired early responses, including quiescent projection retraction and AP-1 induction. Mg^2+^ supplementation rescued these defects, restoring normal MuSC activation. Our findings reveal a previously unrecognized mechanism where Mg^2+^ permeation through TRPM7 is essential for MuSC activation and efficient skeletal muscle regeneration, highlighting TRPM7 as a critical regulator of muscle repair.

## INTRODUCTION

Magnesium ion (Mg^2+^), recognized as the most abundant divalent cation in mammals, is essential for various cellular functions and responsible for more than 600 enzymatic reactions (*1*, *2*). The concentration gradient of Mg^2+^ between the intracellular and extracellular environment is infinitesimally small, with most intracellular Mg^2+^ (10 to 30 mM) bound to adenosine 5′-triphosphate (ATP) or cytoplasmic proteins and around 1 mM remaining unbound (*3*). Cytosolic Mg^2+^ dynamics is regulated by plasma membrane-resident ion channels/transporters including transient receptor potential (TRP) melastatin 7 (TRPM7), magnesium transporter 1 (MagT1), solute carrier family 41 member 1 (SLC41A1), TRPM6 (a homolog of TRPM7), Golgi-resident membrane magnesium transporter 1 (MMGT1), and the mitochondrial Mg^2+^ channel—mitochondrial RNA splicing 2 protein (Mrs2) (*4*). Despite the significance of Mg^2+^ in muscle physiology, such as regulation of muscle contraction (*2*), the potential role during muscle regeneration has not yet been investigated.

TRPM7 is a member of the TRPM subgroup of TRP channel superfamily and is a ubiquitously expressed bifunctional protein containing a kinase domain fused to the C terminus region (*5*, *6*). Systemic knockout mouse of *Trpm7* leads to embryonic lethality at embryonic day 7.5 (*7*). As an ion channel, TRPM7 elicits a small inward current at physiological membrane potentials and regulates cellular Ca^2+^, Mg^2+^, and Zn^2+^ levels to promote cellular function (*5*). TRPM7 can transduce Mg^2+^ to maintain Mg^2+^ homeostasis (*8*–*11*), while free Mg^2+^ or intracellular Mg-ATP is known to inhibit TRPM7 currents (*8*). As a kinase, the kinase domain of TRPM7 belongs to a family of atypical protein kinases and is reported to phosphorylate several substrates including annexin A1 (*12*), phospholipase C γ2 (*13*), eukaryotic elongation factor 2 kinase (*14*), and TRPM7 itself (*15*). TRPM7 is also reportedly activated by changes in Mg-ATP concentration (*8*), reactive oxygen species (*16*), mechanical stress (*17*), and alkalization (*18*). However, the physiological role of TRPM7 in skeletal muscle regeneration remains unclear.

Skeletal muscle regeneration is accomplished by muscle-resident stem cells known as muscle satellite cells (MuSCs). Upon injury, MuSCs are activated to exit quiescence and enter the cell cycle (*19*) to proliferate and differentiate into myoblasts and then fuse to become regenerating myofibers (*20*). During this regenerative process, collapse of the microenvironment (niche) activates MuSCs with marked change in cellular composition (*21*). Several cellular responses are thought to rapidly arise during the transition from MuSC quiescence to an activated state; metabolic switching, transcriptional and translational regulation, and morphological changes (*22*–*25*). One of the earliest responses, recently found, is the retraction of neuronal-like projections (quiescent projections) in MuSCs (*26*) via small guanosine triphosphatase (GTPase) signaling pathways, which regulate the cytoskeletal architecture of MuSCs. In turn, fundamental stress response pathways are up-regulated. Within hours after muscle injury, mitogen-activated protein kinase (MAPK p44/42) is activated to induce the transcriptional family of activator protein-1 (AP-1) genes, which are hallmarks of the cellular stress response (*25*, *27*, *28*). Despite the fact that immediate cellular responses to external stimuli are due to an influx of divalent ions (*29*, *30*), whether ion channels regulate these early events in MuSCs has not yet been reported.

In this study, we show in a tissue-resident stem cell that Mg^2+^ incorporation via TRPM7 is a main trigger for the quiescent-to-activation transition. Our results demonstrate that MuSC-specific *Trpm7* conditional knockout (*Trpm7* cKO) mice exhibit impaired muscle regeneration following muscle injury, owing to impaired activation of MuSCs. We also show that TRPM7 promotes the mammalian target of rapamycin (mTOR) signaling pathway via Mg^2+^ influx in MuSCs during cell cycle entry. Furthermore, TRPM7 is required for MuSCs to enter the G_Alert_ phase, a distinct quiescent state from G_0_ (*31*), by activating the mTOR pathway. Moreover, TRPM7 is responsible for early activation of MuSCs by promoting retraction of quiescent projections and the regulation of AP-1 genes. Our study reveals a mechanism underlying muscle regeneration: Mg^2+^ influx via TRPM7 is an initial event in MuSC activation that is essential for skeletal muscle homeostasis.

## RESULTS

### Magnesium ion dynamics in MuSCs during skeletal muscle regeneration

Despite the importance of Mg^2+^ being highlighted in mammals (*2*, *3*), its function and dynamics in tissue-resident stem cells remains poorly understood. To investigate the function of Mg^2+^ in MuSCs during skeletal muscle regeneration, we used a cell-permeable Mg^2+^ indicator, Magnesium Green, to measure cytosolic Mg^2+^ levels in MuSCs. We detected mean fluorescence intensity by flow cytometry during skeletal muscle regeneration at 1, 3, 7, 14, 21, and 28 days post-injury. Cytosolic Mg^2+^ elevated in activated MuSCs at 1 or 3 days after regeneration compared with uninjured MuSCs (Fig. 1, A and B, and fig. S1A). Cytosolic Mg^2+^ levels gradually decreased at 7 to 14 days after injury and returned to resting levels by 28 days after injury when a large population of MuSCs returns to quiescence (Fig. 1B and fig. S1B) (*32*). We further investigated the dynamics of Mg^2+^ using a ratiometric Mg^2+^ indicator, Mag-Fura-2, on an ex vivo platform (*33*). After isolating MuSCs and inducing activation in culture, Mg^2+^ incorporation was increased in activated or proliferating MuSCs (Fig. 1, C to E). These results reveal that MuSCs undergo notable changes in Mg^2+^ dynamics during skeletal muscle regeneration.

**Fig. 1.**
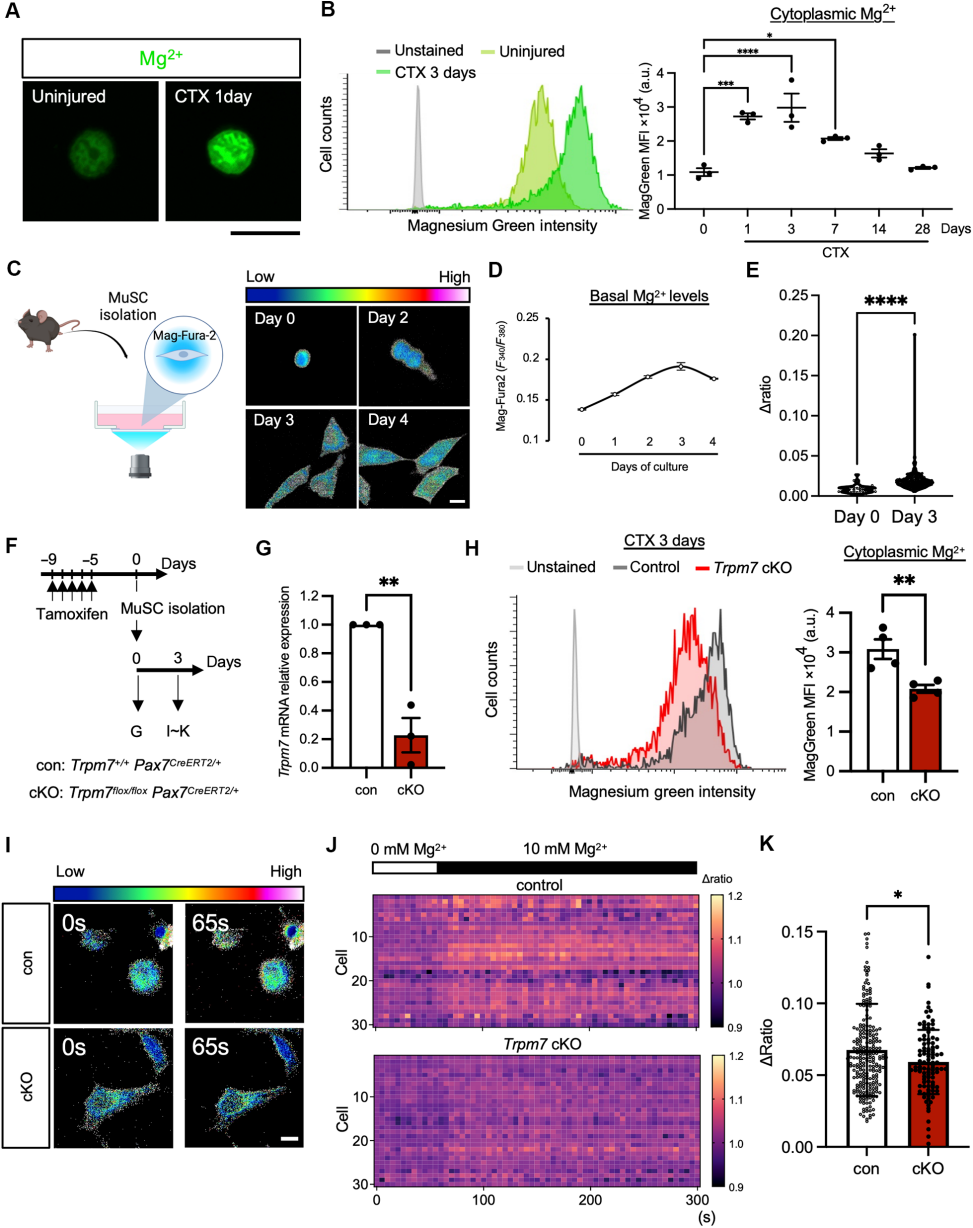
Magnesium ion dynamics in MuSCs during skeletal muscle regeneration. (**A** and **B**) Mg^2+^ measurements in MuSCs using Magnesium Green, AM. (A) Representative fluorescent images of MuSCs from uninjured (left) and injured (1 day after injury) (right) muscle. (B) Left: Histograms of FACS data. Gray: unstained MuSCs; light green: uninjured MuSCs; dark green: injured MuSCs 3 days post-CTX. Right: Quantification of mean fluorescence intensity at indicated time points. (**C** to **E**) Mg^2+^ measurements using Mag-Fura-2 (C) Left: Schematic of Mg^2+^ imaging. Right: Fluorescent images of MuSCs cultured for 0 to 4 days. Look-up tables (LUTs) indicate signal intensity. (D) Quantification of basal Mg^2+^ levels in MuSCs cultured for 0 to 4 days. (E) Maximum fluorescent intensity (Δratio) of Mag-Fura-2 after addition of 10 mM Mg^2+^ (final concentration) subtracted by the mean basal intensity. (**F**) Time course for induction of *Trpm7* deficiency. *Trpm7^+/+^*; *Pax7^CreERT2/+^* was used as control (con) and *Trpm7^flox/flox^*; *Pax7^CreERT2/+^* as knockout (cKO). (**G**) *Trpm7* mRNA expression in freshly isolated MuSCs. (**H**) Cytosolic Mg^2+^ measurements of MuSCs 3 days post-CTX injury. Left: Histogram of flow cytometric data using Magnesium green. Light gray: Unstained MuSCs; dark gray: con MuSCs; and red: cKO MuSCs. Right: Quantification of increase in cytosolic Mg^2+^. (**I** to **K**) Mg^2+^ imaging of MuSCs cultured for 3 days. (I) Fluorescent images of control and cKO MuSCs before (0 s) and after (65 s) adding 10 mM Mg^2+^. (J) Heatmap showing Δ*F*/*F* of Mag-Fura-2 transients in pseudo-color (30 cells per group). (K) Δratio of Mag-Fura-2 in con versus cKO MuSCs (control: *n* = 241 cells, cKO: *n* = 101 cells, three mice per condition). Scale bars, 10 μm in [(A), (C), and (I)]. a.u, arbitrary unit.

### Magnesium ion influx is mediated by TRPM7 in MuSCs

Intracellular Mg^2+^ dynamics is tightly regulated by several ion channels and transporters. In silico analysis found that prominent genes responsible for Mg^2+^ transport (such as *Trpm7* and *Slc41a*) are highly expressed in freshly isolated MuSCs (fig. S1C). We also found that *Trpm7*, but not *Trpm6*, was highly expressed in MuSCs (fig. S1C). To detect TRPM7 at the protein level, immunofluorescent analysis was performed in freshly isolated MuSCs (fig. S1D), cultured MuSCs (fig. S1E), and differentiated MuSCs (fig. S1F). TRPM7 expression was observed at the plasma membrane at each stage of myogenesis, suggesting that TRPM7 is involved throughout the myogenic process. To determine the function of TRPM7 in MuSCs, we generated MuSC-specific *Trpm7* cKO mice by crossing *Pax7^CreERT2/+^* mice (*34*) with *Trpm7*-floxed mice (fig. S1G). *Trpm7* genetic ablation was induced by intraperitoneal injection of tamoxifen (TMX) in *Trpm7^flox/flox^*; *Pax7^CreERT2/+^* mice (Fig. 1F). Genetic analysis confirmed the gene deletion of *Trpm7* (Fig. 1G and fig. S1H).

To explore whether TRPM7 acts as a Mg^2+^-permeable ion channel in MuSCs, we measured cytosolic Mg^2+^ levels in MuSCs loaded with Magnesium Green at 3 days post-muscle injury. Cytosolic Mg^2+^ levels declined in MuSCs isolated from *Trpm7* cKO mice (Fig. 1H), indicating that TRPM7 is an ion channel required for Mg^2+^ permeability in MuSCs during muscle regeneration. Next, we isolated and cultured MuSCs from *Trpm7* cKO mice and measured Mg^2+^ incorporation using Mag-Fura-2. We observed a rapid increase of intracellular Mg^2+^ levels after addition of Mg^2+^ in control MuSCs (Fig. 1, I and J). However, intracellular Mg^2+^ influx in *Trpm7* cKO MuSCs was declined compared with controls (Fig. 1, I to K).

### TRPM7 is critical for muscle regeneration in vivo

To determine whether TRPM7 is involved in muscle regeneration, cardiotoxin (CTX) was injected into tibialis anterior (TA) muscle, and resultant muscle samples were collected at indicated time points (Fig. 2A). TA muscle samples collected from *Trpm7* cKO mice were smaller and weighed significantly less compared with control mice (Fig. 2, B and C, and fig. S2A). Correspondingly, the histological analysis of *Trpm7* cKO mice showed significant defects in muscle regeneration (Fig. 2D). Next, we performed immunohistochemical analysis on CTX-injected muscle samples. Embryonic myosin heavy chain (eMyHC), a marker of regenerating myofibers, was detected in CTX-injected muscles. The area of eMyHC-positive myofibers decreased in *Trpm7* cKO mice, suggesting that fewer newly formed regenerating myofibers were generated in *Trpm7* cKO mice (Fig. 2E). Also, by genetically labeling MuSCs using *Pax7^CreERT2/+^*; *Rosa26^YFP/+^* mice and administering CTX, *Trpm7* cKO mice showed limited newly formed yellow fluorescent protein (YFP)–positive myofibers (fig. S2E). In support of this, *Trpm7* cKO mice showed increased fibrosis (fig. S2F) and decreased cross-sectional myofiber areas (Fig. 2F and fig. S2, B to D). Last, we examined the number of Pax7-positive cells in intact and injured muscle sections. While the number of Pax7-positive cells before injury was comparable between groups, a significant decline was observed in *Trpm7* cKO mice at 28 days post-injury (Fig. 2G). These results suggest that TRPM7 is essential for muscle regeneration and the maintenance of the MuSC pool.

**Fig. 2.**
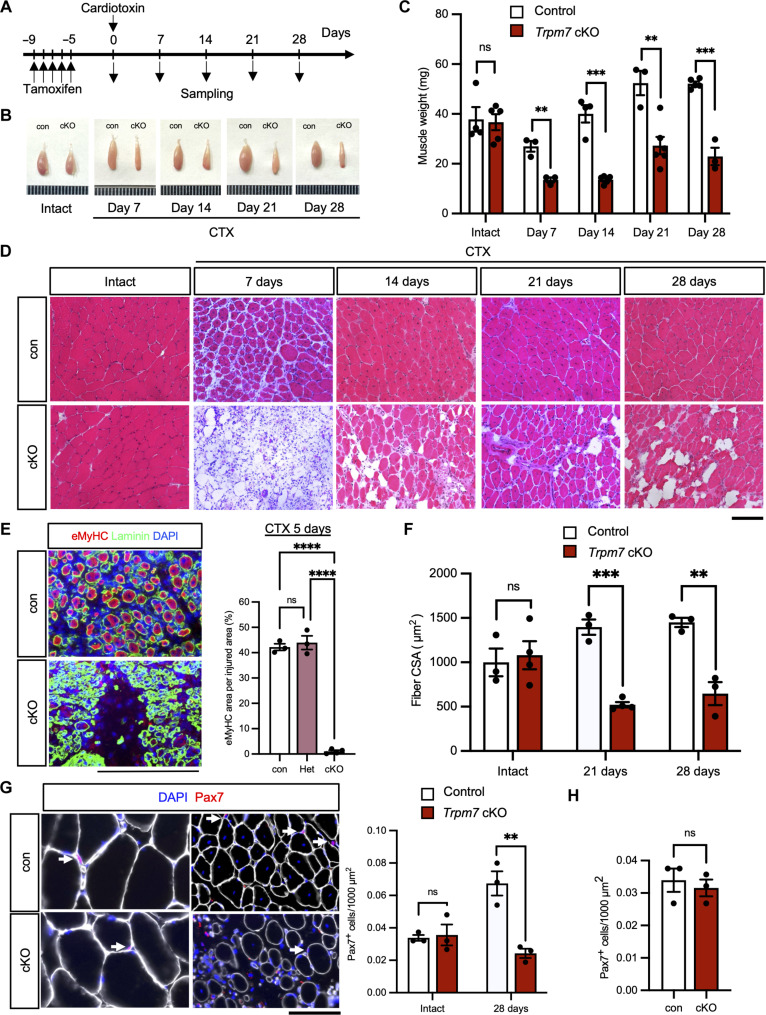
Impaired regeneration capacity of MuSC-specific *Trpm7*-deficient muscle after injury. (**A**) Time course for induction of *Trpm7* deficiency, injection of TA with CTX, and isolation of regenerating muscle samples for [(B) to (D)]. (**B**) Representative images of regenerating TA muscle samples isolated from con (left) and cKO mice (right). (**C**) Weight of TA muscle samples after CTX-induced muscle injury (*N* = 3 to 5 mice per condition). (**D**) Hematoxylin and eosin staining of cross sections from intact and CTX-injected TA muscle samples harvested at indicated time points. Top panels: con; bottom panels: cKO mice. (**E**) Detection of eMyHC in cross sections from control (top) and cKO muscle (bottom). The area of eMyHC per section was evaluated 5 days after CTX treatment. (*N* = 3 to 4 mice per condition). (**F**) Cross-section area (CSA) of intact and regenerating myofibers at 21 and 28 days post-CTX injection (*N* = 3 mice per condition). (**G**) Number of Pax7-positive cells in intact and regenerating myofibers at 28 days post-CTX injection. Representative images of intact and regenerating muscle sections. White arrows indicate Pax7-positive cells (*N* = 3 mice per condition). (**H**) Quantification of MuSCs on muscle section, 1 month following the first TMX injection. Representative immunohistochemical images of TA muscle sections are shown in fig S1I. Pax7^+^ cells per 1000 μm^2^. Scale bars, 100 μm in [(D), (E), and (G)].

Next, we examined whether the kinase activity of TRPM7 is also important for muscle regeneration. TRPM7^K1646R^ knock-in mice (*35*), a kinase-inactive mutant mouse model (TRPM7-KR mice), were injected with CTX for muscle injury. No anatomical differences were observed in regenerating TA muscles from TRPM7-KR mice compared with control mice (fig. S3A). Also, eMyHC-positive area (fig. S3B) and cross-sectional myofiber areas (fig. S3C) in TRPM7-KR mice were comparable with control mice. These results indicate that TRPM7’s ion channel activity is more important than the kinase activity during muscle regeneration.

We also investigated the effect of *Trpm7* deficiency in skeletal muscle. The deletion of *Trpm7* was induced by administering TMX to mice, followed for 1 month after *Cre* induction. There was no change in body weight, muscle weight, or anatomy at 1-month post-TMX administration. There were also no obvious changes in the number of sublaminar MuSCs in skeletal muscle sections (Fig. 2H and fig. S1I) or MuSCs from isolated myofibers (fig. S1J) at 1 month after TMX administration. This indicates that *Trpm7* gene disruption does not perturb MuSCs in intact skeletal muscle.

### TRPM7 is essential for myogenesis and cell cycle regulation

To gain a global understanding of the factors leading to impaired muscle regeneration in *Trpm7* cKO mice, we performed RNA sequencing (RNA-seq) on MuSCs isolated at 3 days post-CTX injury (Fig. 3A and fig. S4A). 

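RNA-seq was carried out on 5 control and 5 Trpm7 cKO libraries, each made from 3000 sorted YFP-positive MuSCs 3 days after muscle injury by cardiotoxin (CTX), following 5 injections of tamoxifen (TMX). CEL-Seq2 libraries read the 3′ end of transcripts and carry a unique molecular identifier (UMI) for each molecule. The authors aligned the reads to GRCm38 with HISAT2, counted them on genes with featureCounts, removed UMI duplicates with UMI-tools and deposited the counts without normalization. The annotation release and the strand setting of the counting are not named in the paper's text. The deposited table has 24620 gene entries, of which 21922 had at least 1 count. Control libraries held between 914361 and 1097709 counts, with a median of 995138. Trpm7 cKO libraries held between 205986 and 581121 counts, with a median of 524959. Every Trpm7 cKO library was smaller than every control library (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 libraries against 5 allow), so that depth and genotype cannot be told apart from the totals. Per sorted cell, this was 336 ± 26.3 counts (SD, n = 5) in control and 143 ± 55.9 counts (SD, n = 5) in Trpm7 cKO libraries. Mitochondrial genes took 15.3% ± 1.85 of the counts (SD, n = 5) in control and 9.35% ± 0.712 (SD, n = 5) in Trpm7 cKO libraries, a difference larger than the spread between replicates (exact permutation test, two-sided, p = 0.00794). Control replicate 2, at 12.0%, and Trpm7 cKO replicate 5, at 10.6%, stood apart from the other libraries of their genotype. The number of genes with a count, 14540 ± 112 (SD, n = 5) in control and 14280 ± 1006 (SD, n = 5) in Trpm7 cKO libraries, did not differ beyond the replicate error (exact permutation test, two-sided, p = 0.619). This number depends on the library total, so the comparison is not one at equal depth. Trpm7 cKO replicates 1, 2 and 4 had 14763, 15046 and 15080 genes, above the largest control value of 14732. Trpm7 cKO replicates 3 and 5, the smallest libraries, had 13727 and 12768. Counts were normalized by edgeR's TMM method, genes with too few counts were removed by its filterByExpr function, and 7753 genes were tested between the genotypes with edgeR's quasi-likelihood test.

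**Figure D1:**
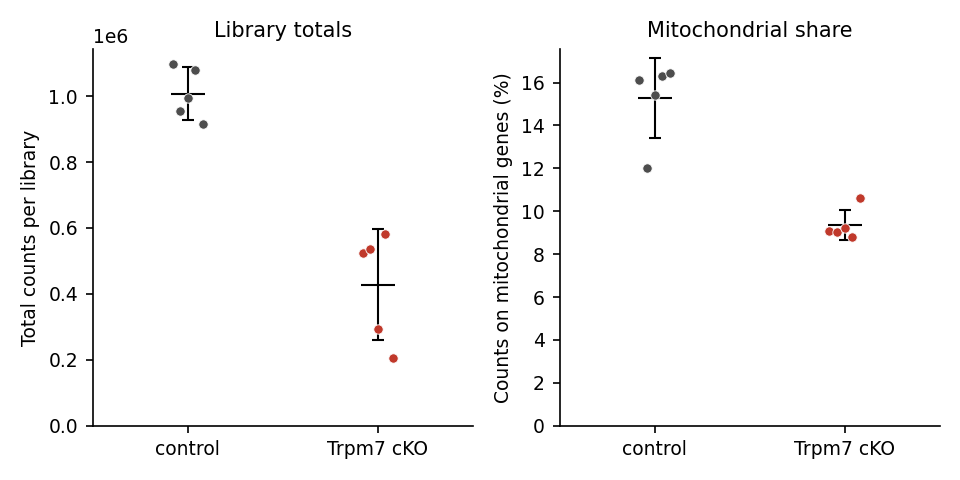
Total counts (left) and the percent of counts on mitochondrial genes (right) in each control and Trpm7 cKO library, with points for libraries and bars for the mean and SD of 5 libraries. The Trpm7 cKO libraries lie between 205986 and 581121 counts, all below the smallest control library at 914361 counts.

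Trpm7, the targeted gene, had 67, 66, 84, 83 and 66 counts in control replicates 1 to 5, and 38, 55, 23, 28 and 10 counts in Trpm7 cKO replicates 1 to 5. After normalization, this was 76.9 ± 9.97 CPM (SD, n = 5) in control and 71.4 ± 22.0 CPM (SD, n = 5) in Trpm7 cKO libraries. The log2 fold change of Trpm7 was -0.09 (standard error 0.20, adjusted p = 0.723 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within the replicate error. The libraries read the 3′ end of the transcript and the loxP sites lie upstream of it, so that these counts do not show whether the exon was removed, and the genotypes were taken from the labels. Scaled on the MuSC identity genes, a list of 19 tested genes such as Pax7, in place of TMM, the log2 fold change of Trpm7 was -0.90, but that scaling moves all genes down alike, and Trpm7 stayed close to the median of all genes.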

Principle components analysis showed separate clusters for control and *Trpm7* cKO MuSCs (Fig. 3B). 

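Principal components were computed from the log2 CPM of the 7753 genes tested, with a prior count of 2, centred and not scaled by gene. PC1 held 66.0% and PC2 held 10.4% of the variance. Control libraries had PC1 scores between -48.8 and -32.8, and Trpm7 cKO libraries between 26.0 and 68.7. Of the variance of the PC1 scores, 92.85% lay between the genotypes, and no other split of the 10 libraries into 5 and 5 gave a larger difference in mean score (exact permutation test over 252 splits, two-sided, p = 0.00794). On PC2, control libraries lay between 0.06 and 7.31, and Trpm7 cKO libraries were spread between -26.4 and 42.2, with replicate 5 at the upper end. The share of PC1 variance between the genotypes moved most, to 78.2%, when log2 counts were used with no scaling for library size, a setting chosen after the data were seen.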

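With the thresholds that the methods state, a log2 fold change beyond 1.5 in either direction and an adjusted p-value below 0.05, 658 genes were up-regulated and 274 genes were down-regulated in Trpm7 cKO MuSCs, 70.6% of the 932 genes being up-regulated (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The number of genes below the adjusted p-value threshold alone was 3774, of which 1908 were higher and 1866 were lower in Trpm7 cKO. Normalized counts did not overlap between the genotypes for 2673 genes, 34.5% of those tested, where chance gives 0.794%. The split between directions depended on the scaling of the libraries. Scaled on the MuSC identity genes, which moved the median log2 fold change of all genes to -0.78, 303 genes were up-regulated and 1319 were down-regulated (18.7% up-regulated). Among the scalings, the numbers moved most with counts taken per 3000 sorted cells, a setting chosen after the data were seen. It moved the median of all genes to -1.15 and gave 203 up-regulated and 2461 down-regulated genes (7.62% up-regulated).
Fixed gene lists stood in for the GO terms, and each was compared with the other tested genes by limma's camera test (two-sided, adjusted over 10 lists). The 87 tested cell cycle genes, the S and G2/M genes distributed with Seurat, had a median log2 fold change of -0.77 (adjusted p = 9.25e-10), with 76 below 0 and 10 among the down-regulated genes (Fisher's exact test, two-sided, p = 0.000933). Of these 87 genes, 55 had an adjusted p-value below 0.05 over all genes, and 57 over the list alone. Among the 55, Psrc1 was higher in Trpm7 cKO, with a log2 fold change of 0.83, and the others were lower. The 27 tested myogenesis genes had a median of -1.37 (adjusted p = 5.51e-07 from camera), with 23 below 0 and 11 among the down-regulated genes (Fisher's exact test, two-sided, p = 6.94e-10). The number of myogenesis genes with an adjusted p-value below 0.05 was 22, both over all genes and over the list alone. Among these 22, Tnni1, Mef2c and Sgca were higher in Trpm7 cKO, with log2 fold changes of 2.08, 1.39 and 1.30, and the others were lower. The 14 tested genes of the Reactome set Myogenesis, an alternative list, had a median of -0.05 (adjusted p = 0.513 from limma's camera test over the Reactome sets) and were not set apart from the other genes. The 77 tested nuclear genes of the respiratory chain had a median of -0.26 (adjusted p = 0.00167 from camera), with 5 among the down-regulated genes (Fisher's exact test, two-sided, p = 0.198).

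**Figure D2:**
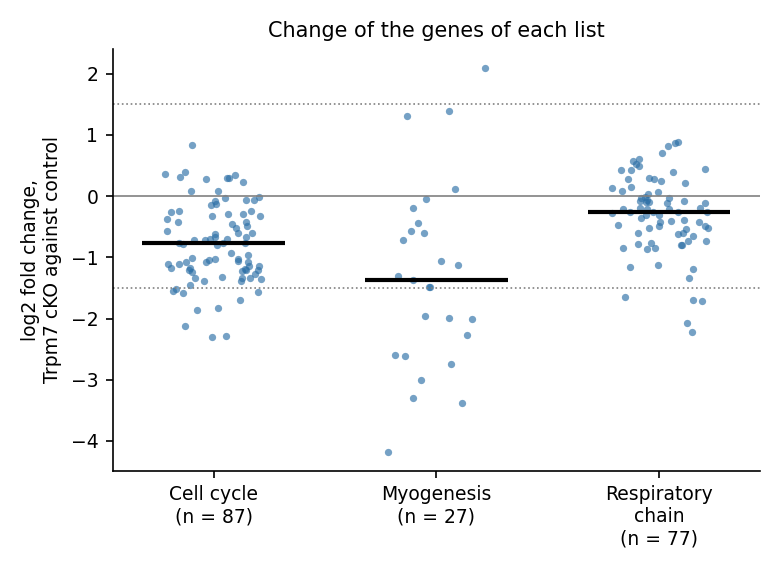
Log2 fold change between Trpm7 cKO and control libraries for each tested gene of the cell cycle, myogenesis and respiratory chain lists. Points are genes, thick lines are the medians at -0.77, -1.37 and -0.26, and dotted lines mark log2 fold changes of 1.5 and -1.5.

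Genes past both thresholds with non-overlapping normalized counts and a mean of at least 10 CPM were ordered by fitted log2 fold change. The highest values were those of Pllp, Icosl and Ccl8, and the lowest those of Dusp27, St8sia2 and Trp53i11. Most of these have a group at the floor, where the counts give only a lower bound and do not establish this order. Pllp had 0 counts in all control libraries and between 6 and 38 in Trpm7 cKO libraries, at least 12.0-fold higher against a floor of 3 counts. Icosl had at most 1 count in control libraries and was at least 18.2-fold higher. Ccl8 had at most 1 count in control and between 6 and 16 in Trpm7 cKO libraries, at least 10.1-fold higher. Dusp27 had between 20 and 43 counts in control libraries and at most 1 in Trpm7 cKO libraries, at least 4.02-fold lower. St8sia2 had between 89 and 230 counts in control libraries and at most 3 in Trpm7 cKO libraries, at least 18.9-fold lower. Trp53i11 had between 462 and 812 counts in control and between 0 and 31 in Trpm7 cKO libraries, a log2 fold change of -5.02 (standard error 0.43, adjusted p = 1.61e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).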

Nearly 2000 genes were differentially expressed (Fig. 3C and fig. S4B), and Gene Ontology (GO) terms of differentially down-regulated genes were related to cell cycle, myogenesis, and mitochondria (Fig. 3D and fig. S4C). These genes were notable cell cycle regulators (*Cdk1* and *Cdk4*), master regulators of myogenesis (*MyoD* and *Myog*), and main components of mitochondria (*Ndufa12* and *Cox15*). This provides evidence that TRPM7 functions upstream of major factors in MuSCs during muscle regeneration.

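Cdk1, on chromosome 10 of GRCm38 from 69335146 to 69352938, had 547 ± 149 normalized CPM (SD, n = 5) in control and 123 ± 50.9 (SD, n = 5) in Trpm7 cKO libraries, a log2 fold change of -2.12 (standard error 0.27, adjusted p = 1.42e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cdk4, on chromosome 10 from 127063534 to 127067920, had 625 ± 36.3 (SD, n = 5) and 209 ± 69.2 (SD, n = 5) normalized CPM, a log2 fold change of -1.53 (standard error 0.18, adjusted p = 1.07e-06 from the same edgeR test). The 3′ end of Cdk4 overlaps Tspan31 on the opposite strand, and 10.0% of its last 500 transcript bases occur in other transcripts, so that its reads could be shared. Myod1, on chromosome 7 from 46376474 to 46379099, had 744 ± 111 (SD, n = 5) and 181 ± 36.6 (SD, n = 5) normalized CPM, a log2 fold change of -2.01 (standard error 0.16, adjusted p = 1.84e-08 from the same edgeR test), with control replicate 2, at 551, apart from the other control libraries at 764 to 827. Myog, on chromosome 1 from 134289989 to 134292548, had 507 ± 33.4 (SD, n = 5) and 128 ± 37.8 (SD, n = 5) normalized CPM, with a standard error of 0.17 on the log2 fold change and an adjusted p of 3.47e-08 from the same edgeR test. Ndufa12, on chromosome 10 from 94198720 to 94221443, had 943 ± 287 (SD, n = 5) and 217 ± 64.4 (SD, n = 5) normalized CPM, a log2 fold change of -2.08 (standard error 0.23, adjusted p = 1.26e-06 from the same edgeR test). Cox15, on chromosome 19 from 43733254 to 43753000 with Entpd7 overlapping its 3′ end on the opposite strand, had 99.9 ± 36.5 (SD, n = 5) and 24.4 ± 13.1 (SD, n = 5) normalized CPM, a log2 fold change of -1.89 (standard error 0.31, adjusted p = 8.43e-05 from the same edgeR test).
For each of these 6 genes, every control library lay above every Trpm7 cKO library (exact permutation test, two-sided, p = 0.00794). Over the 10 fits that each left out 1 library, the log2 fold change of Cdk1 stayed between -2.40 and -1.93 and that of Myod1 between -2.14 and -1.94, and that of Myog between -2.14 and -1.91. That of Cdk4 ranged between -1.65 and -1.41, across the threshold of 1.5. With the mean log2 CPM of the leukocyte markers as a covariate, Myod1 kept an adjusted p of 0.0109, while the adjusted p was 0.22 for Cdk1, 0.173 for Cdk4, 0.0857 for Myog, 0.223 for Ndufa12 and 0.603 for Cox15 (the same edgeR test), the log2 fold changes of the 6 genes lying between -2.04 and -1.02. The covariate differed between the genotypes with no overlap.

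**Figure D3:**
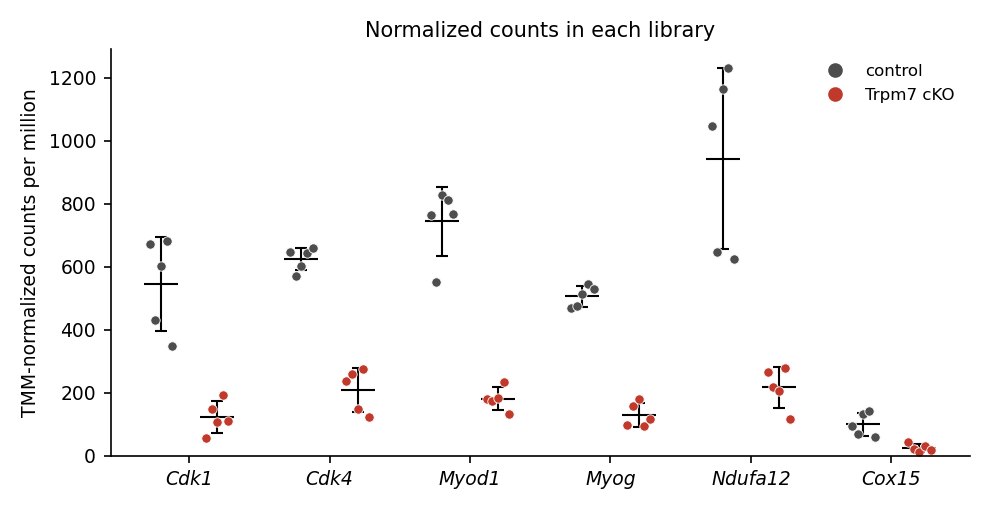
TMM-normalized CPM of Cdk1, Cdk4, Myod1, Myog, Ndufa12 and Cox15 in each control and Trpm7 cKO library, with points for libraries and bars for the mean and SD of 5 libraries. For each gene, the 5 control libraries lie above the 5 Trpm7 cKO libraries.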

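The paper shows 17 representative down-regulated genes in Fig. 3E, of which 15 were tested after the filter on low counts. All 15 were lower in Trpm7 cKO libraries, with log2 fold changes of -1.46 or lower and a largest adjusted p of 2.22e-04 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 13 were past both thresholds. All 15 also had an adjusted p-value below 0.05 when adjusted over this list alone. Among the cell cycle genes, Aurka had a log2 fold change of -1.56 (standard error 0.27, adjusted p = 8.97e-05 from the same edgeR test). Ccna2, whose 3′ end overlaps Exosc9 on the opposite strand, had a log2 fold change of -1.68 (standard error 0.29). Ccnb1 had a log2 fold change of -1.64 (standard error 0.22), and Ccne1, the lowest of the 15, fell from 66.1 ± 13.6 (SD, n = 5) to 13.0 ± 10.2 (SD, n = 5) normalized CPM. Mymk, a gene of myoblast fusion, had a log2 fold change of -1.49 (standard error 0.28, adjusted p = 1.79e-04 from the same edgeR test), just inside the fold change threshold. Myh3 had between 9 and 26 counts in control and at most 2 in Trpm7 cKO libraries and was removed by the filter.
From the lower expression of regulators of the cell cycle, of myogenesis and of mitochondrial genes in Trpm7 cKO MuSCs, the paper takes it as evidence that TRPM7 acts upstream of major factors in MuSCs while muscle regenerates.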

**Fig. 3.**
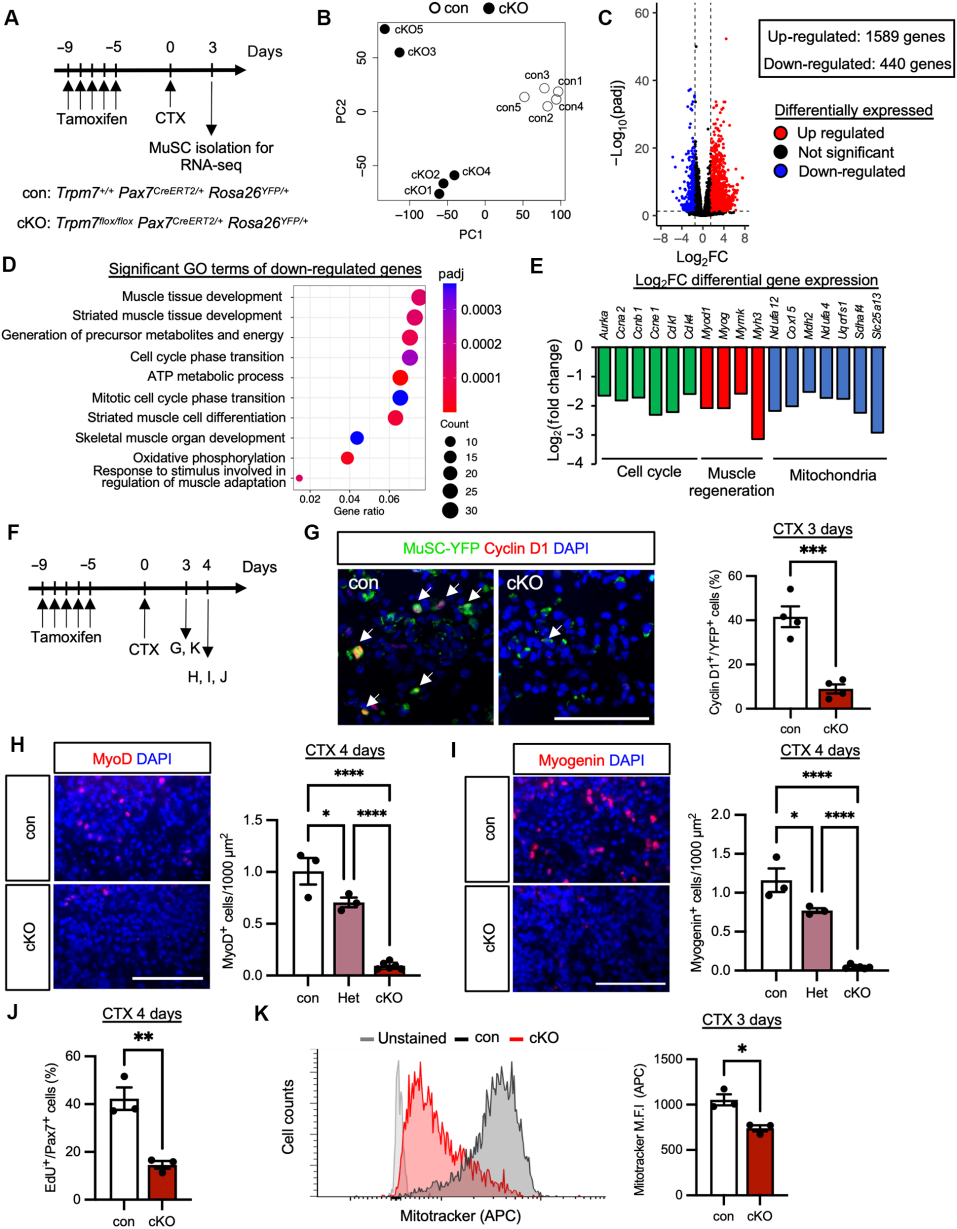
Characterization of *Trpm7*-deficient MuSCs based on RNA-seq analysis. (**A**) Time course for induction of *Trpm7* deficiency, muscle injury, and sampling of MuSCs for RNA-seq. (**B**) Principal components analysis (PCA) of RNA-seq data. (**C**) Volcano plot of differentially expressed genes. Red and blue dots represent the genes with significantly increased (up-regulated) or decreased (down-regulated) expression, respectively (padj < 0.05). (**D**) GO enrichment analysis of significantly down-regulated genes in cKO. (**E**) Log_2_fold changes (Log_2_FCs) of representative down-regulated genes in cKO. (**F**) Time course for induction of *Trpm7* deficiency, muscle injury, and sampling for [(G) to (K)]. (**G**) Detection of YFP-positive MuSCs and Cyclin D1 in cross sections from control (left) and cKO muscle (right). White arrows indicate YFP and Cyclin D1 double-positive cells. The ratio of Cyclin D1 per YFP-positive MuSCs was evaluated 3 days after CTX treatment (*N* = 4 mice per condition). (**H**) Detection of MyoD-positive cells in cross sections from con (top) and cKO muscle (bottom). MyoD-positive cells per 1000 μm^2^ were evaluated 4 days after CTX treatment (*N* = 3 to 6 mice per condition). (**I**) Detection of Myogenin-positive cells in cross sections from control (top) and cKO muscle (bottom). Myogenin-positive cells per 1000 μm^2^ were evaluated 4 days after CTX treatment (*N* = 3 to 6 mice per condition). (**J**) Ratio of EdU-positive cells per Pax7-positive cells were evaluated 4 days after CTX treatment (*N* = 3 mice per condition). (**K**) Representative FACS profiles of MuSCs isolated at 3 days post-injury, stained with MitoTracker Deep Red. Left: Histograms representing the mean fluorescent intensity of MitoTracker. Light gray: Unstained MuSCs; dark gray: con MuSCs; and red histogram: cKO MuSCs isolated from injured muscle 3 days post-CTX injection. Right: Quantification of mean fluorescence intensity. Scale bars, 100 μm in [(G) to (I)] and 10 μm (L).

On the basis of these results, immunofluorescent analysis was performed to detect cell cycle related maker (Cyclin D1) and myogenic regulators (MyoD and myogenin) in CTX-injured muscle isolated at 3 or 4 days post-injury (Fig. 3F). Cyclin D1 together with myogenic regulating factors were decreased in *Trpm7* cKO mice (Fig. 3, G to I). In contrast, TRPM7-KR mice showed the normal expression of myogenic regulating factors 4 days post-injury (fig. S3, D and E). To examine the rate of S phase entry of myogenic cells during regeneration at 3 or 4 days post-injury, 5-ethynyl-2′-deoxyuridine (EdU) incorporation assays were performed. The number of EdU-positive MuSCs decreased in *Trpm7* cKO mice (Fig. 3J and fig. S4E). In addition, Ki67, a maker of cell cycle entry, was also detected at 3 days post-injury (fig. S4D). The number of M-cadherin– and Ki67 double-positive cells (i.e., myogenic cells that had entered the cell cycle) was decreased in *Trpm7* cKO mice (fig. S4F). These data indicate that *Trpm7* deficiency causes defects in cell cycle entry of MuSCs, leading to reduced proliferative ability during muscle regeneration.

Next, we investigated whether *Trpm7* deletion results in mitochondrial defects, as mitochondria-related genes were significantly decreased in our RNA-seq analysis (Fig. 3E). 

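The mitochondrial genes of Fig. 3E other than Ndufa12 and Cox15 were Mdh2, Ndufa4, Uqcrfs1, Sdhaf4 and Slc25a13. Uqcrfs1 had 750 ± 178 normalized CPM (SD, n = 5) in control and 230 ± 35.1 (SD, n = 5) in Trpm7 cKO libraries, a log2 fold change of -1.69 (standard error 0.17, adjusted p = 2.58e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ndufa4, which shares 4.3% of its last 500 transcript bases with pseudogenes, had 599 ± 137 (SD, n = 5) and 186 ± 50.6 (SD, n = 5) normalized CPM, a log2 fold change of -1.65 (standard error 0.19, adjusted p = 1.04e-06 from the same edgeR test). Sdhaf4 had 96.7 ± 25.2 (SD, n = 5) and 19.2 ± 9.38 (SD, n = 5) normalized CPM, a log2 fold change of -2.14 (standard error 0.26, adjusted p = 2.06e-06 from the same edgeR test). Mdh2, which shares 0.6% of its 3′ end with a pseudogene, had 699 ± 67.8 (SD, n = 5) and 248.3 ± 60.4 (SD, n = 5) normalized CPM, a log2 fold change of -1.46 (standard error 0.16, adjusted p = 5.29e-07 from the same edgeR test), just inside the fold change threshold. Slc25a13 had between 12 and 17 counts in control and at most 5 in Trpm7 cKO libraries and was removed by the filter on low counts. With the leukocyte covariate, the adjusted p of Mdh2 was 0.0669, that of Ndufa4 was 0.191, that of Uqcrfs1 was 0.176 and that of Sdhaf4 was 0.385 (the same edgeR test), with log2 fold changes between -1.44 and -1.19.
Over the nuclear respiratory chain genes as a whole, 55 of 77 were lower and 22 were higher in Trpm7 cKO libraries, and 37 had an adjusted p-value below 0.05, both over all genes and over the list alone. Among these 37, Atp5e, Atp5g2, Atp5l, Ndufa3, Ndufa7, Ndufa13, Ndufb2 and Ndufb7 were higher, with log2 fold changes between 0.43 and 0.88. The others of the 37 were lower. Their summed share was 23270 ± 1375 CPM (SD, n = 5) in control and 14830 ± 1014 (SD, n = 5) in Trpm7 cKO libraries (exact permutation test, two-sided, p = 0.00794). The 9 tested genes encoded by the mitochondrial genome had a median log2 fold change of -1.17 (adjusted p = 0.0112 from limma's camera test, two-sided), with 7 below 0.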

Muscle regeneration was induced by CTX injury, and isolated MuSCs were stained with a mitochondria dye, MitoTracker Deep Red, and then analyzed by fluorescence-activated cell sorting (FACS). Mean fluorescence intensity significantly decreased in MuSCs isolated from *Trpm7* cKO mice compared with controls (Fig. 3K), indicating that TRPM7 is essential for mitochondrial homeostasis in MuSCs.

### TRPM7 deletion impairs MuSCs activation and proliferation

To investigate the impact of TRPM7 on MuSCs activation and proliferation, we analyzed them in floating myofibers, which have a well-preserved microenvironmental niche surrounding MuSCs. Extensor digitorum longus (EDL) muscles were isolated from mice treated with TMX for five consecutive days (Fig. 4A). Immunofluorescence analysis confirmed the effectiveness of *Trpm7* deficiency in freshly isolated MuSCs of myofibers (Fig. 4B). Under this condition, the number of quiescent MuSCs per myofiber was comparable in *Trpm7* cKO mice and controls (Fig. 4C), indicating that TRPM7 does not contribute to the maintenance of MuSCs. Next, isolated myofibers were cultured for 30 hours in medium, and the status of MuSCs was examined by detection of Pax7 and MyoD, transcription factors highly expressed in undifferentiated and activated MuSCs, respectively.

**Fig. 4.**
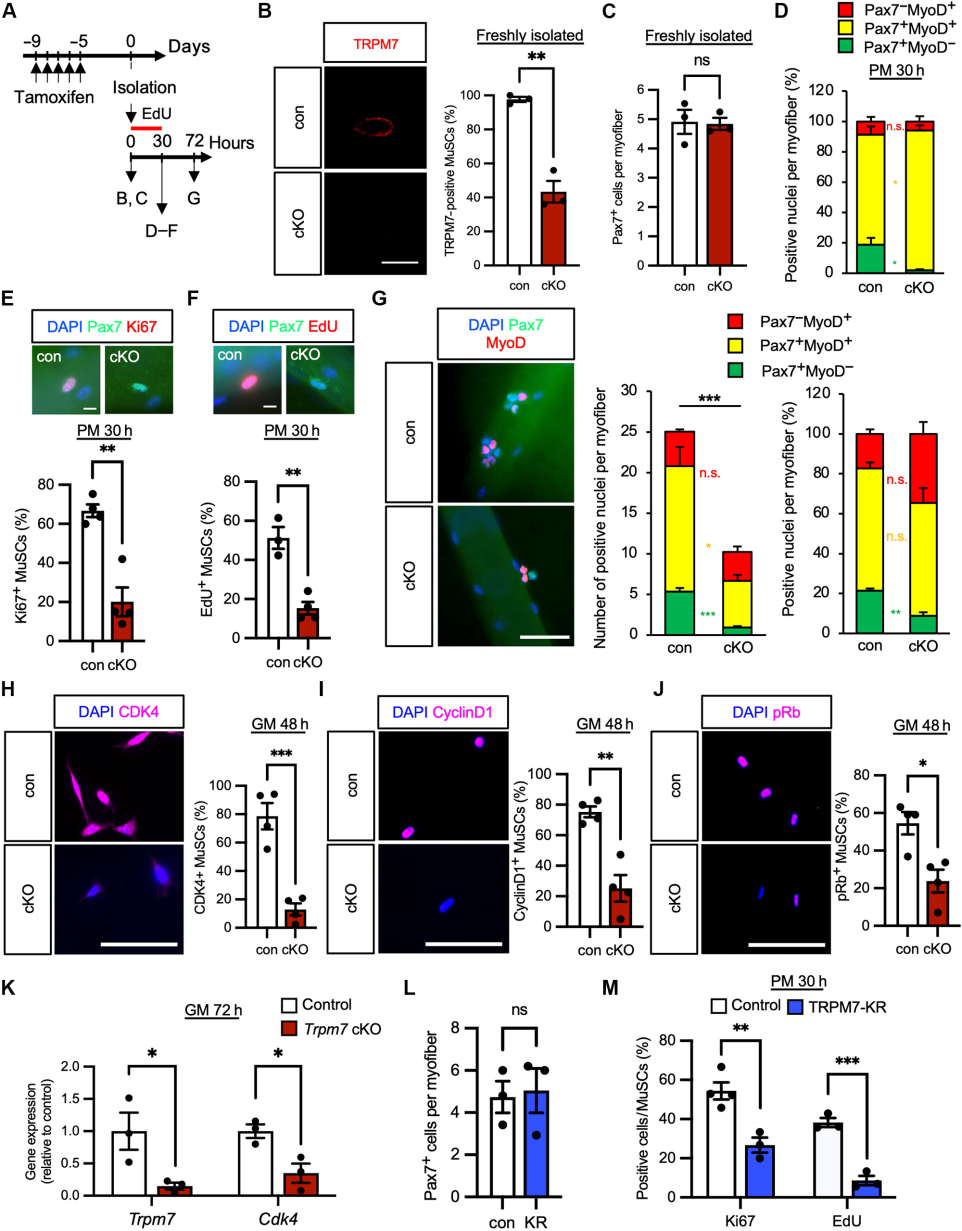
*Trpm7* deficiency inhibits cell cycle entry and proliferation of MuSC. (**A**) Time course for induction of *Trpm7* deficiency, harvesting of myofibers, and EdU incorporation. (**B** and **C**) TRPM7 and Pax7 expression in freshly isolated myofibers. (B) TRPM7 (red) detection in MuSCs; nuclei (DAPI, blue). Top: con MuSCs; bottom: cKO MuSCs. Right: Quantification of TRPM7-positive MuSCs (>50 MuSCs per condition, *N* = 3 mice). (C) Pax7-positive MuSCs per myofiber (>15 myofibers, *N* = 3 mice). (**D** to **F**) MuSC analysis after 30-hour culture. (D) Pax7 and MyoD expression (>15 myofibers, *N* = 3 mice). (E) Pax7 and Ki67 expression (>15 myofibers, *N* = 4 mice). (F) EdU incorporation assay in Pax7-positive MuSCs (>15 myofibers, *N* = 3 to 4 mice). (**G**) Immunofluorescent analysis after 72-hour culture. Left: Pax7 (green), MyoD (red), and nuclei (blue) in con (top) and cKO (bottom) MuSCs. Middle: Pax7- and MyoD-positive nuclei per myofiber. Right: Percent of positive nuclei (>15 myofibers, *N* = 5 mice). (**H** to **J**) Detection of CDK4-positive, Cyclin D1-positive, and phosphorylated Rb (pRb)–positive MuSCs cultured in growth medium for 48 hours. Left panels: CDK4 (H), Cyclin D1 (I), or pRb (J) were detected in con (top panels) and cKO (bottom panels). Right graphs: Quantification of CDK4 (H)–, Cyclin D1 (I)–, or pRb (J)–positive MuSCs. (>300 MuSCs per condition from *N* = 4 mice). (**K**) qPCR of MuSCs cultured 72 hours. (**L** and **M**) TRPM7-KR MuSCs. (L) Pax7-positive cells per myofiber (>15 myofibers, *N* = 3 mice). (M) Ki67 expression and EdU incorporation after 30 hours (>15 myofibers, *N* = 3 to 4 mice). Scale bars, 10 μm in [(B), (E), (F), (G), (H), (I), and (J)]. h, hours.

The proportion of Pax7-positive/MyoD-negative cells (i.e., nonactivated reserve cells) was decreased in *Trpm7* cKO mice compared with controls (Fig. 4D). Moreover, the number of Ki67-positive or EdU-positive MuSCs was also decreased in *Trpm7* cKO (Fig. 4, E and F). These data indicate that TRPM7 plays a role in maintaining the MuSC pool and cell cycle entry.

We further examined the status of MuSCs on myofibers cultured for 3 days. The total number of MuSCs and the proportion of Pax7-positive/MyoD-negative cells (i.e., self-renewing cells) significantly decreased in *Trpm7* cKO compared with control mice (Fig. 4G). This shows that TRPM7 is essential for MuSC self-renewal and proliferation. To evaluate proliferation ex vivo, EdU incorporation assay was also performed on isolated MuSCs (fig. S5D). After 72-hour culture in growth media, the number of EdU-positive MuSCs was reduced in *Trpm7* cKO mice (fig. S5E), consistent with our results on MuSCs cultured on myofibers. To determine whether cell death caused the reduction of MuSCs, TUNEL (terminal deoxynucleotidyl transferase–mediated deoxyuridine triphosphate nick end labeling) assay was performed. TUNEL-positive cells increased in *Trpm7* cKO MuSCs (fig. S5F), indicating that cell death partially takes part in the *Trpm7*-deficient phenotype during proliferation.

As *Trpm7* deficiency results in late cell cycle entry, we determined which cell cycle point is regulated by TRPM7 (fig. S5A). Cyclin-dependent kinase 4 (CDK4), Cyclin D1, and phosphorylated retinoblastoma protein (pRb)–positive MuSCs were reduced in *Trpm7* cKO MuSCs, indicating that TRPM7 is responsible for regulating this restriction point in MuSCs (Fig. 4, H to J, and fig. S5B). To support these data, we detected cell cycle regulating genes and found that *Cdk4* is down-regulated (Fig. 4K). In addition, levels of p21, a negative regulator of the cell cycle, were comparable in control and *Trpm7* cKO mice, indicating that TRPM7 directly up-regulates the formation of the Cyclin D–CDK4 complex (fig. S5C).

To examine whether the kinase activity of TRPM7 is also important in MuSCs, myofibers from TRPM7-KR mice were isolated and investigated. The number of freshly isolated MuSCs in myofibers was comparable between TRPM7-KR mice and controls (Fig. 4L). Next, isolated myofibers were cultured for 30 hours in plating medium. The number of Ki67-positive or EdU-positive MuSCs was visibly decreased in TRPM7-KR mice compared with controls (Fig. 4M). The proportion of Pax7-positive/MyoD-negative cells (i.e., self-renewing cells) was decreased in TRPM7-KR mice compared with control mice, while the total number of MuSCs was comparable in the both mouse lines (fig. S5, G and H). Moreover, we determined the capacity of *Trpm7*-deficient MuSCs to form myotubes (fig. S5I). Four days after induction of differentiation, the fusion index was significantly decreased by *Trpm7* deficiency (fig. S5J). In contrast, the fusion index was not affected by TRPM7 kinase inactivation (fig. S5K). Together, these data suggest that TRPM7 promotes cell cycle entry for activation, thus enabling MuSCs to proliferate for myogenesis. In addition, TRPM7 kinase activity may take part in the early part of MuSC cell cycle entry but not during proliferation.

### TRPM7 positively regulates the mTOR pathway during MuSC activation

The data so far provide evidence showing that TRPM7 is essential for cell cycle entry of MuSCs. We analyzed the status of MuSCs on myofibers after culturing for 30 hours (Fig. 5A).

**Fig. 5.**
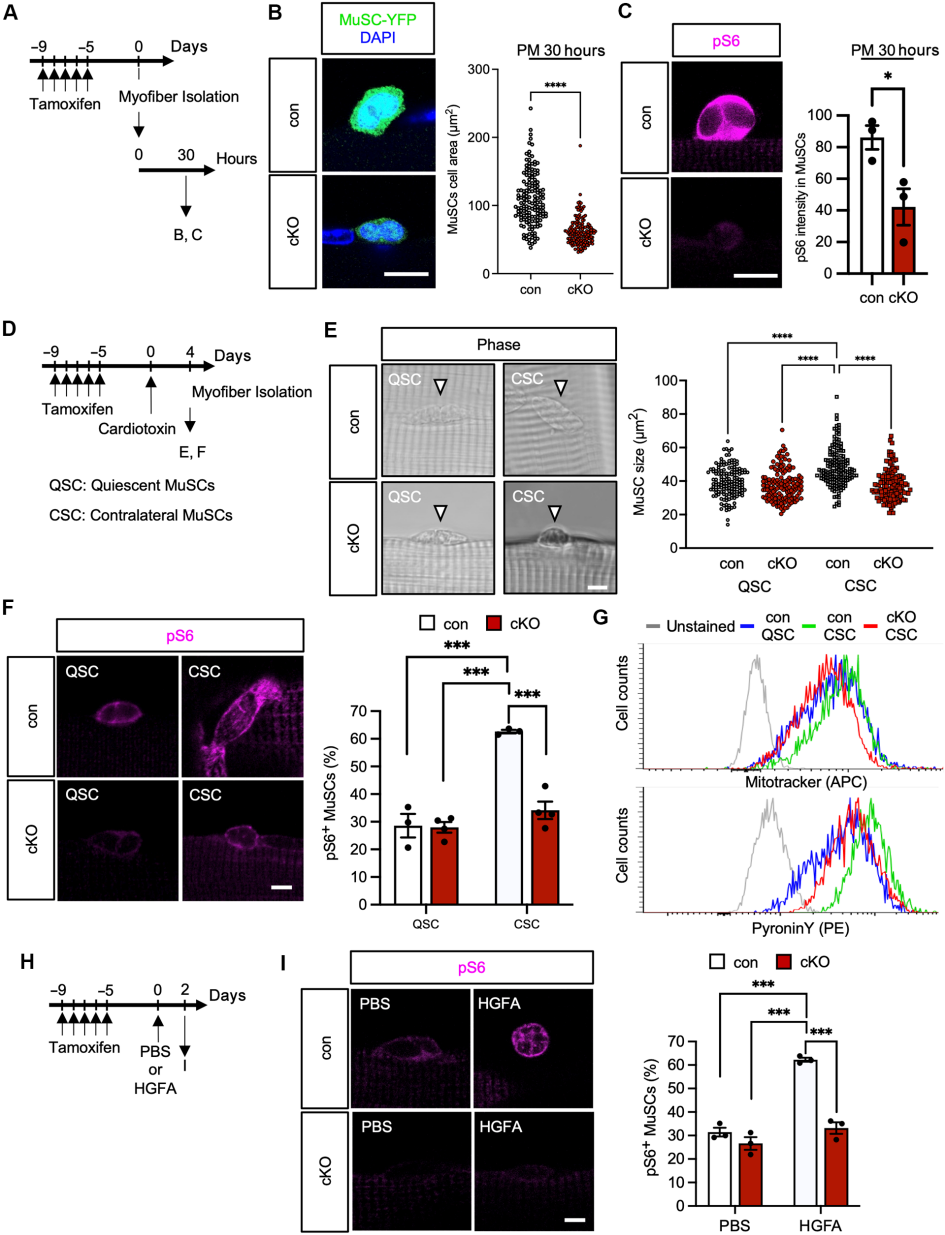
Loss of TRPM7 impairs activation of the mTOR signaling and induction of G_Alert_ in MuSCs. (**A**) Time course for induction of *Trpm7* deficiency and isolation of myofibers. (**B** and **C**) Analysis of MuSCs on myofibers cultured for 30 h. (B) MuSC size: Representative YFP-positive MuSC images and size distribution (>100 cells per condition). (C) pS6: Representative fluorescent images and quantification of pS6 intensity (>50 cells per condition, *N* = 3 mice). (**D**) Time course for induction of *Trpm7* deficiency, injection of CTX, and isolation of myofibers. MuSCs on myofibers without injury was defined as quiescent satellite cells (QSCs). MuSCs on myofibers isolated from the contralateral leg of injury was defined as contralateral satellite cells (CSCs). Myofibers were isolated 4 days after CTX injection for G_Alert_ induction. (**E**) Morphological evaluation of MuSCs after induction of G_Alert_. Phase contrast images of con (top) and cKO (bottom) MuSCs. Size distribution of QSCs and CSCs (>100 MuSCs per condition; data are individually plotted.). (**F**) pS6 in QSCs and CSCs: Representative images and quantification in con and cKO MuSCs (>50 cells per condition, *N* > 3 mice). (**G**) FACS histograms of MitoTracker and PyroninY staining. Gray: Unstained MuSCs; blue: con QSCs; green: con CSCs; red: cKO CSCs. (**H**) Time course for induction of *Trpm7* deficiency, injection of HGFA, and isolation of myofibers. MuSCs from HGFA-treated mice were defined as HGFA for G_Alert_ induction. PBS was used for control. (**I**) HGFA effect on pS6 in cKO MuSCs: Representative images and quantification of pS6 in con and cKO MuSCs after G_Alert_ induction with HGFA (>50 cells per condition, *N* = 3 mice). Scale bars, 10 μm in [(B), (C), (E), (F), and (I)].

There was a significant decrease in size of *Trpm7* cKO MuSCs compared with controls (Fig. 5B) showing that TRPM7 is essential for MuSC size growth after activation. TRPM7 is known to mediate various pathways, including the phosphoinositide 3-kinase/Akt/mTOR (PI3K/Akt/mTORC1) pathway (*36*) that is one of the earliest signaling pathways in MuSC activation (*37*). Therefore, we first detected the phosphorylated form of Akt as a substrate of PI3K (fig. S6A). The immunofluorescent intensity of phosphorylated Akt was decreased in *Trpm7*-deficient MuSCs compared with controls (fig. S6B). As downstream targets of mTORC1, we next examined the phosphorylation of S6 and eukaryotic translation initiation factor 4E binding protein 1 (4E-BP). Levels of phosphorylated forms of both S6 (pS6) and 4E-BP (p4E-BP) were decreased in *Trpm7*-deficient MuSCs (Fig. 5C and fig. S6D), while total S6 and 4E-BP protein levels were comparable (fig. S6, C and D). We further determined whether the mTOR pathway regulates cell cycle entry in MuSCs. MuSCs isolated from wild-type mice were cultured in the presence of mTOR pathway inhibitors: 4EGI (*38*), rapamycin (*39*), and INK128 (*40*) (fig. S6E). Treatment with these mTOR pathway inhibitors significantly reduced the ratio of Cyclin D1–positive MuSCs (fig. S6F). Together, these data indicate that TRPM7 acts as an upstream factor of the PI3K/Akt/mTORC1 pathway to promote cell cycle entry and activation of MuSCs.

### *Trpm7*-deficient MuSCs contralateral to injury display no G_Alert_ response

MuSCs exist in the mitotically quiescent stage (G_0_) during homeostasis, but upon muscle injury, they enter the G_1_ phase for activation. Accumulating evidence has shown that during the transition from G_0_ to G_1_ phase, MuSCs enter a potentially active phase (but still defined as a mitotically quiescent phase), which is known as the G_Alert_ phase (*41*). As transition to the G_Alert_ phase is controlled by mTORC1 signaling, we hypothesized that TRPM7 may regulate this transition. Hindlimbs on one side of the body were injured by CTX injection, and the contralateral myofibers were isolated (Fig. 5D). Consistent with previous studies in control mice, MuSC size and the number of pS6-positive cells increased in MuSCs on contralateral myofibers [these MuSCs are defined as contralateral satellite cells (CSCs)] compared to uninjured myofibers [or quiescent satellite cells (QSCs)] (Fig. 5, E and F). However, in *Trpm7* cKO mice, MuSC size and the number of pS6-positive cells were unchanged in CSCs compared with QSCs (Fig. 5, E and F). To precisely specify the function of TRPM7 in G_Alert_ induction, we measured mitochondrial mass and RNA levels in QSCs and CSCs. CSCs isolated from *Trpm7* cKO mice displayed decreased levels of MitoTracker staining and Pyronin Y (an RNA cationic dye) staining, indicating that TRPM7 is essential for G_Alert_ progression in MuSCs (Fig. 5G). Moreover, to examine the role of TRPM7 in the G_Alert_ transition, hepatocyte growth factor (HGF) activator (HGFA) was administered by tail vein injection to induce G_Alert_ in MuSCs (*42*) (Fig. 5H). Consistent with our results in the CTX injury model, the number of pS6-positive cells was unchanged in *Trpm7* cKO mice following HGFA induction compared with phosphate-buffered saline (PBS) administration (Fig. 5I). These results indicate that TRPM7 is involved in the transition from G_0_ to G_Alert_ phase by activation of the mTOR signaling cascade.

MuSCs that enter G_Alert_ are prone to faster activation than QSCs. Isolated myofibers from control or *Trpm7* cKO mice were cultured for 24 hours to induce MuSC activation. The ratio of Ki67-positive/Pax7-positive cells was significantly lower in both *Trpm7*-deficient QSCs and CSCs compared with controls but was slightly increased in *Trpm7*-deficient CSCs compared with QSCs (fig. S6G). Together, these results indicate that deletion of *Trpm7* in MuSCs leads to impaired transition from the G_0_ to G_Alert_ phase, which will ultimately affect the ability of MuSCs to undergo muscle regeneration.

### TRPM7 is responsible for quiescent to activation transition of MuSCs

As TRPM7 regulates MuSC cell cycle transition, these data encouraged us to investigate whether TRPM7 functions in early activation of MuSCs. Kann *et al*. (*26*) reported a protocol for proper evaluation of MuSCs morphological phenotypes in isolated myofibers, which are equivalent to those in vivo (*26*). Leveraging this modified preparation, we found that TRPM7 is localized at the plasma membrane, while MuSCs have quiescent projections in freshly isolated (T0) MuSCs and early activated (T2-T4) MuSCs (Fig. 6A). This led us to investigate the function of Mg^2+^ and TRPM7 in regulating MuSC quiescent projections. Strikingly, Mg^2+^ depletion from the culture medium resulted in delayed retraction of quiescent projections (Fig. 6B). Also, approximately 90% of MuSC quiescent projections were retained in *Trpm7* cKO mice freshly isolated myofibers (T0), 60% after 1 hour of culture (T1), and 40% after 2 hours of culture (T2), time points at which most control MuSCs lose their projections (Fig. 6C). Furthermore, *Trpm7* gene deletion resulted in impaired induction of AP-1 proteins (Fos and c-Jun) in MuSCs at 2 hours post-myofiber culture (Fig. 6, D and E).

**Fig. 6.**
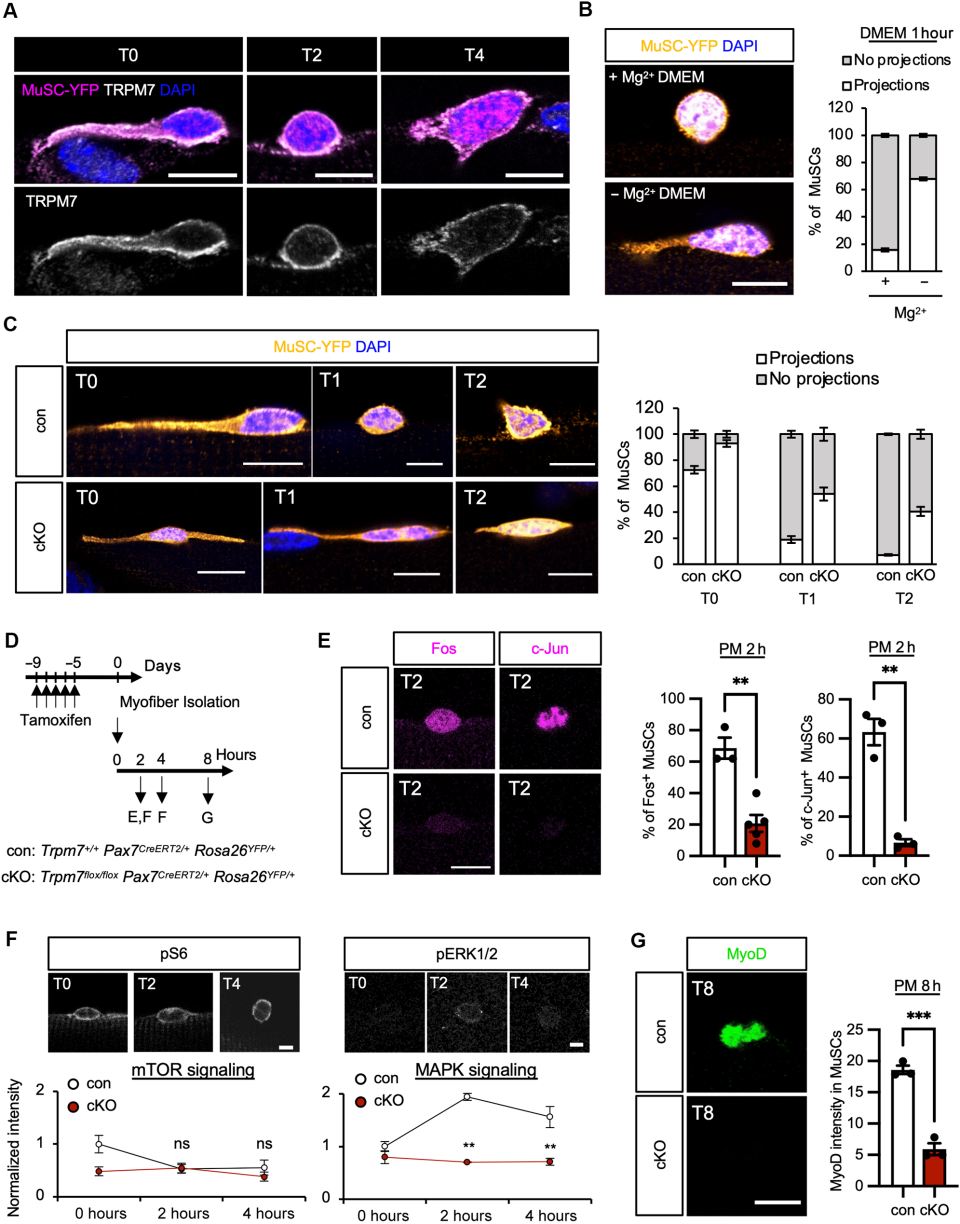
*Trpm7* deficiency impairs early responses required for MuSCs activation. (**A**) Evaluation of MuSCs with quiescent projection on myofibers from *Pax7^CreERT2/+^; Rosa26^YFP^*. TRPM7 expression (white) and YFP (magenta) were detected on myofibers freshly isolated (T0), or cultured for 1 hour (T1) and 2 hours (T2). MuSC morphology was visualized by detection of YFP (magenta). (**B**) MuSCs morphology cultured for 1 hour in DMEM with or without Mg^2+^. MuSC morphology was evaluated by detection of YFP (yellow). Nuclei were detected by DAPI (blue) (>50 MuSCs per condition from *N* = 3 mice). (**C**) MuSCs morphology in T0, T1, and T2 MuSCs. Left: Representative images of MuSCs. Top panels: con; bottom panels: cKO. YFP: yellow; nuclei (DAPI): blue. Right: Quantification of MuSCs with or without projections (>50 MuSCs per condition from *N* = 3 mice). (**D**) Time course for induction of *Trpm7*-deficiency, isolation, and culture of myofibers. (**E**) Expression of AP-1 transcription factor in T2 MuSCs. Left panels: Representative fluorescent images of AP-1 transcription factor (Fos and c-Jun). Quantification of AP-1 expression in T2 MuSCs (>50 MuSCs per condition from *N* = 3 mice). (**F**) Detection of pS6 (left) and phosphorylated ERK (pERK1/2; right) expression in T0, T2, and T4 MuSCs. Top: Representative images of con MuSCs. Bottom: Quantification of fluorescence intensity of pS6 and pERK1/2 normalized to con T0 MuSCs intensity. (**G**) MyoD expression in T8 MuSCs. Left: Representative fluorescent images of MyoD. Top: con; bottom: cKO. Right: Quantification of MyoD intensity (>50 MuSCs per condition from *N* = 3 mice). Scale bars: 10 μm in [(A), (B), (C), (E), (F), and (G)]. h, hours.

As TRPM7 is responsible for PI3K/Akt/mTORC1 pathway activation during the late activation response of cell cycle entry in MuSCs (Fig. 5C and fig. S6F), we examined pS6 as a downstream target of mTORC1 during the early phase of MuSCs activation. pS6 levels were unchanged in early activated control and *Trpm7* cKO MuSCs cultured for 2 or 4 hours (Fig. 6F). Also, Fos-positive MuSCs was unchanged by treatment with mTOR pathway inhibitors for 2 hours (fig. S7B). Previously reported inhibition of pathways (fig. S7A) such as MAPK (PD 0325901) and Rho-associated protein kinase (ROCK) (Y-27632) showed insufficient induction of Fos expression in MuSCs (fig. S7B). Inhibition of phospholipase C (U 73122), which was originally identified for binding to TRPM7 (*5*), failed to induce Fos-positive MuSCs (fig. S7B).

The MAPK pathway has been reported as the earliest signaling pathway for early activation of MuSCs (*25*). We evaluated phospho–extracellular signal–regulated kinase (ERK)1/2 (pERK) levels and found that pERK levels did not increase in *Trpm7* cKO MuSCs compared with control MuSCs cultured for 2 or 4 hours (Fig. 6F). In addition, MyoD induction was impaired in *Trpm7* cKO MuSCs on myofibers cultured for 8 hours (T8) (Fig. 6G). The up-regulation of Rho/ROCK signaling is also one of the earliest signaling pathways for the early activation of MuSCs (*26*). Consistently, *Trpm7* cKO MuSCs displayed a clear reduction in RhoA activity compared to controls (fig. S7C). Mg^2+^ depletion from the culture medium failed to induce of Fos (fig. S7D) and delayed up-regulation of MyoD (fig. S7E) and Ki67 (fig. S7F), strengthening the pivotal role of Mg^2+^ in MuSCs. Together, Mg^2+^ influx via TRPM7 is a primary event for regulating quiescent projections and activates the MAPK pathway but not mTOR pathway during early activation of MuSCs.

### Supplementation of Mg^2+^ restores *Trpm7* deficiency in MuSCs

Last, as *Trpm7* deficiency lowers intracellular Mg^2+^ levels, we performed a rescue experiment by supplementation of extra MgCl_2_ to MuSCs (Fig. 7A). MuSCs in myofibers were cultured in medium supplemented with 10 mM MgCl_2_. The decreased number of EdU-positive cells observed in *Trpm7* cKO MuSCs was fully rescued by extra supplementation with 10 mM MgCl_2_ (Fig. 7B). The same trend was observed with cell size (Fig. 7C). To investigate the effect of Mg^2+^ supplementation on the downstream pathway, pS6 fluorescent intensity levels were measured (Fig. 7C). Mg^2+^ supplementation rescued the mTOR pathway, indicating that Mg^2+^ incorporation via TRPM7 activates the mTOR pathway in MuSCs (Fig. 7D). MyoD expression was partially rescued in an 8-hour short-term culture with Mg^2+^ supplementation (fig. S8A) and fully rescued by 30- or 72-hour long-term culture with Mg^2+^ supplementation (Fig. 7E and fig. S8B). Furthermore, *Trpm7* cKO MuSCs cultured for 48 hours in Mg^2+^ supplemented medium restored Cyclin D1–positive MuSCs ratio (Fig. 7F). Also, the proliferative defects observed in *Trpm7*-deficient MuSCs were abolished by culturing in medium supplemented with Mg^2+^ (Fig. 7G).

**Fig. 7.**
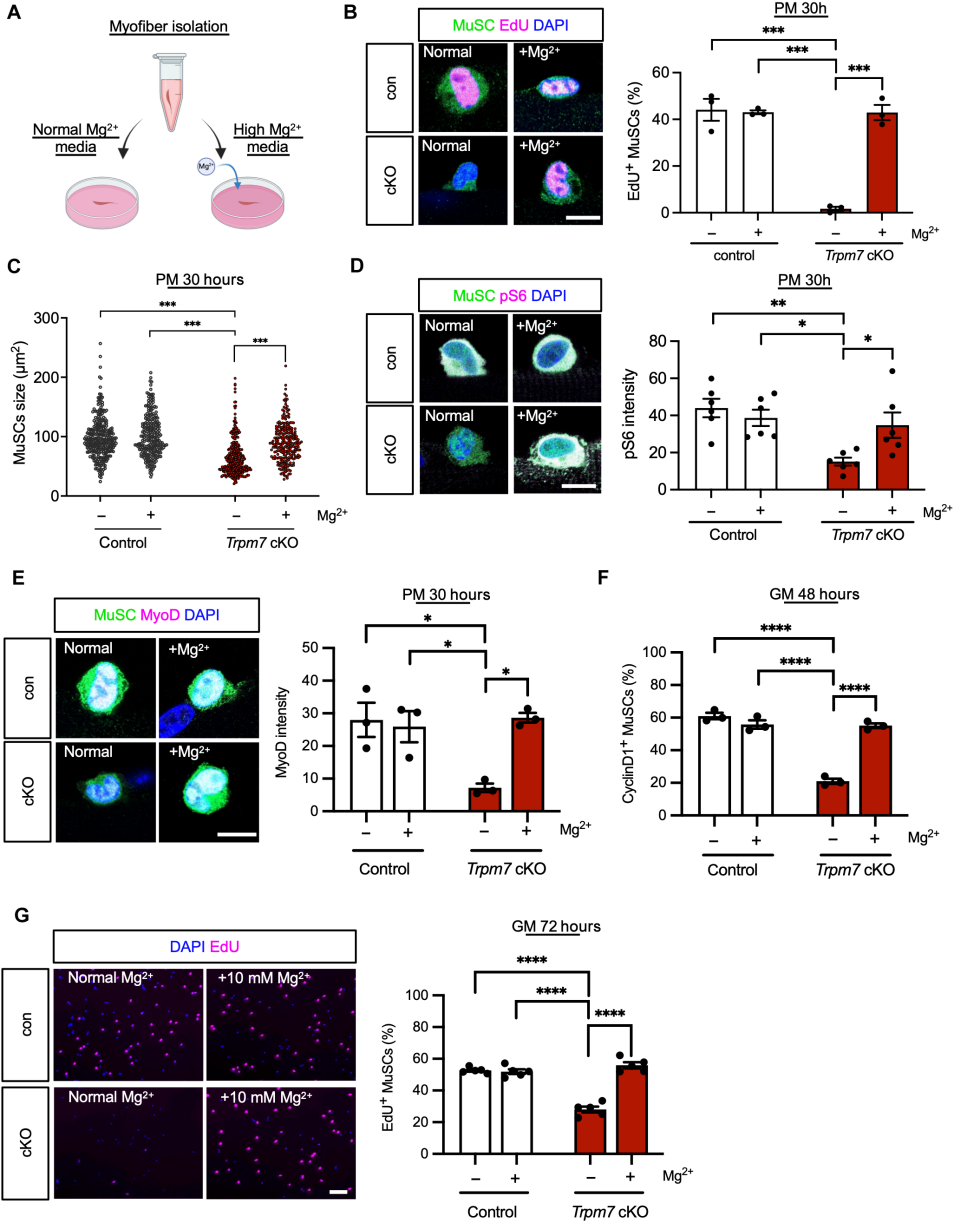
Mg^2+^ supplementation rescues defects of *Trpm7*-deficient MuSCs. (**A**) Experimental procedures for myofiber isolation and culture in plating medium (PM) supplemented with 10 mM Mg^2+^. (**B** to **E**) Evaluation of con and cKO MuSCs on myofibers cultured in PM supplemented with 10 mM Mg^2+^ for 30 hours. con or cKO mice harboring the *Rosa26-YFP* were used for these experiments. (B) EdU incorporation assay on YFP-positive MuSCs in con and cKO MuSC on myofibers. (>15 myofibers per group were investigated from *N* > 4 mice). (C) MuSCs cell size (>100 MuSCs per group were investigated from *N* = 3 mice). (D) pS6 expression in MuSCs on myofibers (>50 MuSCs per group were investigated from *N* = 6 mice). (E) MyoD expression in MuSCs on myofibers (>50 MuSCs per group were investigated from *N* = 3 mice). (**F**) Quantification of Cyclin D1–positive MuSCs of con and cKO MuSCs cultured in GM supplemented with 10 mM Mg^2+^ for 48 hours (>300 MuSCs per group were investigated from *N* = 3 mice). (**G**) EdU assay on MuSCs cultured in growth medium supplemented with 10 mM Mg^2+^ for 3 days. EdU was incorporated into MuSCs for 3 hours before fixation. Left panels: Representative images of EdU assays. Right: Quantification of EdU-positive MuSCs (>500 cells from *N* = 3 mice per condition). Scale bars, 10 μm in [(B), (D), and (E)] and 100 μm in (H). h, hours.

TRPM7 is known to be permeable to divalent cations including Ca^2+^ and Zn^2+^ (*43*), which are involved in a variety of cellular and physiological processes (*16*, *44*). To explore whether TRPM7 facilitates the transport of Ca^2+^ and Zn^2+^ in MuSCs during muscle regeneration, we used fluorescent indicators using Cal-520 and FluoZin-3, respectively. Cytosolic Ca^2+^ and Zn^2+^ elevated in activated MuSCs at 1 or 3 days after regeneration compared with uninjured MuSCs (fig. S9, A, B, E, and F), and both Ca^2+^ and Zn^2+^ levels returned to baseline levels by 7 to 28 days post-CTX injury (fig. S9, B and F). The increases in Ca^2+^ and Zn^2+^ levels were reduced in *Trpm7* cKO MuSCs (fig. S9, C, D, G, and H), confirming that TRPM7 mediates the influx of these ions in activated MuSCs. Notably, supplementation with either Ca^2+^ or Zn^2+^ failed to restore the proliferation defects observed in *Trpm7* cKO MuSCs, in clear contrast to Mg^2+^ supplementation (Fig. 7G and fig. S9I). Together, these results demonstrate that Mg^2+^ influx via TRPM7 is essential for MuSC cell cycle and proliferation.

## DISCUSSION

Tissue-resident stem cells allow our bodies to maintain homeostasis in response to external stimuli and injuries faced throughout life (*21*, *45*). However, it remains uncertain how MuSCs sense these injuries and initiate the regeneration processes. Here, we show that TRPM7, a nonselective cation channel activated by environmental changes, is functionally expressed in MuSCs. On the basis of our genetic engineering approach, we demonstrate that TRPM7 plays fundamental roles in muscle regeneration by promoting MuSCs to enter the cell cycle and proliferate in an extracellular Mg^2+^-dependent manner. Strikingly, *Trpm7* deficiency caused defects in the early responses of MuSCs including retraction of quiescent projections, immediate early gene expression, and induction of transition from G_0_ to G_Alert_. Thus, our results provide insights into the molecular mechanism by which initiation of MuSC activation and transition occurs during muscle regeneration processes.

Magnesium ion is known to be involved in a variety of cellular and physiological phenomena. In skeletal muscle, Mg^2+^ participates in regulation of muscle contraction by modulating the function of a Ca^2+^ pump in the sarcoplasmic reticulum (sarcoendoplasmic reticulum calcium transport adenosine triphosphatase or SERCA) (*46*). In addition, during muscle regeneration, Mg^2+^ levels stay elevated in MuSCs for at least 7 days (Fig. 1), when myofibers mature by myogenic cell fusion (*47*), indicating that Mg^2+^ influx participate in myoblast fusion as suggested in recent in vitro studies (*48*, *49*). Although these findings suggest the role of Mg^2+^ in muscle homeostasis and regeneration, the molecular entity that transduces Mg^2+^ to regulate these processes remains unidentified. Among a series of Mg^2+^-permeable ion channels and transporters, we identify TRPM7 as one of the main cation channels essential for muscle regeneration. Using the Cre/loxP system, we observed that increased Mg^2+^ was significantly reduced in *Trpm7*-deficient MuSCs (Fig. 1) and that muscle regeneration was impaired in *Trpm7*-deficient muscle after CTX injury (Fig. 2). Thus, we provide direct evidence that Mg^2+^ influx through TRPM7 is one of the earliest events for MuSCs to exit quiescence and enter the cell cycle, a process that is essential for proper muscle regeneration.

TRPM7 is also known as a “chanzyme” as it has an atypical kinase domain at the C terminus. Our data using kinase-inactive KR mice demonstrated that the TRPM7 kinase domain has no effect during muscle regeneration (fig. S3) and that the total number of proliferating MuSCs was comparable in KR mice and controls (fig. S5G). This supports our notion that the ion channel activity of TRPM7 is critical for MuSC proliferation. Intriguingly, the number of MuSCs entering the cell cycle in cultured myofibers at 30 hours (i.e. activated MuSCs) was significantly decreased in KR mice compared with controls (Fig. 4M), suggesting that TRPM7 kinase activity may be involved in MuSCs activation. Previous literature has shown that the kinase domain of TRPM7 is cleaved from the channel domain and translocates to the nucleus, whereupon it binds to chromatin remodeling complexes and phosphorylates specific serine/threonine residues in the histones of embryonic stem cells (*50*). Analyzing the epigenomic properties in MuSCs isolated from TRPM7-kinase mutant mice may provide a full understanding of the physiological significance of TRPM7.

Our RNA-seq analysis identified a series of TRPM7-dependent downstream processes in MuSCs including cell cycle progression, myogenesis, and mitochondrial function (Fig. 3). Intriguingly, we found that TRPM7 is required for MuSCs to transition from a G_0_ to G_Alert_ phase in response to CTX injury and in vivo administration of a recombinant HGFA (Fig. 5). Previous studies have shown that HGF and its receptor c-Met act as the upstream activator of the mTORC1 signaling pathway, which is essential for the G_0_-to-G_Alert_ transition in MuSCs (*42*). Here, we demonstrate that TRPM7 functions as an upstream membrane protein alongside c-Met. Harry Rubin proposed that Mg-ATP (rather than ATP) serves as the main substrate for phosphoryl transfer in the mTOR pathway (*51*). His MMM (membrane, magnesium, mitosis) model suggests that growth factor binding to membrane receptors induces a sustained increase in cytosolic Mg^2+^, which enhances protein synthesis and promotes proliferation. TRPM7 possibly contributes to this process by acting as the key reservoir of Mg^2+^ during the transition of MuSCs from the G_0_ to G_Alert_ phase.

Our findings with genetically modified mice demonstrate that TRPM7 is crucial for the early activation of MuSCs (Fig. 6). Early activation requires rapid translational activation for myogenic differentiation and protein synthesis, regulated by Eukaryotic initiation factor (eIF) phosphorylation and the mTOR pathway (*22*, *52*). While the molecular mechanisms initiating this early response are still under debate, our findings show that TRPM7 activates two key pathways—the ERK/MAPK pathway for early MuSCs activation and the mTOR pathway for G_Alert_ induction and S phase entry. Although the function of the mTOR pathway in MuSCs during muscle regeneration is well established (*53*, *54*), its involvement in the rapid response to injury remains unclear. Our pharmacological studies suggest that the ERK pathway, but not the mTOR pathway, drives MuSCs’ rapid activation (fig. S7B), while mTOR is fundamental for later stages such as S phase entry (fig. S6F). A recent study focused on the role of mTOR pathways during injury from the evolutionary perspective. Intriguingly, during acute injury, axolotl mTOR signaling is rapidly up-regulated by constitutive activation of mTOR protein, whereas mouse mTOR signaling is unchanged before and 2 hours after injury (*55*). Investigating how ion channels, such as axolotl TRPM7, regulate the mTOR pathway during tissue regeneration across various species is compelling.

We further found that TRPM7 is responsible for retraction of quiescent projections in an Mg^2+^-dependent manner (Fig. 6, A to C). Although a previous study reported that the Rac-to-Rho GTPase switch is a critical determinant for retraction of quiescent projections during MuSC activation (*26*), the upstream determinant is still elusive. Our results demonstrate that TRPM7 contributes to the activation of Rho (fig. S7C), suggesting that Mg^2+^ influx via TRPM7 may regulate the small GTPase family, which drives the retraction of neurite-like projections and is required for MuSC activation. In addition, TRPM7 has been previously shown to regulate cell migration by cytoskeletal rearrangement (*56*, *57*), further supporting its role in the regulation of Rho activity. A mechanosensitive ion channel, PIEZO1, is reported to be involved in generation of quiescent projections in vivo (*58*) and may be essential for sensing biophysical forces during muscle injury. As TRPM7 is reported to be a mechanosensitive ion channel (*17*), it is plausible that a series of mechanosensitive ion channels, including TRPM7 and PIEZO1, concertedly regulate quiescent projections during different MuSC states.

One limitation of our study is the inability to capture the earliest stages of Mg^2+^ dynamics during MuSC activation. While we used freshly isolated MuSCs loaded with the magnesium-sensitive dye MagGreen AM, this approach is constrained by the rapid changes in cellular characteristics that occur during and immediately after FACS isolation (*23*, *25*). These changes likely obscure the magnesium dynamics occurring within the first few hours of activation. A promising alternative is the use of genetically encoded magnesium indicators, such as Mag-FRET to enable in vivo imaging of MuSCs (*59*, *60*). This method would allow for precise temporal resolution of Mg^2+^ fluxes during the early phases of MuSC activation in their native environment.

Overall, we have identified a pathway for MuSC activation, in which magnesium ion influx via TRPM7 governs pathways to initiate MuSCs to exit from a quiescence to an active state. Our findings highlight an “Mg^2+^nificent” role of TRPM7 in MuSCs and provide insights into understanding of MuSC-dependent muscle regeneration and establishment of therapeutic options for muscle diseases.

## MATERIALS AND METHODS

### Mice

Animal care, ethical use, and protocols were approved by the Animal Care Use and Review Committee of the University of Shizuoka. All mice used in this study had a C57BL6 genetic background and were adults between 7 and 20 weeks old, with age matched controls. *Trpm7^+/+^*; *Pax7^CreERT2/+^* were used as control and *Trpm7^flox/flox^*; *Pax7^CreERT2/+^* were used as *Trpm7* cKO mice. Approximately equal numbers of male and female mice were used in all experiments. *Trpm7^flox/flox^* mice were provided from Y.M. at Kyoto University. *Trpm7^flox/flox^* mice were further mated with *Pax7^CreERT2/+^* transgenic mice (the Jackson Laboratory, strain ID:012476) (*61*) to generate MuSC-specific *Trpm7*-deficient mice. *TRPM7^KR^* mice were kindly provided by M.M. at University of the Ryukyus. The primers used for genotyping are listed in table S2. TMX (Sigma-Aldrich; T5648) dissolved in corn oil at a concentration of 20 mg/ml was used to induce Cre recombinase expression. The mice were injected intraperitoneally with 100 μl of TMX daily for five consecutive days.

### MuSCs isolation using FACS

MuSCs from the uninjured limb muscles were isolated as previously described (*62*). Briefly, skeletal muscle samples obtained from mouse limbs were subjected to collagenase treatment using 0.2% collagenase type I (Sigma-Aldrich). Mononuclear cells were incubated with phycoerythrin (PE)–conjugated anti-mouse Ly-6A/E (Sca-1) antibody (1:200; #122508, BioLegend), PE-conjugated anti-mouse CD45 antibody (1:200; #103106, BioLegend), PE-conjugated anti-mouse CD31 antibody (1:200; #102508, BioLegend), and allophycocyanin-conjugated anti-mouse CD106 antibody (1:100; #105718, BioLegend) at 4°C for at least 30 min. These cells were resuspended in PBS containing 2% fetal bovine serum (FBS) and then subjected to cell sorting to collect CD106-positive cells using MA900 (Sony) or BD FACSAria II.

### Reverse transcription polymerase chain reaction

For reverse transcription polymerase chain reaction (PCR) analysis, MuSCs were isolated from mice with FACS as described above. Total RNA was isolated using the QIAGEN RNeasy Micro Kit (#74104, QIAGEN). cDNA was generated using the PrimeScript II First strand cDNA synthesis kit (#6210A Takara). Quantitative PCR was performed with PowerUp SYBR Green Master Mix (Thermo Fisher Scientific) using the StepOne system (#A25741, Thermo Fisher Scientific). Copy numbers were determined using standard curves from the gene of interest and were compared to 18*S*. Relative expression was calculated using the 2^−ΔΔ*C*t^ method. The primers used are listed in table S2.

### Single myofiber isolation

Myofibers were isolated from the EDL muscles, as previously described (*62*). Isolated EDL muscle samples were incubated with 0.2% collagenase I (#C0130, Sigma-Aldrich) in Dulbecco’s modified Eagle’s medium (DMEM) at 37°C for 2 hours. Myofibers were released by gently flushing the muscle samples in plating medium using a fire-polished glass pipette. In Fig. 6, myofibers were prepared on the basis a modified protocol as described in (*26*). Isolated EDL muscle samples were incubated with 0.2% collagenase I (#C0130, Sigma-Aldrich) in DMEM at 37°C for 1 hour, and then myofibers were released by gently flushing the muscle samples in plating medium using a fire-polished glass pipette.

Custom Mg^2+^-free DMEM was purchased from Gmep Incorporated. For myofibers cultured in Mg^2+^-free DMEM, 0.2% collagenase I (#C0130, Sigma-Aldrich) was prepared using Mg^2+^-free DMEM.

### MuSC culture

MuSCs were cultured in growth medium [(DMEM; #043-30085 FUJIFILM Wako) supplemented with 30% fetal bovine serum (Sigma-Aldrich), 1% chicken embryo extract (#C3999 US Biological), basic fibroblast growth factor (10 ng/ml; #47079000, ORIENTAL YEAST Co., Ltd.), and 1% penicillin-streptomycin (#168-23191, FUJIFILM Wako)] on culture dishes coated with Matrigel (#354234, Corning). For MuSCs differentiation, the medium was changed to differentiation medium (DMEM supplemented with 5% horse serum and 1% penicillin-streptomycin) of MuSCs cultured for 6 days. Ten micromolar of EdU (#A10044, Invitrogen) was added to the growth medium during culture for EdU incorporation.

For MuSC growth on floating myofibers, isolated myofibers were cultured in plating medium [DMEM (#043-30085, FUJIFILM Wako) supplemented with 10% horse serum (Sigma-Aldrich), 0.5% chicken embryo extract (#C3999, US Biological), and 1% penicillin-streptomycin (#168-23191, FUJIFILM Wako)] at 37°C with 5% CO_2_. Five micromolar EdU (#A10044 Invitrogen) was added to the plating medium for incorporation to analyze S phase entry.

For rescue experiments, isolated MuSCs or myofibers were cultured in growth medium or plating medium supplemented with 10 mM MgCl_2_ or NaCl. Myofibers were treated with mTOR inhibitors rapamycin (100 nM; #553211, Sigma), INK128 (500 nM; #CS-0557, ChemScene LLC), 4EGI-1 (50 μM; #15362, Cayman Chemical, MAPK kinase inhibitor PD98059 (50 μM; # 72172, STEMCELL Technologies), PLC inhibitor U73122 (10 μM; #S8011, Selleck Chemicals), and ROCK inhibitor Y-27632 (10 μM; #72302, STEMCELL Technologies). MuSCs were treated with mTOR inhibitors rapamycin (100 nM; #553211, Sigma-Aldrich), INK128 (500 nM; #CS-0557, ChemScene LLC), and 4EGI-1 (50 μM; #15362, Cayman Chemical) in growth medium.

### Magnesium imaging (MagGreen and Mag-Fura-2)

Intracellular magnesium levels were detected by minor changes in protocols introduced by previous studies (*33*, *63*). Briefly, MuSCs were plated on glass-bottomed dish (#D11531H, Matsunami) and loaded with 2 μM Mag-Fura-2–AM (#M1292, Invitrogen) in Mg^2+^-free Margo’s solution (45 mM NaCl, 90 mM KCl, 2.5 mM CaCl_2_, 20 mM Hepes, and 10 mM glucose) and 2 μM Pluronic F-127 (#P2443-250G, Sigma-Aldrich) for 30 min at 37°C (5% CO_2_). Cells were washed and imaged in Mg^2+^-free Margo’s solution within a temperature controlled environmental chamber (set at 37°C) using a Zeiss live cell imaging system. After 60 s of baseline recording 10 mM MgCl_2_ was given. Images were obtained every 5 s using a 20× objective and quantified.

For in vivo cytosolic Mg^2+^ detection, freshly isolated MuSCs were directly sorted into 1.5-ml tubes containing growth medium. Then, 2 μM magnesium indicator Magnesium Green, AM (#M3735, Invitrogen), and 2 μM Pluronic F-127 (#P2443-250G, Sigma-Aldrich) were added into the sorted tubes before incubating for 30 min at 37°C (5% CO_2_). The stained MuSCs were sorted with SONY MA900 for analysis.

### Calcium imaging (Cal-520)

In vivo cytosolic Ca^2+^ was detected by fluorogenic calcium-sensitive dye Cal-520 (#21130, AAT Bioquest). Freshly isolated MuSCs were directly sorted into 1.5-ml tubes containing growth medium. Then, 10 μM calcium indicator Cal-520, AM, and 2 μM Pluronic F-127 (#P2443-250G, Sigma-Aldrich) were added into the sorted tubes before incubating for 30 min at 37°C (5% CO_2_). The stained MuSCs were sorted with SONY MA900 and detected with fluorescein isothiocyanate (FITC) for analysis.

### Zinc imaging (FluoZin-3)

In vivo cytosolic Zn^2+^ was detected by Zn^2+^-selective indicator FluoZin-3 (#F24194 Thermo Fisher Scientific). Freshly isolated MuSCs were directly sorted into 1.5-ml tubes containing growth medium. Then, 2 μM Zn^2+^-selective indicator FluoZin-3, AM, and 2 μM Pluronic F-127 (#P2443-250G, Sigma-Aldrich) were added into the sorted tubes before incubating for 30 min at 37°C (5% CO_2_). The stained MuSCs were sorted with SONY MA900 and detected with FITC for analysis.

### Mitochondria and RNA measurement using FACS

MuSCs were isolated from control (*Trpm7^+/+^; Pax7^CreERT2/+^; Rosa26^YFP^*) and *Trpm7* cKO (*Trpm7^flox/flox^; Pax7^CreERT2/+^; Rosa26^YFP^*) mice. PyroninY (40 nM; #sc-203755, Santa Cruz Biotechnology, for RNA content measurements), and MitoTracker Deep Red (40 nM; #M46753, Thermo Fisher Scientific, for mitochondrial content measurements) were added to collagenase-treated muscle samples. After incubation for 30 min at 37°C, YFP-positive cells were analyzed for gating the satellite cell population.

### 3′ untranslated region (3′UTR) RNA-seq

MuSCs were isolated from control (*Trpm7^+/+^; Pax7^CreERT2/+^; Rosa26^YFP^*) and *Trpm7* cKO (*Trpm7^flox/flox^; Pax7^CreERT2/+^; Rosa26^YFP^*) mice. Three thousand cells were sorted into 40 μl of 1× direct lysis buffer (TaKaRa, #635013) with ribonuclease inhibitor (TaKaRa, #2313A), and lysate was used for reverse transcription. Library preparation was performed using the CEL-Seq2 protocol (*64*) with a modification that Second Strand Synthesis Module (NEB) was used for double-stranded cDNA synthesis. Library was amplified by PCR without any sample pooling. Sequencing was carried out on Illumina NovaSeq6000, and the following quantitative analysis was performed using 81 base pair (bp) of insert reads (Read2).

### Data processing (3′UTR RNA-seq)

Cell barcode and UMI in Read1 was extracted by using UMI-tools (version 1.1.4) with following command “umi_tools extract -I read1.fastq --read2-in=read2.fastq –bc pattern=NNNNNNNNNNCCCCCCCCC”. Adaptor sequence and low-quality sequence were removed, read length below 20 bp was discarded by using Trim Galore (version 0.6.10), and reads were mapped to the GRCm38 reference using HISAT2 (version 2.2.1). Read counts for each gene were obtained by featureCounts (version 2.0.6) and UMI duplications were removed by UMI-tools. Four cell barcodes “ATGCAATGC, GACACGACA, CGATGCGAT, and TCTGGTCTG” were assigned to each sample and differentially expressed genes were extracted by DESeq2 (ver.1.30.1) using |log2FC| > 1.5 and *P* adj < 0.05 as threshold values.

### Immunofluorescent analysis

The cells were placed in Matrigel-coated glass-bottomed dishes and fixed with 4% paraformaldehyde (PFA)/PBS for 10 min. After permeabilization in 0.5% Triton X-100/PBS for 10 min, the samples were blocked in 1% bovine serum albumin (BSA)/PBS for 1 hour and probed with the antibodies listed in table S1 at 4°C overnight. After multiple washes with PBS, the secondary antibodies were added as listed in the table S1. Nuclei were detected using 4′,6-diamidino-2-phenylindole (DAPI) (1:1000; #D523 Dojindo).

Myofibers were fixed with 2% PFA/PBS for 5 min. After permeabilization and blocking with 0.5% Triton X-100 in 1% BSA/PBS for 15 min, the samples were probed with the antibodies listed in the table S1 at 4°C overnight. After washing once with PBS, the secondary antibodies listed in the table S1 were added. Nuclei were detected using DAPI (1:1000; #D523 Dojindo). Immunofluorescent signals were visualized with Alexa Fluor 488– or Alexa Fluor 555–conjugated secondary antibodies using an epifluorescence microscope (Axio Observer.Z1, Zeiss) or a confocal microscope (LSM 800, Zeiss) with a 63× objective lens. The fluorescence intensity was quantified using ImageJ software for statistical analyses. MuSC size was determined by YFP area from control (*Trpm7^+/+^; Pax7^CreERT2/+^; Rosa26^YFP^*) and *Trpm7* cKO (*Trpm7^flox/flox^; Pax7^CreERT2/+^; Rosa26^YFP^*) mice by using ImageJ. For EdU detection, a click reaction was performed after primary and secondary staining using a Click-iT EdU Imaging Kit (#C10337 and #C10338, Invitrogen) according to the manufacturer’s instructions.

### In situ binding assay for GTPase activity

Rho-GTPase activity in MuSCs on freshly isolated myofibers was measured by modified protocol in (*62*). Briefly, freshly isolated myofibers were immediately fixed with 4% PFA for 10 min. The MuSCs were then washed with PBS and permeabilized with 0.2% Triton X-100/PBS for 10 min. Myofibers were then incubated for 1 hour with glutathione *S*-transferase (GST)–tagged Rhotekin-Rho binding domain (Cytoskeleton RT01) proteins (50 μg/ml) diluted in 5% FBS/PBS. After washing with PBS twice, cells were incubated in anti-GST Alexa Fluor 488 (1:500 dilution; Invitrogen).

### Histological analysis

Cardiotoxin experiments were performed as previously described (*62*). Fifty microliter of 10 μM CTX (#L8102, Latoxan) was injected into the TA muscle of 8- to 15-week-old mice. The muscle samples were harvested at the time points indicated in each figure and snap-frozen in isopentane cooled with liquid nitrogen. Cross-cryosections (thickness: 7 μm) of the muscle samples were used for hematoxylin and eosin staining, as previously described (*62*). Cross-section area and fluorescence intensity were quantified using the ImageJ software for statistical analyses. For in vivo EdU uptake assay, EdU was dissolved in PBS at 0.5 mg/ml and injected intraperitoneally at 0.1 mg per 20 g body weight at the time points indicated in each figure.

### In vivo HGFA injection

Recombinant HGFA (#1200-SE, R&D Systems) was administered to mice at a dose of 1 μg diluted in 200 μl of PBS via tail vein injection as previously described (*42*). Control injections were administered by tail vein injection using 200 μl of PBS. The EDL muscle was isolated two days after HGFA injection to assess MuSCs on EDL myofibers.

### Data mining

Available RNA-seq datasets were retrieved from the public Gene Expression Omnibus (GEO) repository (www.ncbi.nlm.nih.gov/geo) website under accession number GSE104389 (*65*).

### Statistical analysis

Statistical analyses were performed using Microsoft Excel, PRISM, or JMP 11 (JMP Statistical Discovery LLC). The statistical significance of the differences between the mean values was analyzed using a nonpaired *t* test (two sided). Multiple comparisons were performed using Tukey’s test followed by analysis of variance (ANOVA). *P* values of *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 were considered statistically significant. The results are presented as the means ± SEM. ns indicates results that are not statistically significant.

# Supplementary material for: Mg2+ influx mediated by TRPM7 triggers the initiation of muscle stem cell activation
**Source:** Sci Adv. 2025 Apr 4;11(14):eadu0601. doi: 10.1126/sciadv.adu0601
**Supplement:** Supplementary file 1 — Figs. S1 to S9 Tables S1 and S2

Supplementary Materials for  
**Mg<sup>2+</sup> influx mediated by TRPM7 triggers the initiation of muscle stem  
cell activation**

Kotaro Hirano *et al.*

*Sci. Adv.* **11**, eadu0601 (2025)  
DOI: 10.1126/sciadv.adu0601

**This PDF file includes:**

Figs. S1 to S9  
Tables S1 and S2

# Supplementary Figure. 1

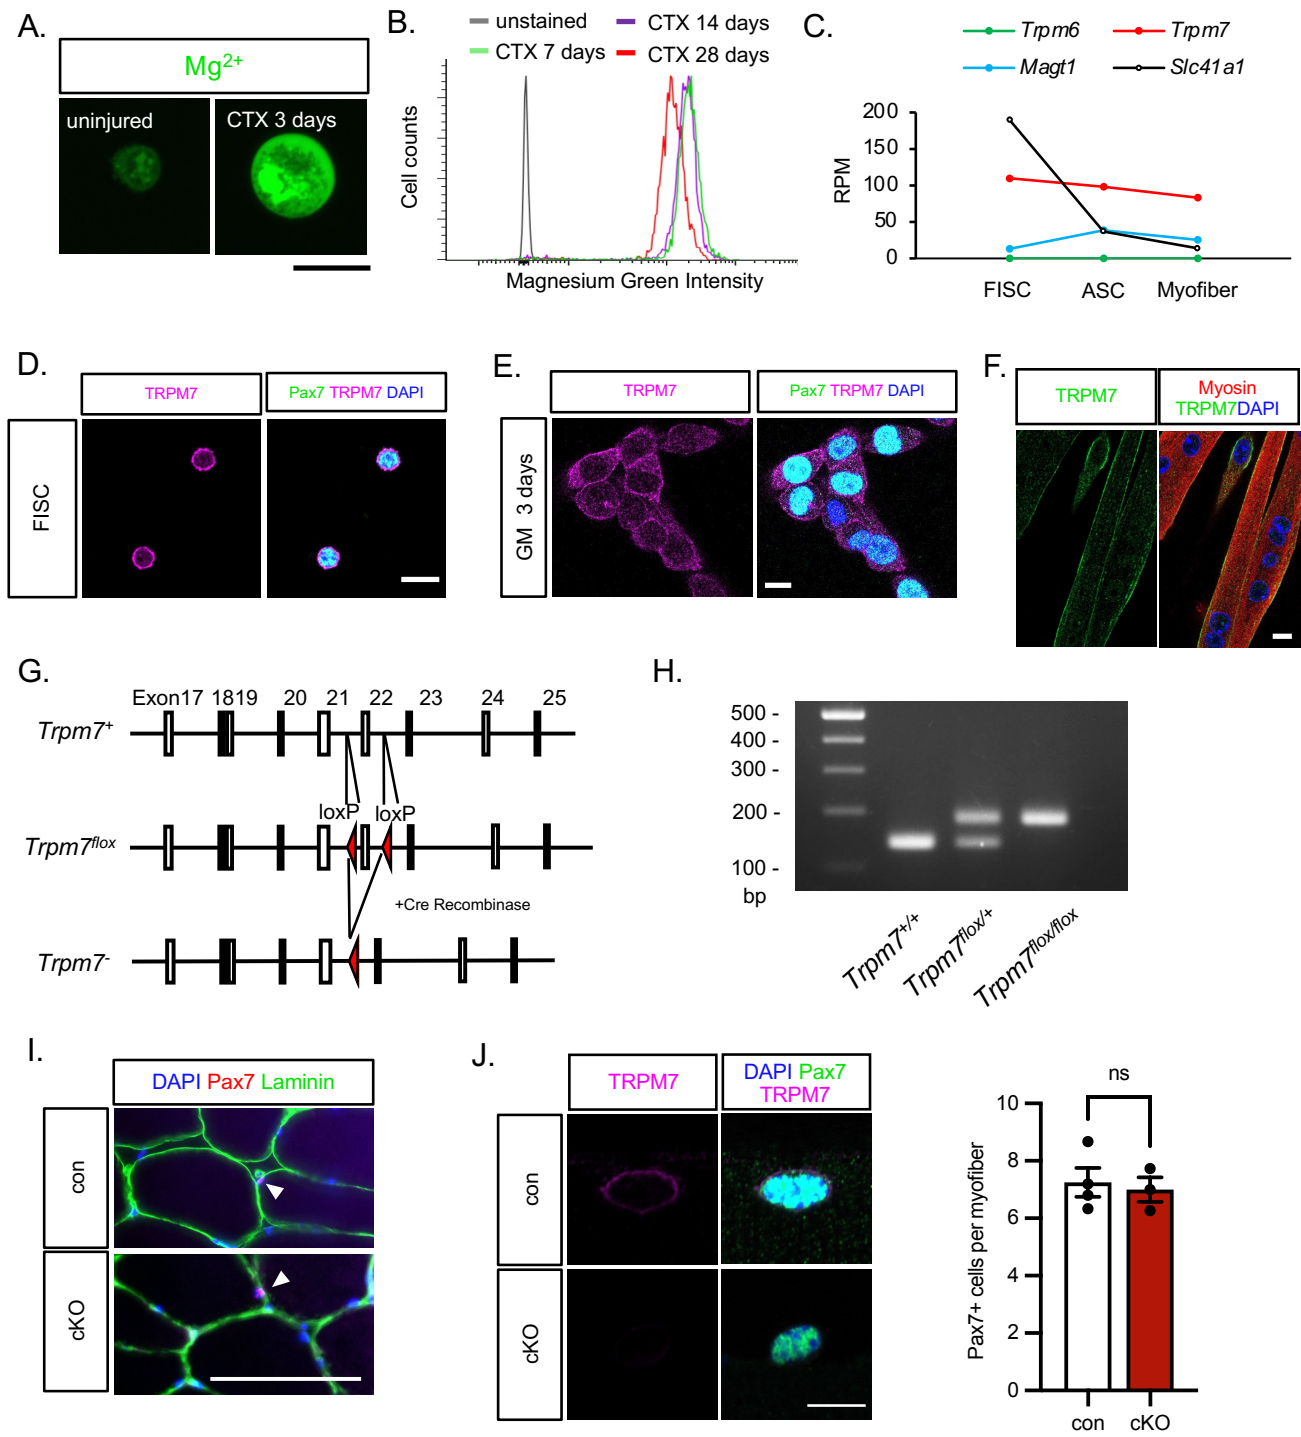

**Supplementary Figure 1. Expression of Mg<sup>2+</sup> permeable ion channel TRPM7 in MuSCs.**

(A and B) Mg<sup>2+</sup> measurements in MuSCs using Magnesium Green<sup>TM</sup>, AM. (A) Image of MuSCs isolated from uninjured and three days after injury of skeletal muscle. (B) Cytosolic Mg<sup>2+</sup> measurements using Magnesium Green<sup>TM</sup>, AM in MuSCs isolated from skeletal muscle (Freshly isolated: uninjured 0- day, or after cardiotoxin injection 7-, 14-, 28- days) and analysis by flow cytometry. Grey, green, purple and red histogram indicates unstained MuSCs and MuSCs isolated from muscle injured for 7-, 14-, 28- days respectively.

(C) In silico analysis of magnesium transporters expressed in MuSCs. Target genes were quantified by reads per million (RPM) in freshly isolated MuSCs (FISC), activated MuSCs (ASC), and myofibers.

(D – F) Detection of TRPM7 protein in freshly isolated MuSCs. Immunofluorescent analysis of Pax7 and TRPM7 on freshly isolated MuSCs (D) or MuSCs cultured for 3 days (E). Detection of TRPM7 protein in differentiated myotubes (F).

(G) Schematic diagram representing the *Trpm7* locus in cKO mice.

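Trpm7 (ENSMUSG00000027365) lies on the minus strand of chromosome 2 of GRCm38, from 126791565 to 126876230, in the GENCODE annotation. Its transcript Trpm7-202 has 39 exons and 7107 bases, of which 5589 code for 1863 amino acids. Exon 22, which the schematic shows between the loxP sites, lies from 126821164 to 126821338 and has 175 bases, all of them coding. Since 175 is not a multiple of 3, joining exon 21 to exon 23 shifts the reading frame. The 3′ end of the gene lies 29599 bases of the chromosome away from exon 22, and 3690 bases of the transcript follow it, the last exon alone having 1392 bases. Libraries that read the 3′ end of transcripts therefore count the part of Trpm7 RNA that lies downstream of the deleted exon. A processed pseudogene on the opposite strand, Gm14212, lies within the gene and does not overlap its 3′ end.

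**Figure D4:**
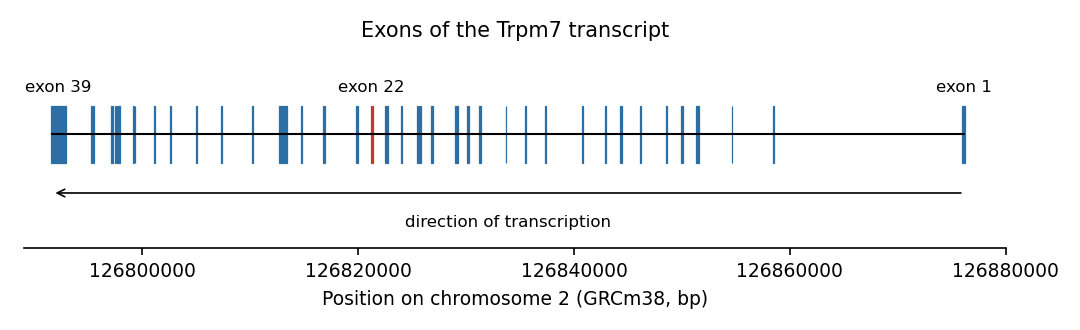
Exons of Trpm7-202 drawn to scale on chromosome 2 of GRCm38 (position in bp), with exon 22 in red and the other exons in blue. Exon 22 lies 29599 bp from the 3′ end of the gene, at exon 39.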

(H) A representative agarose gel electrophoresis image of PCR products.

(I) Detection of MuSCs on muscle section. Representative immunohistochemical images of TA muscle sections, 1 month following the first TMX injection.

(J) Detection of MuSCs on isolated myofibers. Representative images of MuSCs on myofibers. TRPM7 antibody was used to confirm TRPM7 knockout. The number of Pax7<sup>+</sup> cells per myofiber were quantified. (> 15 myofibers per condition from N > 3 mice).

Scale bars: 10 μm in (A), (D), (E), (F) and (J) and 100 μm in (I).

## Supplementary Figure. 2

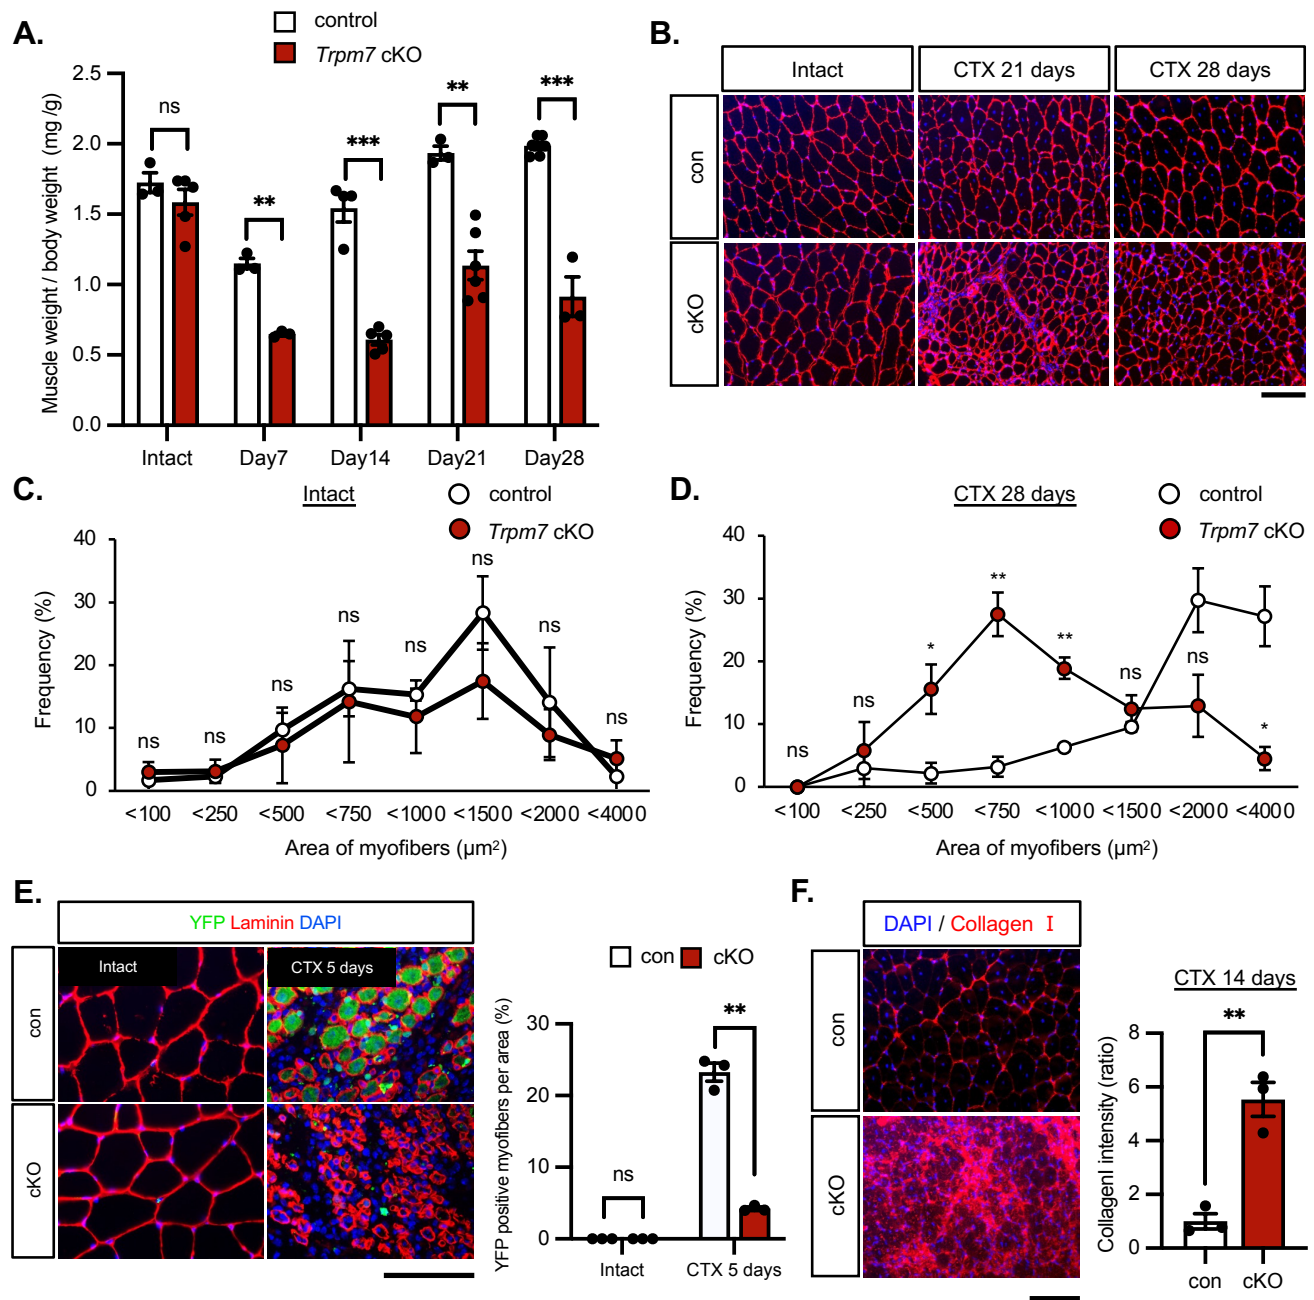

**Supplementary Figure 2. TRPM7 is essential for muscle regeneration after skeletal muscle injury.**

**(A)** Quantification of the ratio of muscle weight (mg) per mouse body weight (g) of TA muscle samples after CTX-induced muscle injury (N = 3 – 6 mice per condition).

**(B)** Representative images of immunohistochemistry staining of intact and regenerating TA muscle samples in con (upper panels) and cKO mice (lower panels). Red: Laminin I; blue: nuclei (DAPI) (N > 3 mice per condition).

**(C and D)** Quantification of CSA in B, intact **(C)** and 28 days post injured muscle **(D)**. The percentage of CSA in total fibers were shown as the histogram.

**(E)** Representative images of intact and injured (4 days) TA muscle sections in YFP mice (upper panel) and cKO YFP mice (lower panel). Quantification of YFP<sup>+</sup> area. (N = 3 mice per condition).

**(F)** Fluorescent intensity of collagen I in muscle sections 14 days post-cardiotoxin injection. The y axis shows the mean collagen I fluorescence intensity (ratio). Red: collagen I; blue: nuclei (DAPI). Scale bar: 100  $\mu$ m in (B), (E), (F).

Supplementary Figure. 3

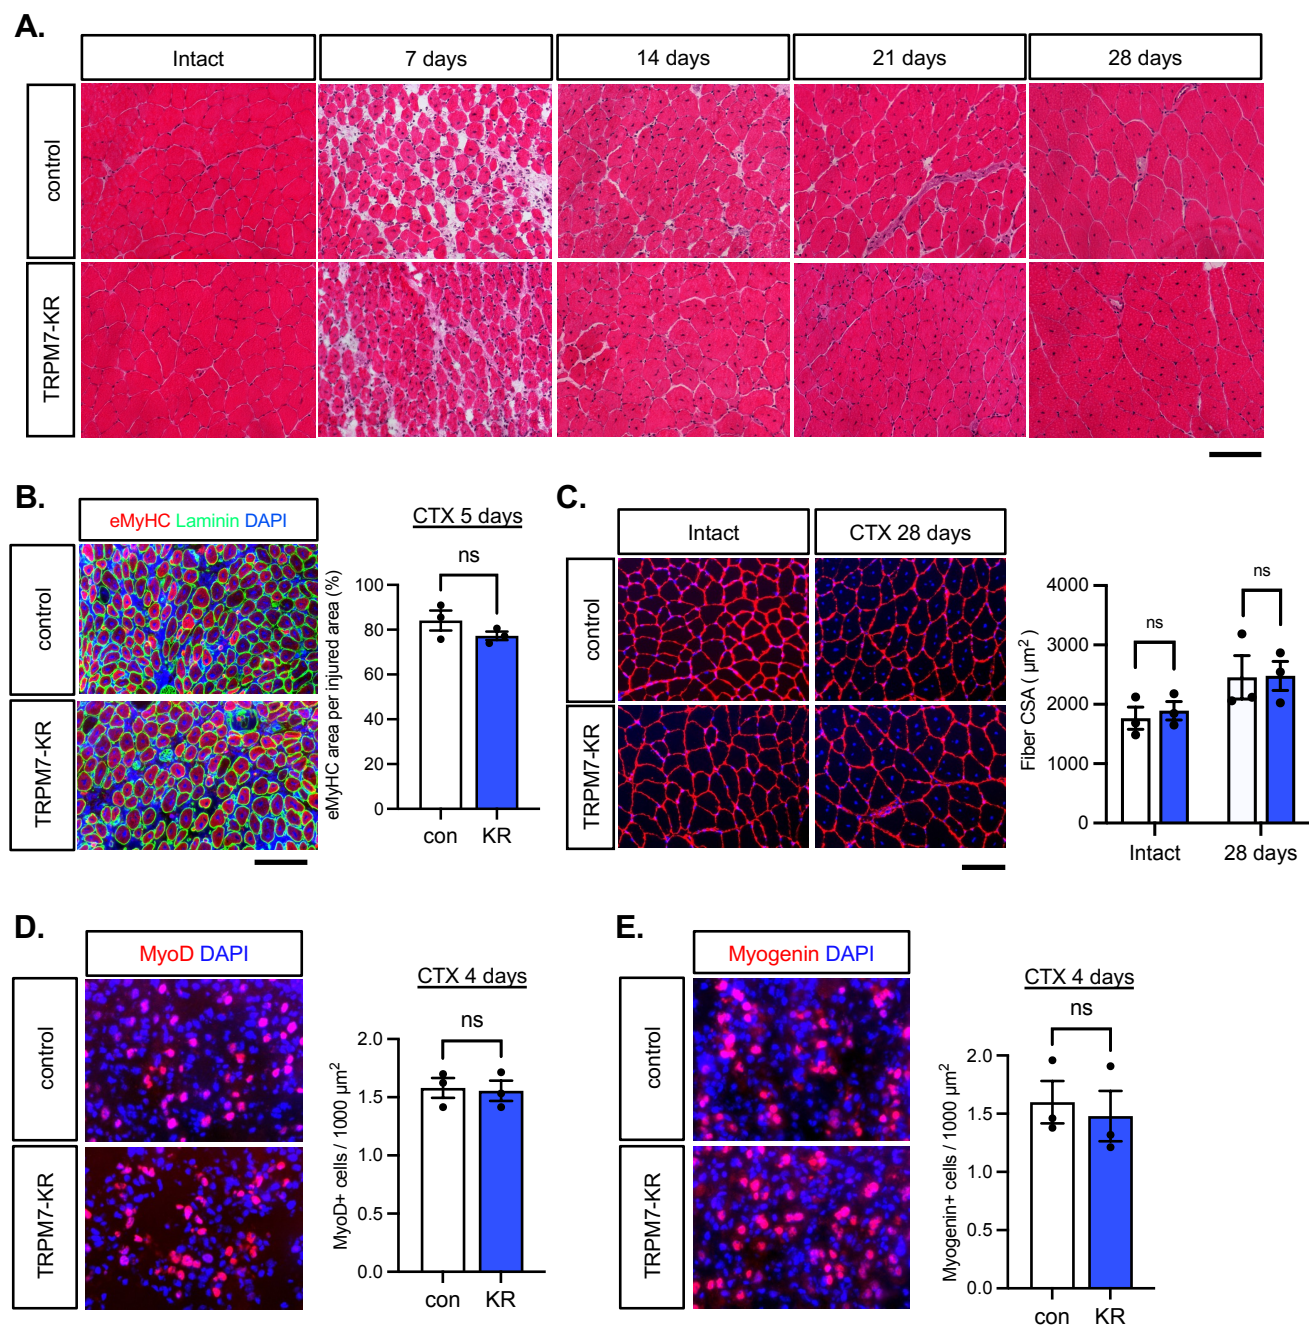

**Supplementary Figure 3. TRPM7 kinase domain does not contribute to muscle regeneration after skeletal muscle injury.**

(A) Hematoxylin and eosin staining of cross sections from intact and CTX-injected TA muscle samples harvested at indicated time points. Upper panels: control; lower panels: TRPM7-KR mice.

(B) Detection of embryonic myosin heavy chain (eMyHC) in cross-sections from control (upper panel) and TRPM7-KR muscle (lower panel). The area of eMyHC per section was evaluated 5 days after CTX treatment (N = 3 mice per condition).

(C) Quantification of CSA in intact and 28 days post injured muscle. (N = 3 mice per condition).

(D) Detection of MyoD-positive cells in cross-sections from control (upper panel) and TRPM7-KR muscle (lower panel). MyoD-positive cells per 1000  $\mu\text{m}^2$  were evaluated 4 days after CTX treatment. (N = 3 mice per condition).

(E) Detection of Myogenin-positive cells in cross-sections from control (upper panel) and TRPM7-KR muscle (lower panel). Myogenin -positive cells per 1000  $\mu\text{m}^2$  were evaluated 4 days after CTX treatment. (N = 3 mice per condition).

Scale bar: 100  $\mu\text{m}$  in (B), (C), (D), (E).

## Supplementary Figure. 4

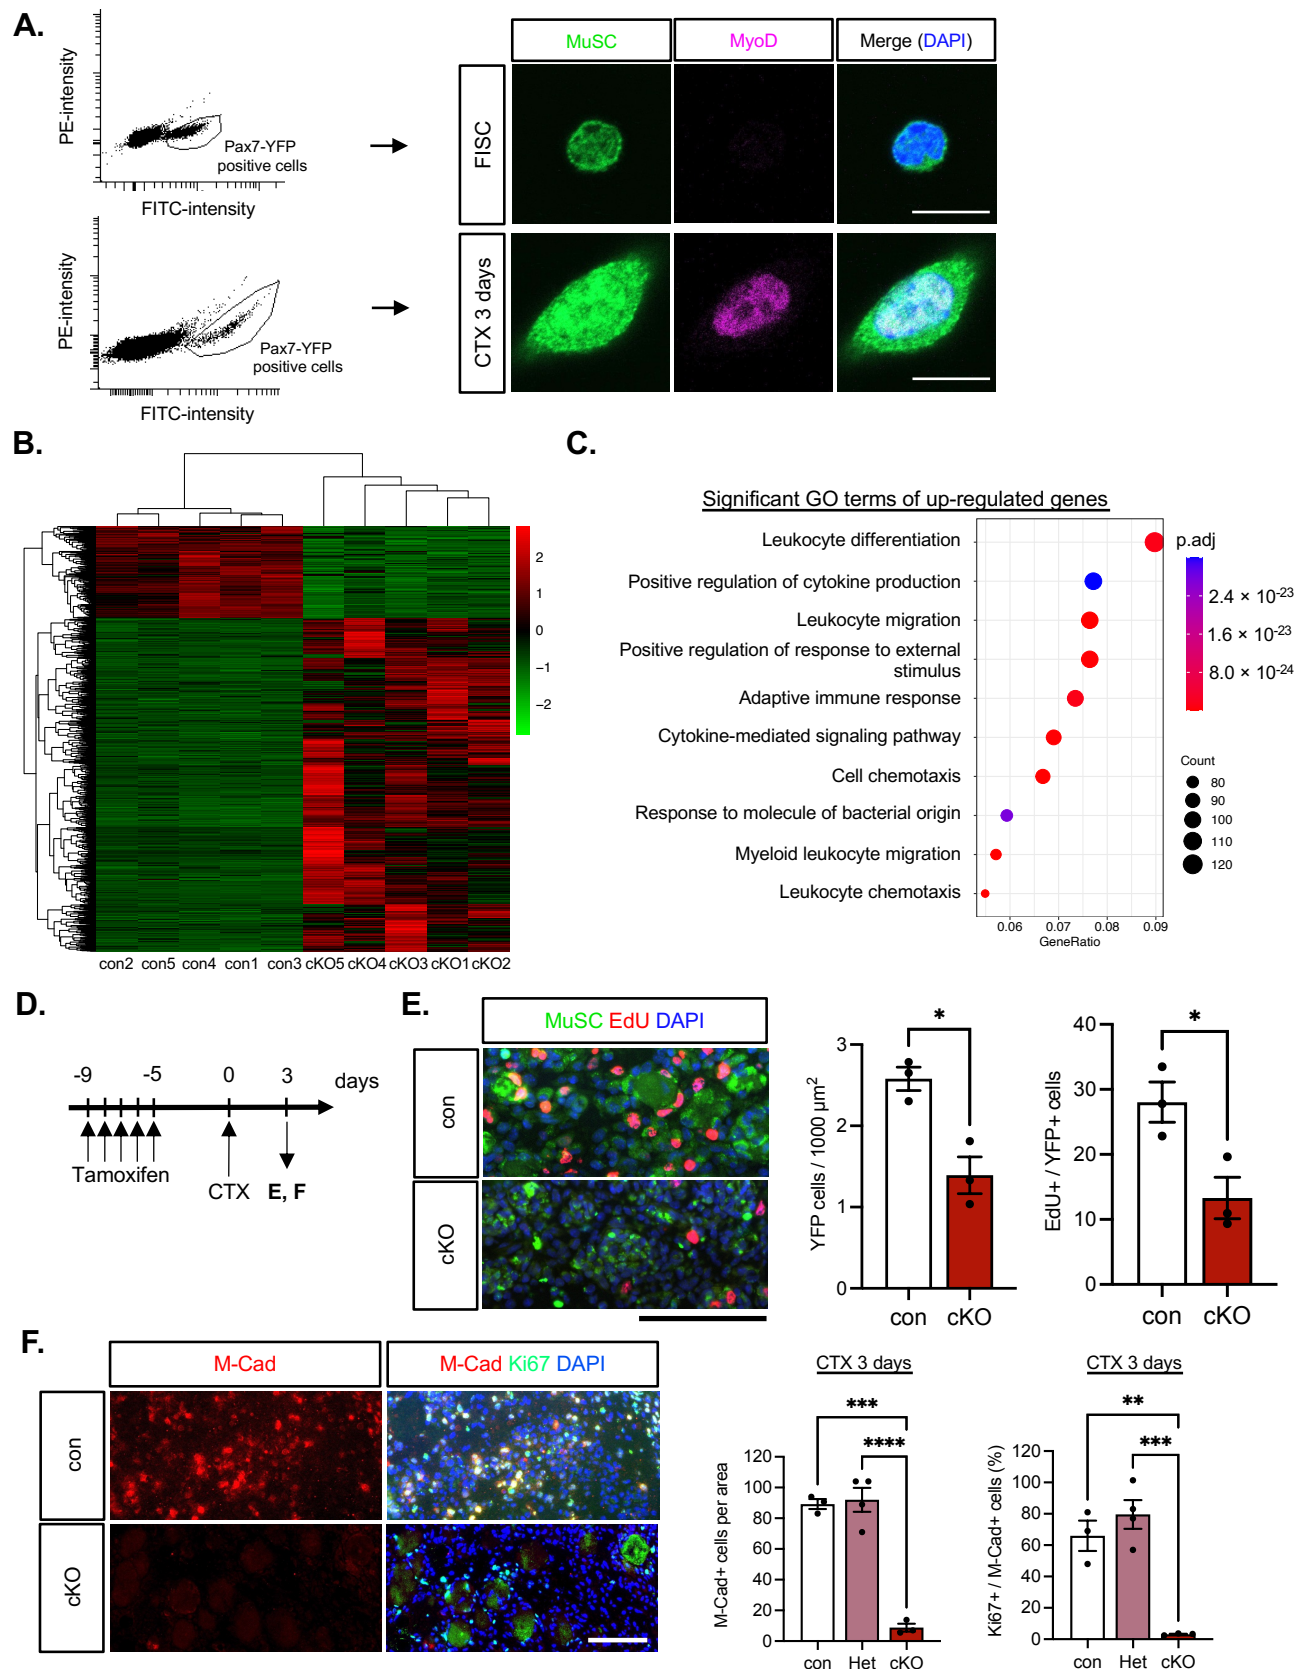

**Supplementary Figure 4. *Trpm7*-deficient MuSCs show proliferative defect during muscle regeneration.**

(A) Isolation of freshly isolated MuSCs and activated MuSCs. FACS profile shown to isolated YFP-positive MuSCs from mice. Isolated freshly isolated MuSCs and activated MuSCs were confirmed by the detection of MuSC activation marker MyoD.

(B) Heatmap showing the differentially expressed genes from RNA-seq.

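Of the genes past both thresholds, 605 of the 658 up-regulated and 268 of the 274 down-regulated genes had normalized counts that did not overlap between the 5 control and the 5 Trpm7 cKO libraries. Complete-linkage clustering of the libraries on these genes, each gene scaled to unit variance, gave a cluster with the 5 control libraries and a cluster with the 5 Trpm7 cKO libraries. Genes selected for a difference between the genotypes produce such clusters by their selection. The same division of the libraries came from the 500 most variable of the tested genes, which were chosen without reference to genotype. With DESeq2 in place of edgeR, 617 of the 658 up-regulated genes and all 274 down-regulated genes were called in the same direction.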

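Marker genes of leukocytes, a fixed list of 50 genes, were higher in Trpm7 cKO libraries. All 30 that were tested were among the up-regulated genes (Fisher's exact test, two-sided, p = 3.94e-33), with a median log2 fold change of 3.23 (adjusted p = 1.25e-16 from limma's camera test, two-sided) and an adjusted p-value below 0.05 for all 30, both over all genes and over the list alone. Their summed counts, all markers in the table included, were 638 ± 137 CPM (SD, n = 5) in control and 5600 ± 2661 CPM (SD, n = 5) in Trpm7 cKO libraries (exact permutation test, two-sided, p = 0.00794). The 12 tested macrophage markers had a median log2 fold change of 3.28. Ptprc, which encodes CD45, had 8.00 ± 4.70 normalized CPM (SD, n = 5) in control and 56.7 ± 26.1 (SD, n = 5) in Trpm7 cKO libraries, a log2 fold change of 2.84 (standard error 0.38, adjusted p = 6.27e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 462 tested genes of the Reactome set Immune System, 80 were up-regulated and 8 were down-regulated, with a median log2 fold change of 0.15. The median log2 fold change of the leukocyte markers, relative to 0, was 2.56 when scaled on the MuSC identity genes and 2.10 in counts per 3000 sorted cells, scalings that move all genes down alike.

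**Figure D5:**
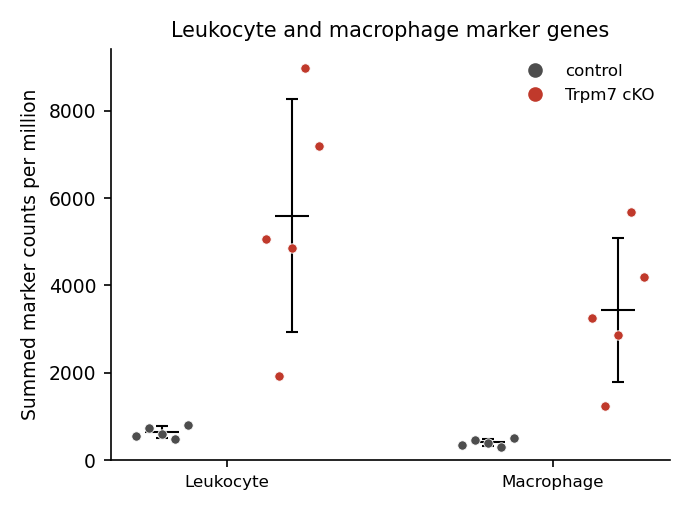
Summed CPM of the leukocyte and macrophage marker genes in each control and Trpm7 cKO library, with points for libraries and bars for the mean and SD of 5 libraries. The leukocyte markers lie between 474 and 813 CPM in control and between 1919 and 8972 CPM in Trpm7 cKO libraries.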

(C) Gene ontology (GO) enrichment analysis of significantly up regulated genes in cKO.

(D) Time course for the induction of *Trpm7* deficiency, injection of TA with cardiotoxin, and isolation of regenerating muscle samples.

(E) EdU incorporation assay for regenerating TA muscle. After cardiotoxin administration, the number of EdU+ YFP+ cells (i.e., MuSCs possessing proliferative capacity) were counted in cross-sections from con and cKO muscle samples (N = 3 mice per conditions). Representative images of EdU (Red)- and YFP (green)-positive MuSCs in the con (upper panel) and cKO (lower panel) sections. The number of YFP-positive cells per 1000  $\mu\text{m}^2$  and the ratio of EdU-positive per YFP-positive cells were quantified. (N = 3 mice per conditions).

(F) Detection of Ki67 in MuSCs in regenerating TA muscle. After cardiotoxin administration, the number of Ki67+ M-Cadherin+ cells (i.e., MuSCs possessing proliferative capacity) was counted in cross-sections from con, hetero KO, cKO muscle samples. (N > 3 mice per condition). Representative images of Ki67 (green)- and M-cadherin (red)-positive MuSCs in the con (upper panel) and cKO (lower panel) sections. Number of M-cadherin+ cells per area and the ratio of Ki67-positive per M-cadherin-positive cells were quantified. (N = 3 mice per conditions).

Scale bars: 10  $\mu\text{m}$  in (A) and 100  $\mu\text{m}$  in (E) and (F).

# Supplementary Figure. 5

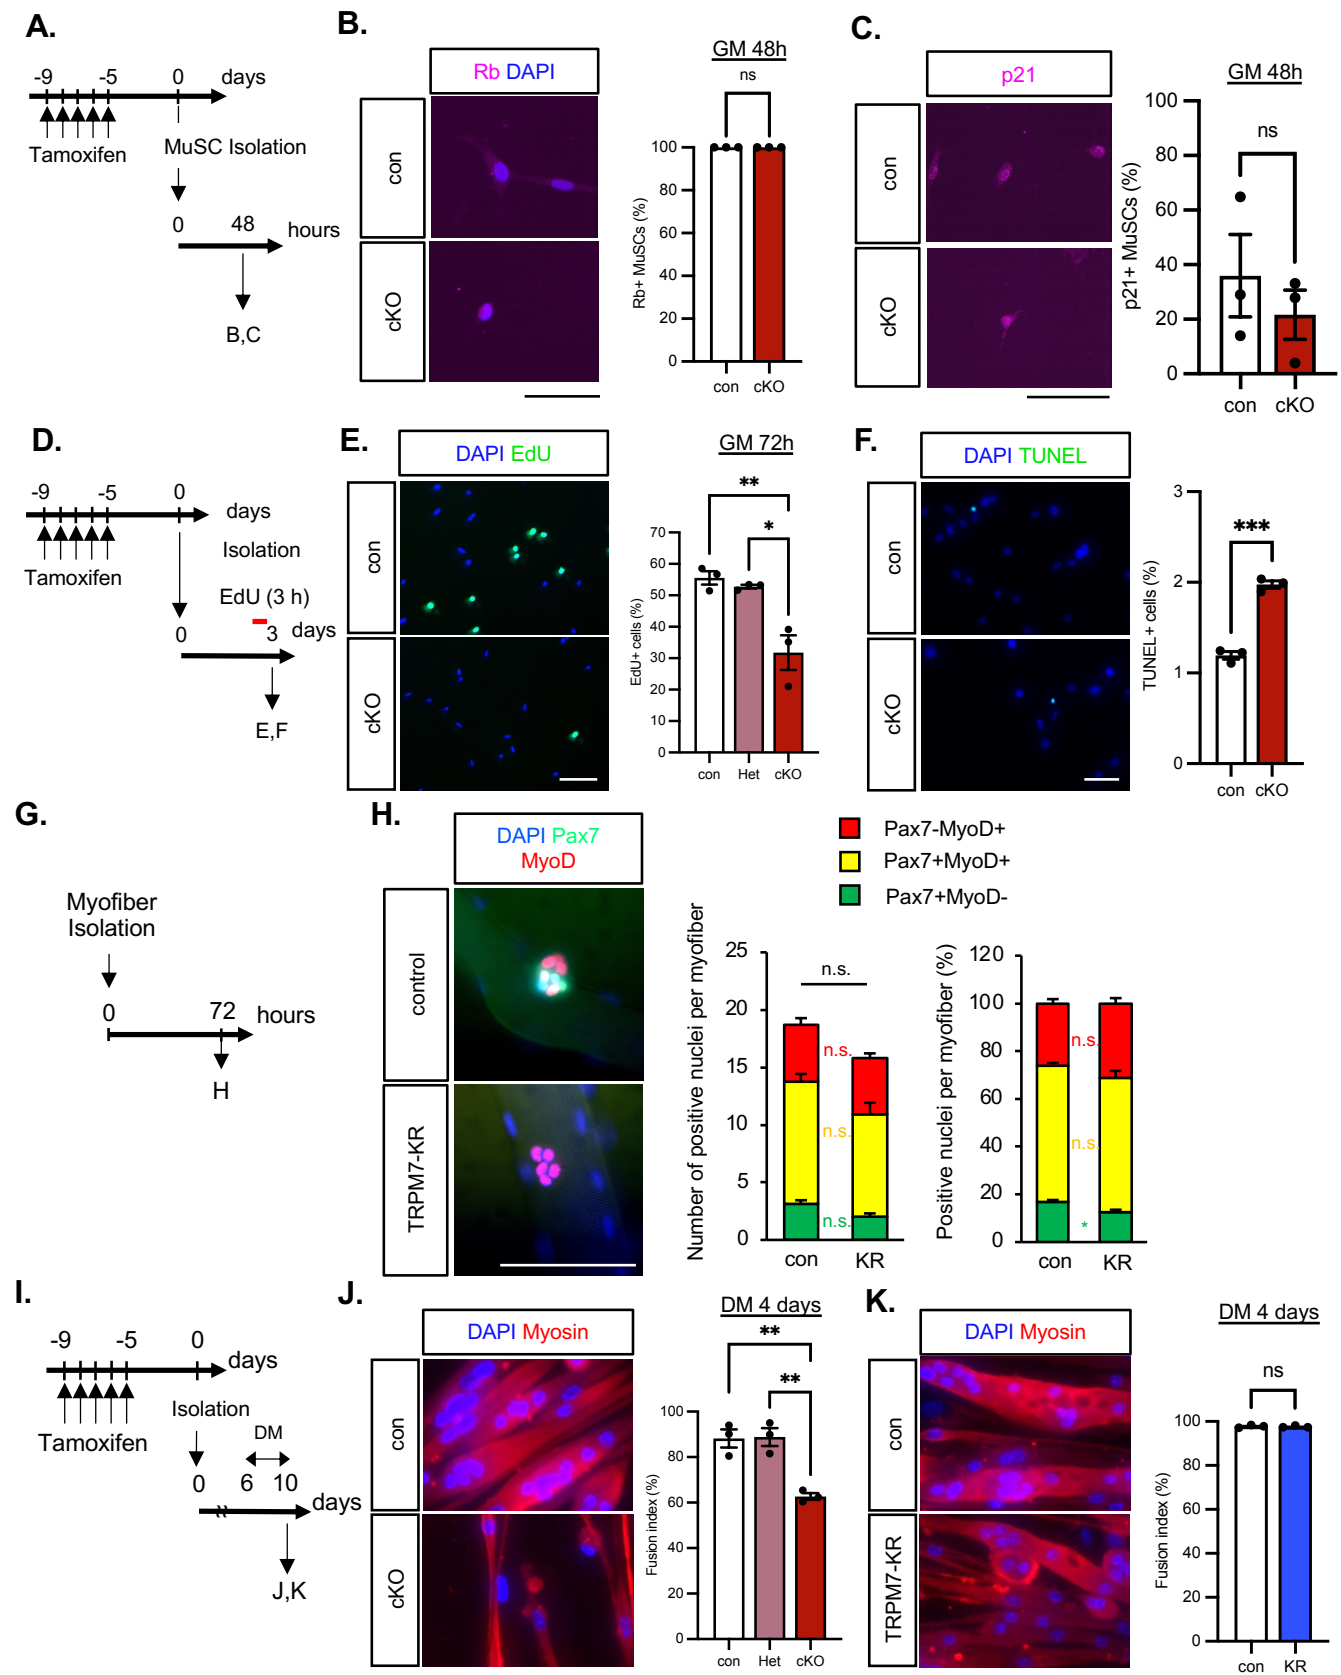

**Supplementary Figure 5. *Trpm7*-deficiency reduces cell cycle entry and proliferative ability of MuSCs**

**(A)** Time course for induction of *Trpm7*-deficiency and isolating and culturing MuSCs.

**B and C** Detection of Total Rb-positive and p21-positive MuSCs. Representative images of Total Rb (**B**) or p21 (magenta) (**C**) respectively. Quantification of the ratio of MuSCs. (> 300 MuSCs per condition from N = 3 mice).

**D – E (D)** Time course for induction of *Trpm7*-deficiency and isolating and culturing MuSCs. **(E)** EdU incorporation assay in cultured MuSCs. EdU was incorporated into MuSCs for 3 h prior to fixation (> 500 cells from N = 4 mice per condition). **(F)** TUNEL assay in cultured MuSCs. (> 300 MuSCs per condition from N = 3 mice).

**G and H (G)** Time course for harvesting and culturing of myofibers from TRPM7-KR mice. **(H)** Immunofluorescent analysis of MuSCs on floating myofibers cultured for 72 hours. Representative images of Pax7 (green), MyoD (red), and nuclei (blue) on control (upper panel) or TRPM7-KR (lower panel) myofibers. Evaluation of Pax7 and MyoD expression in control and TRPM7-KR. (> 15 myofibers per condition from N = 5 mice).

**I – K (I)** Time course for induction of *Trpm7*-deficiency and isolating, culturing and differentiating MuSCs. Images of differentiated myotubes. The ratio of nuclei inside myosin positive cells was quantified as fusion index. (N = 3 mice) **(J and K)**.

Scale bars: 50  $\mu$ m in (B) and 100  $\mu$ m in (C), (E), (G), (I) and (J).

# Supplementary Figure. 6

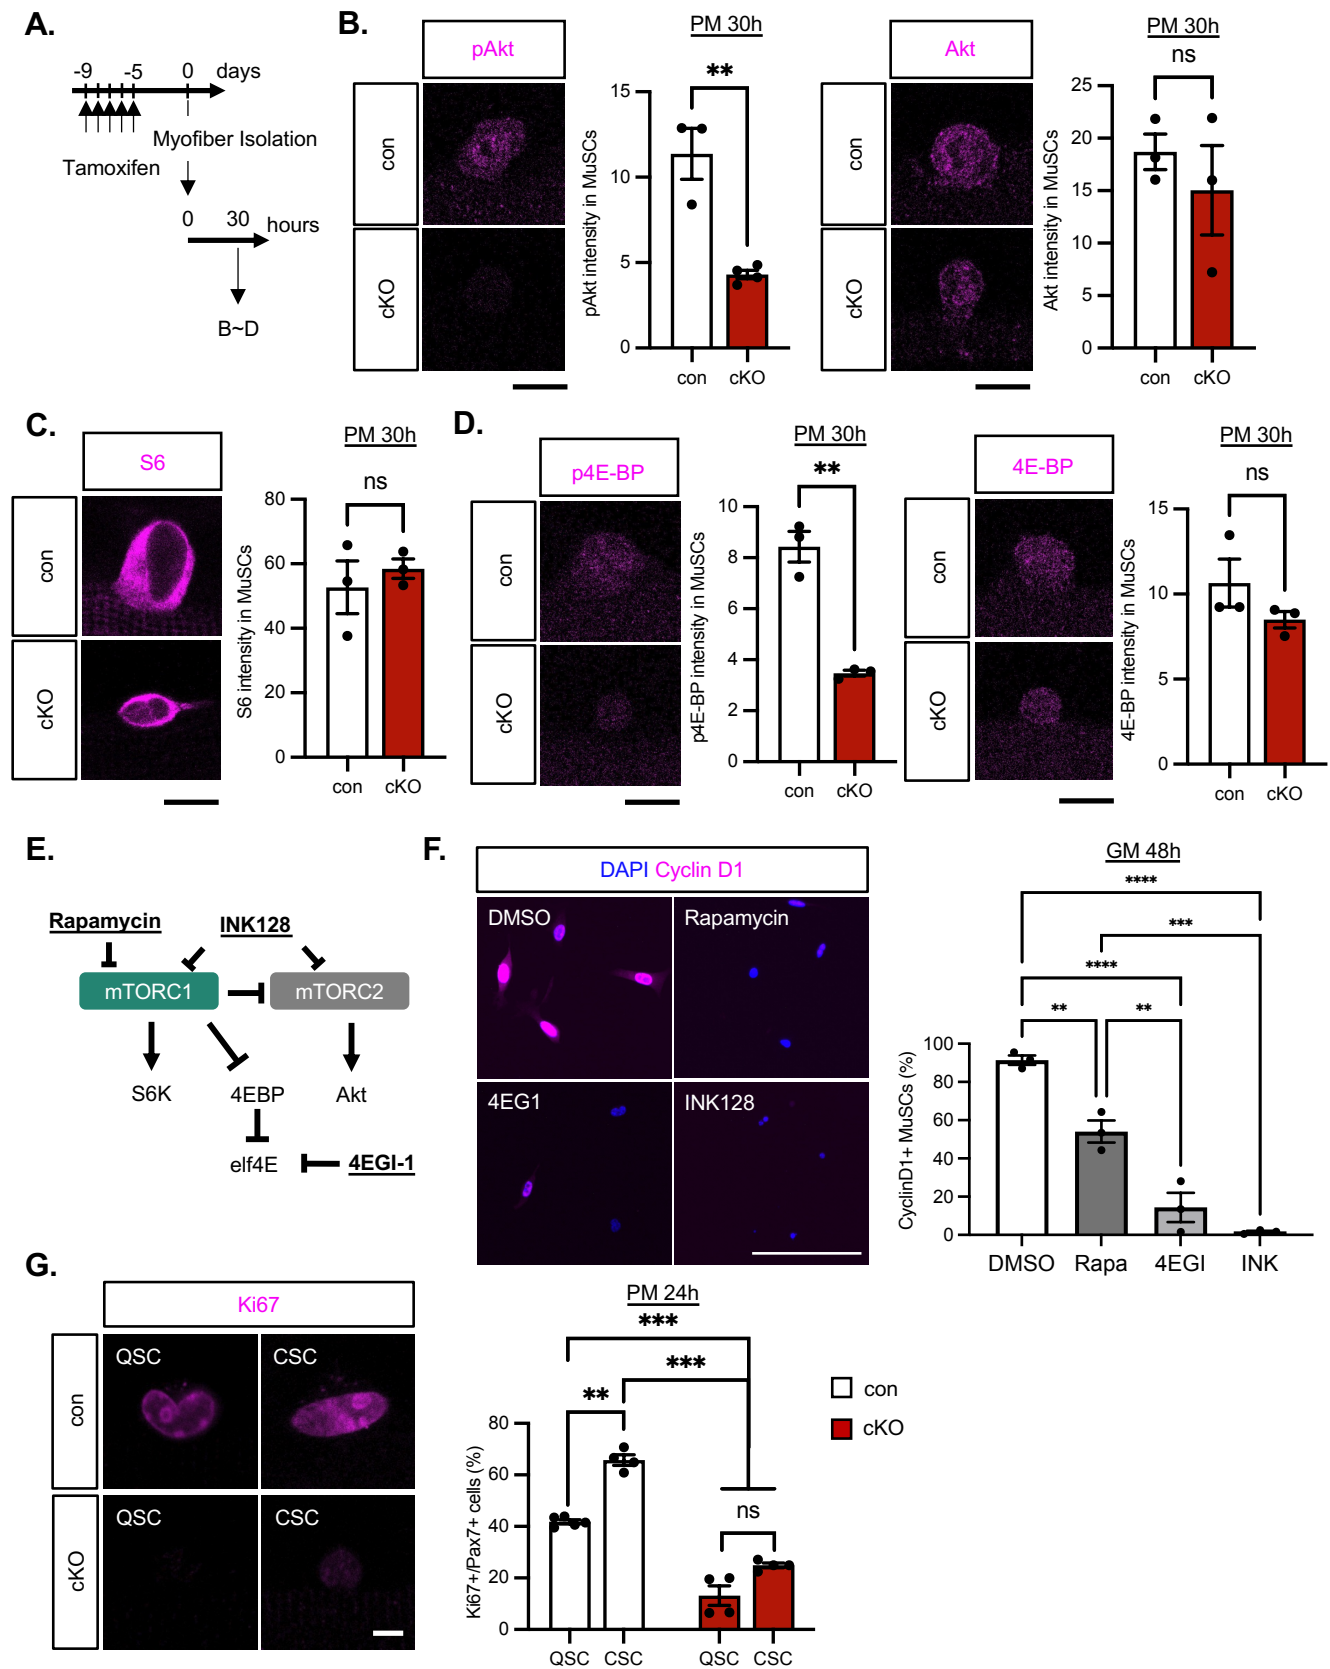

### **Supplementary Figure 6. The TRPM7-mTORC signalling axis controls cell cycle progression**

(A) Time course for induction of *Trpm7*-deficiency and isolation of myofibers.

**B – D** Detection of downstream pathways of mTORC1 in MuSCs on myofibers cultured for 30h. **(B)** Detection of phosphorylated Akt (pAkt) and Total Akt in MuSCs. Fluorescent intensity detected and quantified. (>50 cells per condition from N = 3). **(C)** Detection of Total S6 in MuSCs. Fluorescent intensity detected and quantified. (>50 cells per condition from N = 3). **(D)** Detection of phosphorylated 4E-BP (p4E-BP) and Total 4E-BP in MuSCs. Fluorescent intensity detected and quantified. (>50 cells per condition from N = 3).

**(E)** Schematic demonstrating pathways of the mTOR pathway. Rapamycin (Rapa) inhibits mTORC1. 4EGI inhibits elf4E. INK128 (INK) inhibits mTORC1 and mTORC2.

**(F)** Pharmacological inhibition of the mTOR pathway restricts cell cycle progression. Cell cycle progression was quantified by detecting CyclinD1 in MuSCs cultured for 48 hours. DMSO was used for control. (>300 cells per condition from N = 3 mice).

**(G)** Detection of Ki67 in QSC and CSC on myofibers from control and *Trpm7* cKO mice cultured for 24 h in plating medium. (> 10 myofibers per condition from N = 4 mice).

Scale bars: 10  $\mu$ m in (B), (C), (D) and (G), and 100  $\mu$ m in (F).

# Supplementary Figure. 7

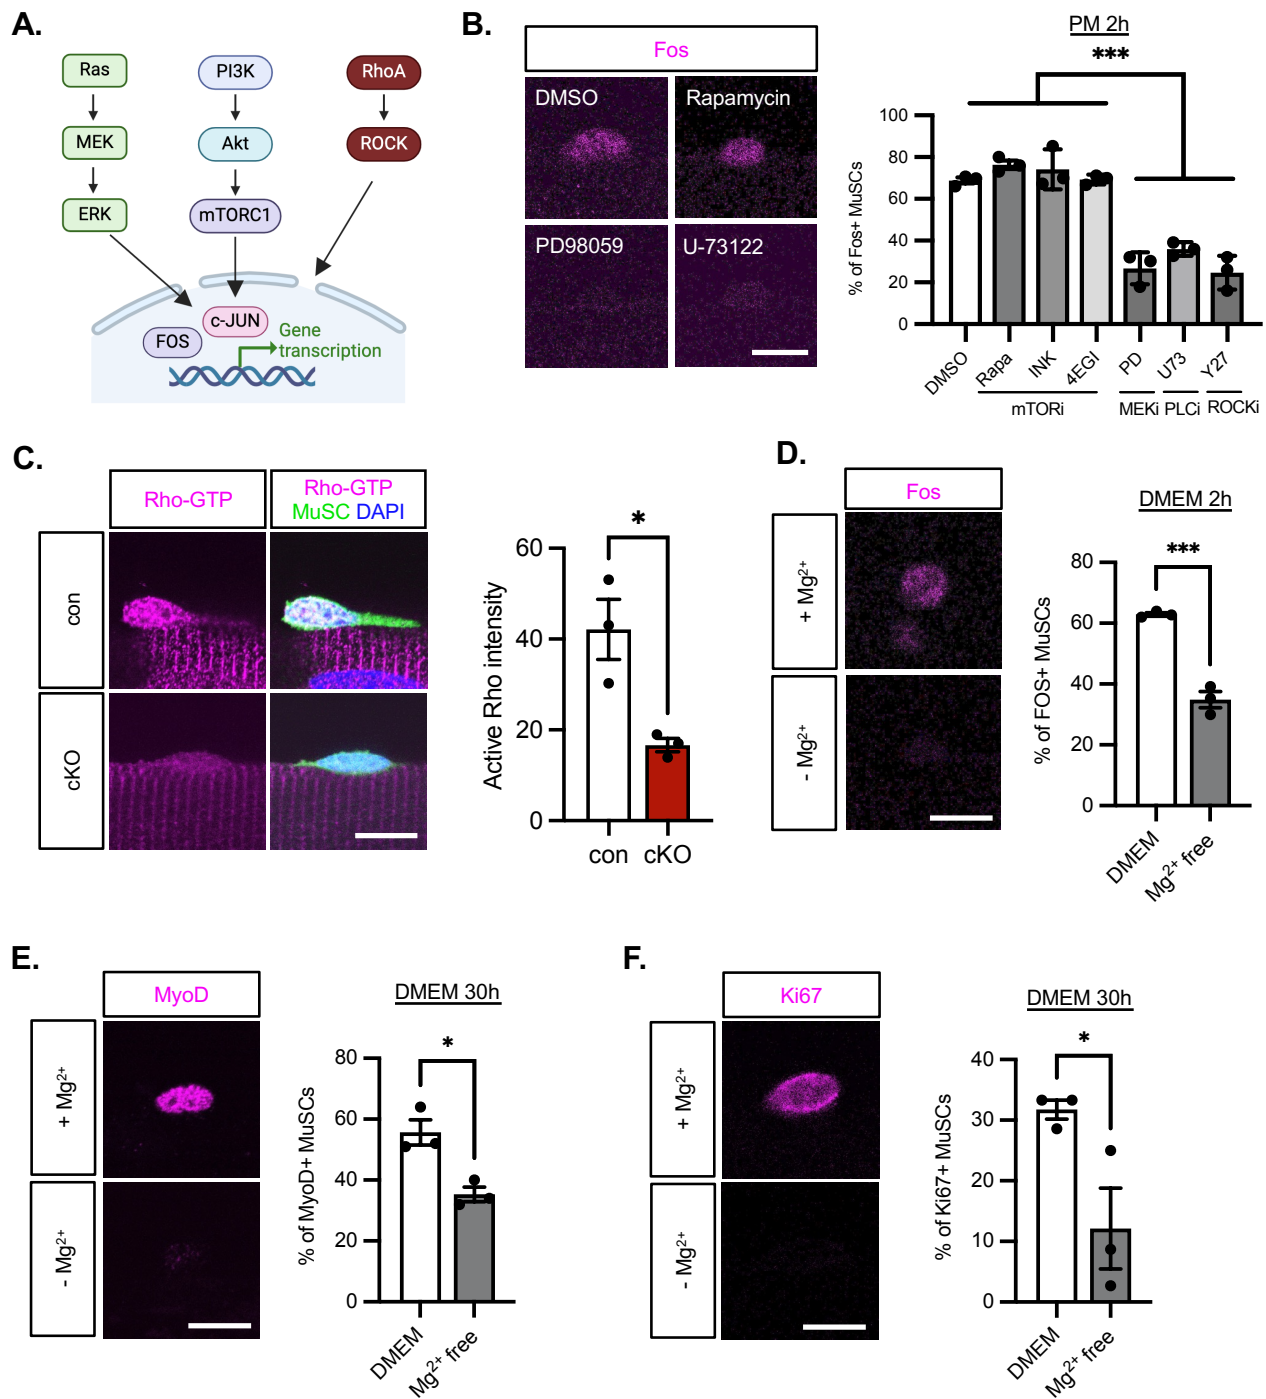

**Supplementary Figure 7. MuSCs early activation is dependent on  $Mg^{2+}$  and the ERK pathway but not on mTORC pathway**

(A) Schematic demonstrating expected pathways for Fos induction.

(B) Pharmacological inhibition of pathways during MuSCs early activation. (>50 cells per condition from N = 3).

(C) Image and quantification of Rho activity in control and cKO MuSCs in freshly isolated myofibers. (> 30 MuSCs per condition from N = 3 mice).

(D) Image and quantification of Fos expression in MuSCs cultured in DMEM in DMEM  $\pm Mg^{2+}$  for 2 hours. (>50 cells per condition from N = 3).

(E) Image and quantification of MyoD expression in MuSCs cultured in DMEM  $\pm Mg^{2+}$  for 30 hours. (> 15 myofibers per condition from N = 3 mice).

(F) Image and quantification of Ki67 expression in MuSCs cultured in DMEM  $\pm Mg^{2+}$  for 30 hours. (> 15 myofibers per condition from N = 3 mice).

Scale bars: 10  $\mu m$  in (B), (C), and (D).

Supplementary Figure. 8

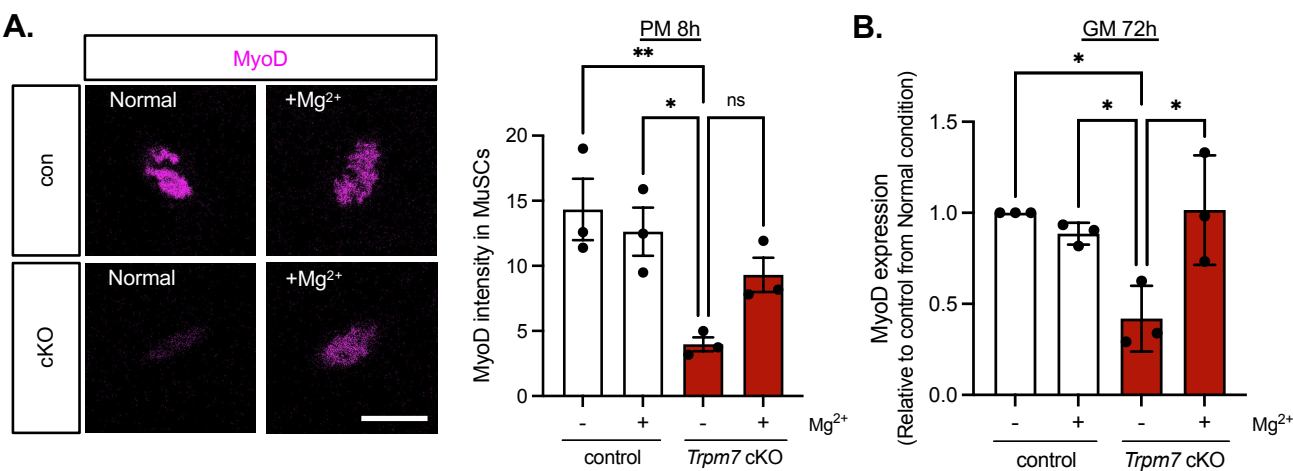

**Supplementary Figure 8. Long term  $Mg^{2+}$  supplementation rescues MyoD expression of *Trpm7*-deficient MuSCs.**

(A) Evaluation of con and cKO MuSCs on myofibers cultured in PM supplemented with 10 mM  $Mg^{2+}$  for 8h. Con or cKO mice harbouring the *Rosa26-YFP* were used for these experiments. MyoD expression in MuSCs on myofibers. (> 50 MuSCs per group were investigated from N = 3 mice).

(B) qPCR analysis of MuSCs cultured in growth medium supplemented with 10 mM  $Mg^{2+}$  for 72 h.

Scale bar: 10  $\mu$ m

## Supplementary Figure. 9

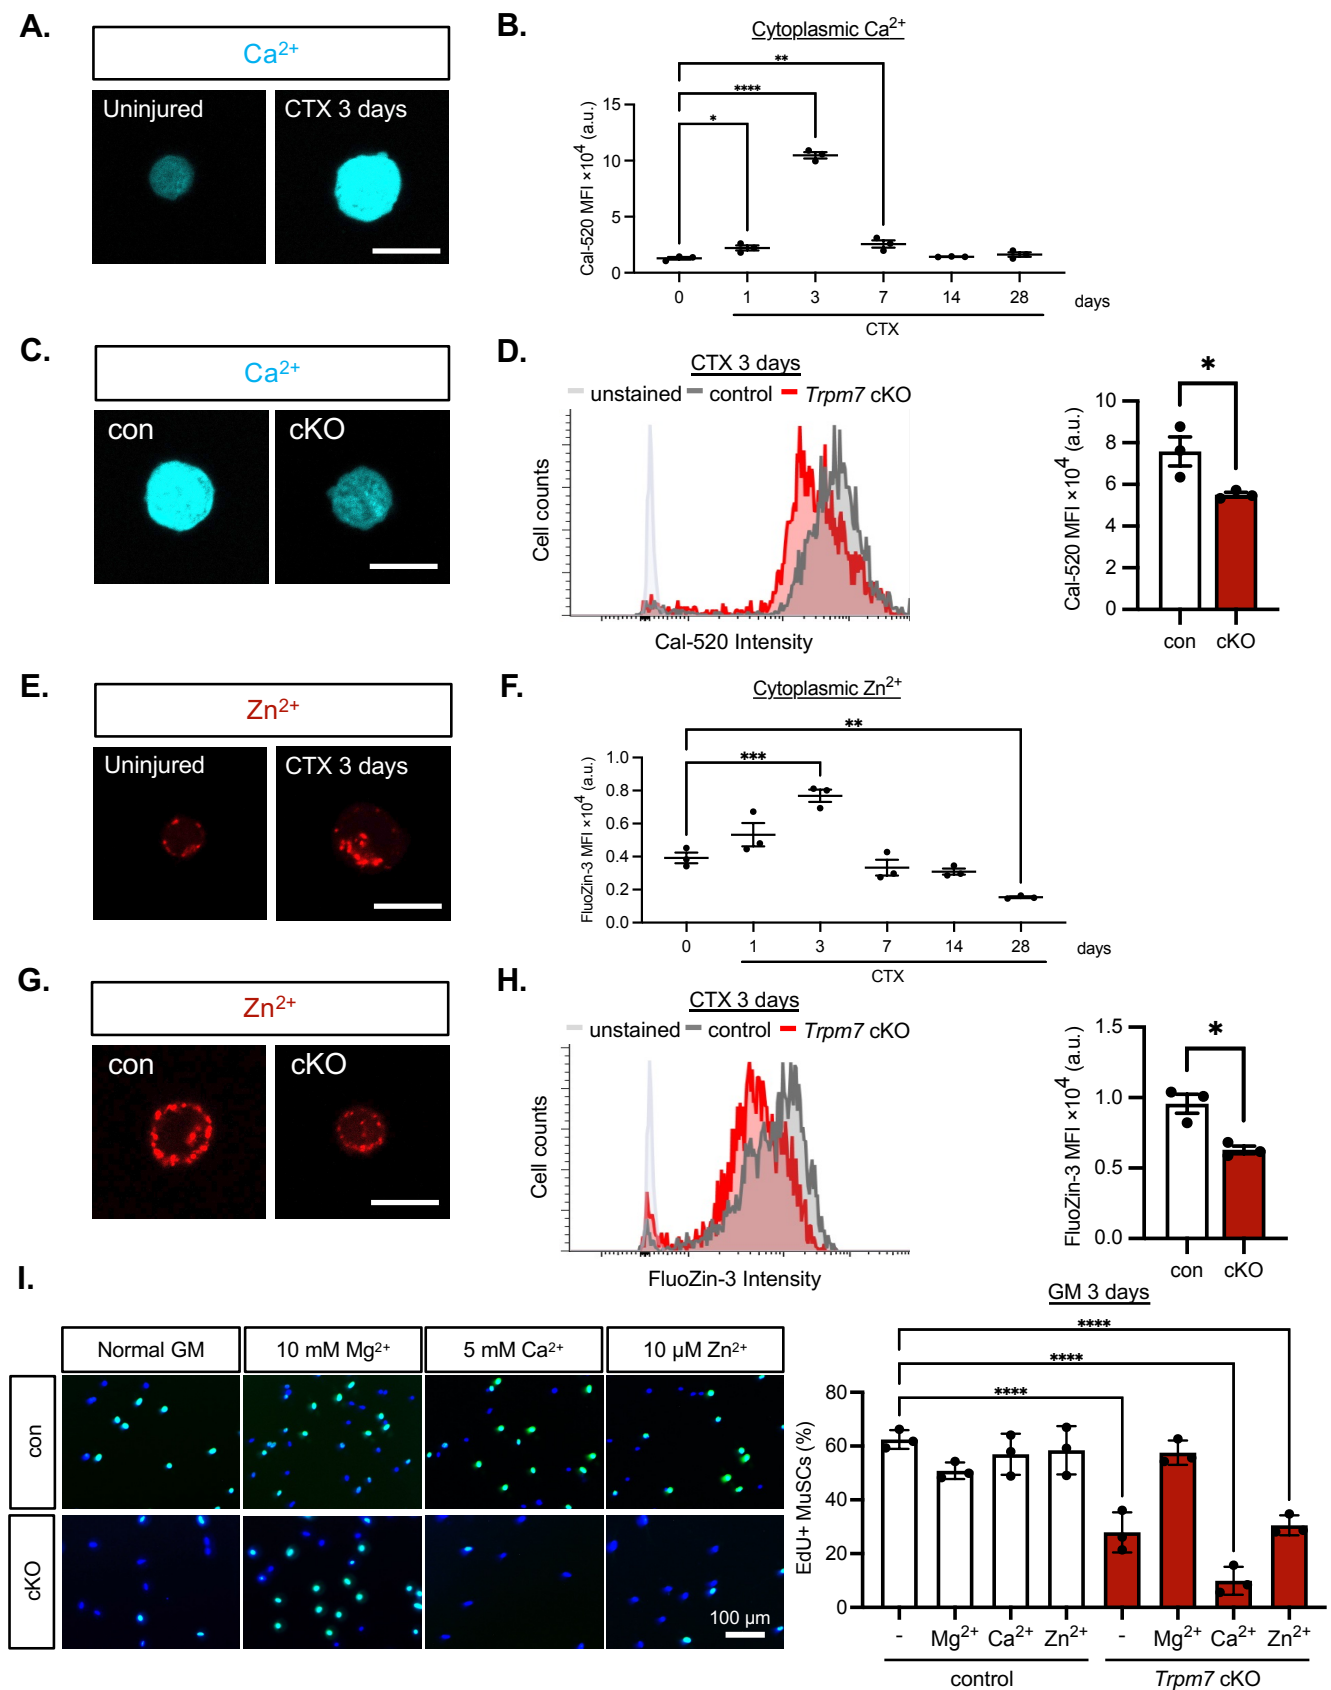

**Supplementary Figure 9. TRPM7 mediates  $\text{Ca}^{2+}$  and  $\text{Zn}^{2+}$  in MuSCs during muscle regeneration but supplementation of  $\text{Ca}^{2+}$  and  $\text{Zn}^{2+}$  does not rescue the *Trpm7* cKO MuSC phenotype.**

(A and B)  $\text{Ca}^{2+}$  measurements in MuSCs using Cal-520, AM. (A) Representative fluorescent images of Cal-520-incorporated MuSCs. Left: MuSCs isolated from injured muscle. Right: MuSCs from the injured muscle three days after muscle injury. (B) Quantification of mean fluorescence intensity of MuSCs isolated at the indicated time points after CTX injection.

(C and D) Cytosolic  $\text{Ca}^{2+}$  measurements of MuSCs isolated 3 days after CTX injury. (C) Representative fluorescent images of Cal-520-incorporated MuSCs from control and cKO. (D) Left: Representative histograms of flow cytometric data using Cal-520. Light grey: unstained MuSCs, dark grey: con, and red: cKO MuSCs. Right: Quantification of increase in cytosolic  $\text{Ca}^{2+}$ .

(E and F)  $\text{Zn}^{2+}$  measurements in MuSCs using FluoZin-3, AM. (E) Representative fluorescent images of FluoZin-3-incorporated MuSCs. Left: MuSCs isolated from injured muscle. Right: MuSCs from the injured muscle three days after muscle injury. (F) Quantification of mean fluorescence intensity of MuSCs isolated at the indicated time points after CTX injection.

(G and H) Cytosolic  $\text{Zn}^{2+}$  measurements of MuSCs isolated 3 days after CTX injury. (G) Representative fluorescent images of FluoZin-3-incorporated MuSCs from con and cKO. (H) Left: Representative histograms of flow cytometric data using FluoZin-3. Light grey: unstained MuSCs, dark grey: con, and red: cKO MuSCs. Right: Quantification of increase in cytosolic  $\text{Zn}^{2+}$ .

(I) EdU assay on MuSCs cultured in growth medium supplemented with 10 mM  $\text{Mg}^{2+}$ , 5 mM  $\text{Ca}^{2+}$  and 10  $\mu\text{M}$   $\text{Zn}^{2+}$  for 3 days. EdU was incorporated into MuSCs for 3 h prior to fixation. Left panels: Representative images of EdU assays. Right: Quantification of EdU-positive MuSCs. (> 500 cells from N = 3 mice per condition)

Scale bars: 10  $\mu\text{m}$  in (A), (C), (D), (F) and 100  $\mu\text{m}$  in (G)).

**Supplementary Table 1. Antibody list**

| Antibodies                        | Host   | Clonality  | Usage                                       | Dilution   | Catalog number | Supplier                  |
|-----------------------------------|--------|------------|---------------------------------------------|------------|----------------|---------------------------|
| anti-PAX7 antibody                | mouse  | Monoclonal | Immunocytochemistry                         | IC(1:500)  | Pax7-c         | DSHB                      |
|                                   |        |            | Immunohistochemistry                        | IHC(1:100) |                |                           |
| anti-MyoD antibody                | mouse  | Monoclonal | Immunocytochemistry                         | 1:200      | MA512902       | Thermo                    |
| anti-MyoD antibody                | rabbit | Polyclonal | Immunocytochemistry                         | 1:1000     | sc-304         | Santa Cruz                |
| anti-Myogenin antibody            | mouse  | Monoclonal | Immunocytochemistry                         | 1:500      | F5D            | DSHB                      |
| anti-Ki67 antibody                | rabbit | Polyclonal | Immunocytochemistry                         | 1:500      | ab15580        | Abcam                     |
| anti-Myosin 4 antibody (MF20)     | mouse  | Monoclonal | Immunocytochemistry                         | 1:500      | 14-6503-82     | eBioscience               |
| anti-embryonic myosin heavy chain | mouse  | Monoclonal | Immunocytochemistry                         | 1:25       | F1.652         | DSHB                      |
| anti-Laminin                      | rabbit | Polyclonal | Immunohistochemistry                        | 1:500      | L9393          | Sigma                     |
| anti-Collagen I                   | goat   | Polyclonal | Immunohistochemistry                        | 1:500      | 1310-01        | SouthernBiotech           |
| anti-Human M-Cadherin             | sheep  | Polyclonal | Immunohistochemistry                        | 1:500      | AF4096         | R&D SYSTEMS               |
| anti-GFP mAb-Alexa Fluor 488      | rat    | Monoclonal | Immunohistochemistry                        | 1:2500     | D153-A48       | MBL                       |
| anti-GFP antibody                 | goat   | Polyclonal | Immunocytochemistry                         | 1:500      | AB0020-200     | SICGEN                    |
| anti-TRPM7                        | rabbit | Polyclonal | Immunohistochemistry                        | 1:2000     | Homemade       | Mori laboratory           |
| anti-Phospho Akt (Ser473)         | rabbit | Polyclonal | Immunocytochemistry                         | 1:200      | #4060          | Cell Signaling Technology |
| anti- Akt                         | rabbit | Polyclonal | Immunocytochemistry                         | 1:200      | #9272          | Cell Signaling Technology |
| anti-Phospho S6 (Ser235/236)      | rabbit | Polyclonal | Immunocytochemistry                         | 1:200      | #4858          | Cell Signaling Technology |
| anti-S6                           | rabbit | Polyclonal | Immunocytochemistry                         | 1:200      | #2217          | Cell Signaling Technology |
| anti-Phospho 4E-BP (Thr37/46)     | rabbit | Polyclonal | Immunocytochemistry                         | 1:200      | #2855          | Cell Signaling Technology |
| anti-4E-BP                        | rabbit | Polyclonal | Immunocytochemistry                         | 1:200      | #9452          | Cell Signaling Technology |
| anti-Phospho ERK                  | rabbit | Polyclonal | Immunocytochemistry                         | 1:200      | #9101          | Cell Signaling Technology |
| anti-CyclinD1                     | rabbit | Polyclonal | Immunocytochemistry                         | 1:250      | ab134175       | Abcam                     |
| anti-CDK4                         | rabbit | Polyclonal | Immunocytochemistry                         | 1:200      | 11026-1-AP     | Proteintech               |
| anti-Phospho Rb                   | rabbit | Polyclonal | Immunocytochemistry                         | 1:500      | #8516          | Cell Signaling Technology |
| anti-Rb                           | mouse  | Monoclonal | Immunocytochemistry                         | 1:200      | #9309          | Cell Signaling Technology |
| anti-p21                          | rabbit | Polyclonal | Immunocytochemistry                         | 1:500      | #2947          | Cell Signaling Technology |
| anti-FOS                          | mouse  | Monoclonal | Immunocytochemistry                         | 1:50       | sc-166940      | Santa Cruz Biotechnology  |
| anti-c-Jun                        | rabbit | Polyclonal | Immunocytochemistry                         | 1:500      | #9165          | Cell Signaling Technology |
| anti-mouse IgG, Alexa Fluor 488   | donkey | Polyclonal | Immunocytochemistry<br>Immunohistochemistry | 1:500      | A-21202        | Thermo                    |
| anti-mouse IgG, Alexa Fluor 555   | goat   | Polyclonal | Immunocytochemistry                         | 1:500      | A-21424        | Thermo                    |
| anti-rabbit IgG, Alexa Fluor 488  | goat   | Polyclonal | Immunocytochemistry                         | 1:500      | A-11008        | Thermo                    |
| anti-rabbit IgG, Alexa Fluor 555  | goat   | Polyclonal | Immunocytochemistry<br>Immunohistochemistry | 1:500      | A-21429        | Thermo                    |
| anti-goat IgG, Alexa Fluor 488    | donkey | Polyclonal | Immunocytochemistry<br>Immunohistochemistry | 1:500      | A-11055        | Thermo                    |
| anti-sheep IgG, Alexa Fluor 555   | donkey | Polyclonal | Immunohistochemistry                        | 1:500      | A-21436        | Thermo                    |

## Supplementary Table 2. Oligonucleotide sequences

### qPCR

| Target       |   | Sequence                |
|--------------|---|-------------------------|
| <i>Trpm7</i> | F | ATTTGCCCCGTGATACCCCAG   |
|              | R | CAGCTTTCTGCTTGCACCG     |
| <i>MyoD</i>  | F | ACTGCTCTGATGGCATGATG    |
|              | R | CACAGCCGCACTCTTCCC      |
| <i>Cdk4</i>  | F | GGCCCTCAAGAGTGTGAGAG    |
|              | R | CATCAGCCGTACAACATTGG    |
| <i>18s</i>   | F | TTCTGGCCAACGGTCTAGACAAC |
|              | R | CCAGTGGTCTTGGTGTGCTGA   |

### Genotyping

| Target                        |   | Sequence                |
|-------------------------------|---|-------------------------|
| <i>Trpm7<sup>fllox</sup></i>  | F | TACATGTCTCTAGTCCAGCTTC  |
|                               | R | TACAAGGGCAAACCTTGGAAGAC |
| <i>Pax7<sup>CreERT2</sup></i> | F | TACCAGAGGCAACAAACAGG    |
|                               | R | CAAAGGTGGCTAAGGTGGAG    |
| <i>Rosa26-YFP</i>             | F | AGGGCGAGGAGCTGTTCA      |
|                               | R | TGAAGTCGATGCCCTTCAG     |
| <i>TRPM7KR</i>                | F | ATGGGAGGTGGTTTACGA      |
|                               | R | GGGAAGGGCCTTATCAATATG   |

How the deposited data were processed for this re-analysis (not part of the article)

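MuSCs from control and Trpm7 cKO mice were analysed by 3′-end RNA-seq in 5 libraries per genotype, 3 days after CTX injury. Before deposition, the authors extracted cell barcodes and UMIs with UMI-tools, trimmed reads with Trim Galore, aligned them to GRCm38 with HISAT2, assigned them to genes with featureCounts and removed UMI duplicates, so that the deposited values are whole-number counts of molecules per gene, without normalization. The paper's text does not name the annotation release or the strand setting used in counting. Genotype and replicate number were taken from the sample labels, which match the groups of Fig. 3B and fig. S4B, and every column of the table was mapped to a library. The replicate numbers 1 to 5 are shared by both genotypes in the labels, where they number different libraries, and the paper's text names no pairing. Each pair of libraries of a genotype differed by more than counting noise, and each library was kept as a replicate. The labels of Trpm7 cKO replicates 4 and 5 share an animal or sample number whose meaning is not stated, and counts that differ do not show that these 2 libraries come from unrelated animals. If they do not, the 5 Trpm7 cKO libraries are fewer independent replicates than 5, and each is left out in turn among the alternatives.

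The deposited table has 24620 entries under 24608 symbols, 12 symbols being listed on a further line, in which case the entry with the larger total carried the symbol. Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its minimum count of 10 and minimum total count of 15, leaving 7753 genes. TMM factors, a robust quasi-likelihood fit and a quasi-likelihood F test with Benjamini-Hochberg adjustment followed, with genotype as the only term. A gene was counted as differentially expressed beyond a log2 fold change of 1.5 in either direction with an adjusted p-value below 0.05, the thresholds the methods give for the study's DESeq2 analysis. Log2 CPM values for principal components and gene list tests used a prior count of 2. Gene lists were compared with all other tested genes by the camera test of limma 3.58.1 with an inter-gene correlation of 0.01, two-sided. The cell cycle list came from Seurat 5.3.0 and alternative gene sets came from the mouse Reactome sets distributed with fgsea 1.28.0, matched by Entrez identifier for 20509 table entries. No GO annotation was used here. Comparisons of a value between 5 and 5 libraries used exact permutation tests over all 252 splits, two-sided, which cannot go below p = 0.00794.

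The genes named in the text are those of Fig. 3E, other genes whose RNA or protein the paper names in MuSCs or as Mg2+ channels or transporters, the 3 highest and 3 lowest log2 fold changes among genes past both thresholds with non-overlapping normalized counts and a mean normalized CPM of at least 10, and members of fixed lists as members. This rule, the lists of cell cycle, myogenesis, respiratory chain, leukocyte, MuSC identity and other lineage genes, the tests and most alternatives were set before the data were examined. Counts per 3000 sorted cells, the principal components of unscaled log2 counts, and the circadian, immediate early and Y-linked gene lists were chosen after the data were seen. Of the 24608 symbols, 24211 were found in the GENCODE annotation of GRCm38, which gave gene positions, overlapping genes and the sequence of the last 500 transcript bases. Sequence shared with other genes was counted in matches of 31 bases.

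The smallest library held 205986 counts and the largest 1097709. A group with at most 3 counts in each library was treated as at the floor, and folds against it are given as lower bounds. These limits cover counting error only. The tests were tested on simulated counts drawn with the real means and totals, in which 200 genes were changed. Of the 189 changed genes that passed the filter among 7589 tested, 183 were called (96.8%), none in the wrong direction, and 0 unchanged genes were called. In 10 simulations without any change, the largest number of genes called was 0, and the largest number below the adjusted p-value threshold alone was 1, with at least 7563 genes tested in each.

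The alternatives were DESeq2 1.42.0, limma-voom, RLE factors, total counts alone, scaling on the MuSC identity genes, counts per 3000 sorted cells, other filters, counts thinned at random to 205986 per library, the replicate number as a block, the leukocyte score as a covariate, each library left out in turn, other thresholds, other settings of the principal components, Reactome sets and the fry test. Experiments of the paper other than RNA-seq were not analysed here.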

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

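The tests of counting noise and of a mislabelled library, and the test of the time of day, were chosen only after the results were seen, as were the circadian and immediate early gene lists.

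Each group of 5 libraries was examined for a library whose distance to its nearest neighbour exceeded 0.71 of the range of the group, over 118 groups of values (library measures, list sums and normalized counts of named genes). This was so in 13 groups, where chance gives about 5.9. The mitochondrial share of counts was 10.6% in Trpm7 cKO replicate 5 and 8.82% to 9.20% in the other Trpm7 cKO libraries, and 12.0% in control replicate 2 and 15.4% to 16.5% in the other control libraries. Control replicate 2 was also low in Myod1 (551 normalized CPM) and in Jun (1023). Control replicate 4 was high in Cdkn1a (2332), low in Rb1 (47.2), and had the only Icosl count of the control libraries (1.00 normalized CPM). Control replicate 5 was high in Fos (1664) and in the summed erythroid markers (168 CPM). Trpm7 cKO replicate 5 was low in Met (22.1, from 4 counts) and high in Ccl8 (60.7, from 11 counts). Control replicate 3 had the only Ccl8 count of its genotype (1.07) and Trpm7 cKO replicate 1 the only Dusp27 count of its genotype (1.85). Counting noise at low counts covers 5 of these 13 values, whose gap lay within 2 standard deviations of counting noise (Rb1, Icosl, Dusp27 and both Ccl8 values). For the other 8 it is too small. A mislabelled library was tested on PC1, where 0 of the 6 libraries concerned lay nearer the other genotype. The labels give no condition that varies within a genotype, and no biological explanation was tested.

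Markers of cell types that the paper does not discuss rose in the Trpm7 cKO libraries. The mean CPM of 12 endothelial markers was 11.6 times that of control (exact permutation test, two-sided, p = 0.00794), that of 5 erythroid markers 37.0 times (exact permutation test, two-sided, p = 0.0159) and that of 12 fibroadipogenic markers 1.37 times (exact permutation test, two-sided, p = 0.0397). Erythroid markers overlapped between the genotypes, control replicate 5, at 168 CPM, lying above the lowest Trpm7 cKO library at 150.5 CPM. The other control libraries lay between 1.82 and 24.1 CPM, so that the size of the erythroid ratio depends on control replicate 5. A fixed amount of RNA from other cells in smaller libraries would leave raw marker counts alike. Raw counts in Trpm7 cKO were 4.46 times those of control for endothelial markers and 15.4 times for erythroid markers, more than a fixed amount gives. For fibroadipogenic markers the ratio of raw counts was 0.61 (exact permutation test, two-sided, p = 0.0873), a fall within the replicate error that neither shows nor excludes a fixed amount. That ratio is of a sum, and the median log2 fold change of the 7 tested fibroadipogenic genes was 1.61, with 4 of them up-regulated, and 0.43 in counts per 3000 sorted cells, so that the sum and the genes do not point the same way. After thinning all libraries to the same total, the ratios of mean CPM were 14.1 for endothelial, 35.2 for erythroid and 1.35 for fibroadipogenic markers, but thinning leaves the expected CPM as it was, so that these ratios cannot decide whether the lower library totals of Trpm7 cKO play a part. More RNA from endothelial cells and red blood cells among the sorted cells is a hypothesis that these counts may reflect. Expression of these genes by MuSCs themselves was not tested.

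The Reactome set Circadian Clock was among the 69 of 691 tested Reactome sets that were higher in Trpm7 cKO libraries with an adjusted p-value below 0.05 (limma's camera test). Its 19 tested genes had a median log2 fold change of 1.54, all 19 above 0 (adjusted p = 3.24e-06 from limma's camera test). The median relative to 0 was 0.68 when scaled on the MuSC identity genes and 0.46 in counts per 3000 sorted cells, both above the median of all genes, and 0.97 over 13 genes in thinned counts. A further Reactome set of the same name, with 22 tested genes, had a median of 0.91. A difference in the time of day of collection would move genes of opposite phase in opposite directions. Arntl, Npas2 and Clock, chosen after their values were seen, had a median of 1.78, and 6 tested genes of the opposite phase, among them Nr1d1, Tef and Per1, had a median of 2.63. All 3 and all 6 rose, with lowest values of 0.59 and 1.45. These values argue against the time of day as the only cause, for the genes of these 2 groups. Most genes of the set were already known to be higher when these were chosen. A part played by the time of day beside another cause is not excluded. Of the 16 splits of the libraries that part all 5 same-numbered pairs, 1, the real split, gave a camera p as small, and 16 splits cannot give a share below 0.0625. Of 84 other splits, which part fewer pairs, 1 did. The 16 splits therefore cannot decide whether a division of the libraries by chance gives the pattern. RNA from other cell types was not tested for these genes.

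Immediate early genes were also higher. The 25 tested genes of a list written after the results were seen had a median log2 fold change of 1.645, with 24 above 0 and 21 with an adjusted p-value below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the members named in the paper, Fos had a log2 fold change of 1.60 (standard error 0.21, adjusted p = 5.46e-06 from the same edgeR test), and its adjusted p-value did not pass in counts per 3000 sorted cells, where it rose by 0.49 while the median of all genes fell by 1.15. Jun changed less, with a log2 fold change of 0.46 (standard error 0.16, adjusted p = 0.0272 from the same edgeR test), inside the fold change threshold and with normalized counts that overlapped between the genotypes. The paper reports the opposite direction for the proteins, whose induction early in myofiber culture was impaired in Trpm7 cKO MuSCs. The values here are of RNA in cells sorted 3 days after injury, so that they do not test that finding. After thinning to the same total the median of the list was 1.79, which cannot decide whether lower library totals play a part, since thinning leaves the expected CPM as it was. Of the 16 splits that part the 5 pairs, 1, the real split, gave a camera p as small, a share that cannot go below 0.0625, and of 84 other splits, which part fewer pairs, 0 did. A difference in how long the cells were handled before lysis could give such a pattern and was not tested.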

How the results depend on the processing

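The counts per 3000 sorted cells and the unscaled log2 counts were chosen only after the results were seen. The fall of the cell cycle, myogenesis and respiratory chain lists and the rise of the leukocyte markers kept their direction under every alternative run for them (the leukocyte covariate was not run for the leukocyte markers), and the unadjusted camera p stayed below 0.05 with 1 exception. For the Reactome set Myogenesis, the median was -0.0520 (adjusted p = 0.513 from limma's camera test), and the cause was not tested. The Reactome set Immune System, in place of the leukocyte list, had a median of 0.15 and did not pass after adjustment (adjusted p = 0.115 from limma's camera test). Of the Reactome set for the respiratory chain, 73.9% of the members were matched in the table. Over the 10 fits that each left out 1 library, the medians were -0.73 or lower for the cell cycle and lay between -1.56 and -1.32 for myogenesis, -0.30 and -0.22 for the respiratory chain, 2.98 and 3.59 for leukocyte markers, and 0.55 and 1.02 for MuSC identity genes. The MuSC identity genes reversed only in counts per 3000 sorted cells, with a median of -0.31, where the median of all genes was -1.15. The share of PC1 variance between genotypes stayed between 90.0% and 96.2% under the alternatives set beforehand, and was 78.2% in unscaled log2 counts.

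The numbers of up- and down-regulated genes moved by more than 1.5 times, in either direction, in the following settings, and except where stated the cause was not tested. Scaling on the MuSC identity genes gave 303 and 1319, and counts per 3000 sorted cells gave 203 and 2461. In both, the median of all genes had moved below 0. All genes with a count gave 1813 and 623, and genes with at least 10 counts in every library 219 and 81. Counts thinned to the smallest library gave 291 and 143. Of the 932 genes called from all counts, 410 were still tested after thinning and 372 of these were called again. The leukocyte score as a covariate gave 370 and 126. DESeq2 gave 1589 and 440, of which 970 and 117 were not among the genes tested with edgeR. The adjusted p-value alone gave 1908 and 1866, and glmTreat, which tests against the fold change threshold, gave 285 and 49. Leaving out each library in turn gave 677 to 824 up-regulated and 244 to 416 down-regulated genes, of which only the 416, without Trpm7 cKO replicate 4, moved by more than 1.5 times.

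With the replicate block, the numbers were 645 up-regulated and 294 down-regulated, against 658 and 274 without it, and with the replicate block and thinned counts 284 and 146. The list medians under the replicate block were -0.81 for the cell cycle, -1.37 for myogenesis, -0.25 for the respiratory chain, 3.18 for leukocyte markers and 0.74 for MuSC identity genes. Libraries with the same number did not deviate together, with a mean correlation across genes of 0.0026 between same-numbered and 2.11e-04 between other libraries.

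The log2 fold change of Trpm7 was near 0 and changed sign with the setting. It was 0.00425 with total counts alone, 0.38 in thinned counts, 0.35 with the replicate block and thinned counts, 1.12 with the leukocyte covariate, and between -0.30 and 0.0524 with each library left out. It was -0.90 scaled on the MuSC identity genes (adjusted p = 0.00147) and -1.25 in counts per 3000 sorted cells (adjusted p = 0.00265), while over all its alternatives the adjusted p from edgeR's quasi-likelihood test, DESeq2 or limma ran from 0.00147 to 0.989. Relative to the median of all genes, both values were within 0.15 of 0.

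Among the other named genes, Ccnd1 reversed to -0.24, Magt1 to -0.48 and Jun to -0.36 when scaled on the MuSC identity genes, where the median of all genes was -0.78, so that all 3 stayed above it. With the leukocyte covariate, Ccnd1 reversed to -0.32, Magt1 to -1.17, Mymk to 0.0748 and Mrs2 to 0.11. In counts per 3000 sorted cells, Pax7 was -0.00296, Ccnd1 -0.70, Magt1 -0.94 and Jun -0.76, all above the median of all genes in those counts. Of 688 values under the alternatives for 33 named genes, Trpm7 not among them, 639 kept their direction and their side of the adjusted p-value threshold, 31 were weaker, 7 were stronger and 11 were reversed. The fold change threshold was not part of this count, and Cdk4, Mymk and Mdh2 crossed it in some settings. Of the weaker values, 21 came with the leukocyte covariate, which does not overlap between the genotypes and so shares most of its variation with genotype. The depth of Trpm7 cKO libraries limits the genes that can be tested, 3887 after thinning against 7753. The filters on low counts removed Myh3, Slc25a13, Trpm6 and Piezo1.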

Differences from the paper's values

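Counts per 3000 sorted cells, log2 counts without scaling and the list of Y-linked genes were chosen only after the results were seen. The paper's text gives 2000 as the approximate number of differentially expressed genes, and 932 were called here. Of the alternatives set before the data were examined, DESeq2 (2029), all genes with a count (2436) and scaling on the MuSC identity genes (1622) came within 1.5 times of the paper's number, and the others did not. Counts per 3000 sorted cells, chosen after seeing the values, gave 2664.

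The paper's number of up-regulated genes is about 1600 in Fig. 3C, read by eye, and 658 were called here. DESeq2 (1589), all genes with a count (1813) and the adjusted p-value alone (1908) came within 1.5 times, and none of the other alternatives set before the data were examined did. The paper's number of down-regulated genes is about 440 in Fig. 3C, read by eye, and 274 were called here. DESeq2 (440), all genes with a count (623), the replicate block (294), and the fits without Trpm7 cKO replicate 1 (317), replicate 2 (327) or replicate 4 (416) came within 1.5 times, and the other alternatives set before the data were examined did not. DESeq2 is the tool the paper's methods name.

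For the 15 tested genes of Fig. 3E, none of the log2 fold changes differed from the paper's bars, read by eye, by more than its standard error, with a largest gap of 0.165. Of the genes that Fig. 3E shows as down-regulated, 4 were not called here. Mymk, at -1.49, was past both thresholds in 10 of its 19 alternatives, namely DESeq2, all genes with a count, the replicate block, scaling on the MuSC identity genes, the fits without control replicates 1, 2 or 5 and without Trpm7 cKO replicates 1 or 2, and counts per 3000 sorted cells, the last chosen after seeing the values. Mdh2, at -1.46, was past both thresholds in 7 of its 22 alternatives, namely DESeq2, all genes with a count, genes with at least 10 counts in every library, scaling on the MuSC identity genes, the fits without Trpm7 cKO replicates 1 or 4, and counts per 3000 sorted cells, chosen after seeing the values. Myh3 and Slc25a13 were removed by the filter on low counts. With all genes with a count, their log2 fold changes were -3.15 and -2.90 (adjusted p = 4.17e-08 and 1.97e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2 gave -3.14 and -2.92.

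Fig. 3B shows Trpm7 cKO replicates 3 and 5 apart from replicates 1, 2 and 4 on PC2. In the log2 CPM values, the ranges of the 2 sets overlapped on PC2 (a gap of -9.41), and with the variance stabilizing transformation the gap was -19.0. Log2 counts without scaling, chosen after seeing the values, gave a gap of 66.9, with the sets apart.

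The methods state that male and female mice were used in about equal numbers in all experiments. All 10 libraries carried Y-linked counts (76 to 234 counts on Ddx3y, Eif2s3y, Kdm5d and Uty) and at most 1 count on Xist.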

Other observations

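The tests of a fixed amount of RNA behind the leukocyte markers and of scaling behind the MuSC identity genes were chosen only after the result was seen, as were counts per 3000 sorted cells and the list of Y-linked genes.

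Library totals were lower in Trpm7 cKO, at 0.425 of the control mean. A few genes taking most of the counts would remove the difference once they are left out, and without the 20 largest genes of each library the ratio was 0.455 (exact permutation test, two-sided, p = 0.00794). Less RNA per sorted cell, a lower yield of the library preparation and less sequencing could each give lower totals, and the numbers of reads were not analysed here.

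The number of differentially expressed genes was weighed against these lower library totals. Counts simulated with the real totals and no change gave at most 0 called genes in 10 simulations, with at most 1 gene below the adjusted p-value threshold alone. In 3 such simulations over 21922 genes, DESeq2 called 0 genes up and 0 down. After thinning to the same total, 39.9% of the 932 called genes were called again. Of the 410 still tested, 90.7% were called again and all 410 kept their direction. The genes that thinning removed cannot be told apart from the effect of depth. Of the 16 splits of the libraries that part all 5 same-numbered pairs, 1, the real split, gave as many genes, a share that cannot go below 0.0625 by design. Among 84 other splits drawn at random, which part fewer pairs, 0 gave as many. No split other than the real one called any gene, the largest number at an unadjusted p below 0.05 being 2221 against 4241 for the real split.

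A difference in sex between the groups was tested with Xist, and 0 control libraries and 0 Trpm7 cKO libraries had more Xist than Y-linked counts, so that the groups did not differ in these genes. Strain variants linked to the Trpm7 locus would raise the share of called genes near it. Within 20 Mb of Trpm7, 9 of 141 tested genes were called (6.38%), against 12.1% elsewhere (Fisher's exact test, two-sided, p = 0.0361), a lower share.

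More genes were higher than lower in Trpm7 cKO. With both thresholds, 70.6% of the called genes were higher with TMM and 76.3% with total counts alone, while with the adjusted p-value alone 1908 were higher and 1866 lower. In counts per 3000 sorted cells 7.62% of the called genes were higher, but those counts move all genes down, to a median of -1.15, and so cannot decide whether scaling to a common total explains the excess.

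The MuSC identity genes were higher in Trpm7 cKO, with a median log2 fold change of 0.81 over 19 tested genes, 18 of them above 0, 14 with an adjusted p-value below 0.05 over all genes and 15 over the list alone (adjusted p = 0.00117 for the list from limma's camera test). Among the 14, Itga7 was lower, with a log2 fold change of -0.59. Pax7 had a log2 fold change of 1.19 (standard error 0.18, adjusted p = 2.40e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In counts per 3000 sorted cells the median was -0.31, where that of all genes was -1.15. That scaling moves all genes alike, so the list stayed above the other genes, and the change of sign does not show whether scaling to a common total explains the rise. Of the 16 splits that part the 5 pairs, 5 gave a camera p as small for this list, and of 84 other splits 21 did, so that the camera p alone cannot be told apart from a division of the libraries by chance. The summed CPM of the list did not overlap between the genotypes, at 3326 ± 294 (SD, n = 5) in control and 4904 ± 862 (SD, n = 5) in Trpm7 cKO libraries (exact permutation test, two-sided, p = 0.00794).

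The leukocyte markers were weighed against several explanations. After thinning to the same total the median log2 fold change was 3.24, but thinning leaves the expected CPM of a gene as it was and so cannot decide whether lower library totals in Trpm7 cKO play a part. A fixed amount of RNA from other cells in smaller libraries would leave raw counts alike, and raw marker counts were 3.72 times those of control (8.78 times in CPM). RNA from leukocytes among the sorted cells would raise markers of several leukocyte lineages and lower the MuSC identity genes. The ratio of mean CPM was 8.51 for macrophage markers and 3.86 for neutrophil markers (exact permutation test, two-sided, p = 0.0238). The neutrophil ratio came from a median of 6 counts in control and 9 in Trpm7 cKO libraries. Lymphocyte markers were also higher in CPM (exact permutation test, two-sided, p = 0.00794), from a median of 0 counts in control and 2 in Trpm7 cKO libraries. Control libraries had at most 1 lymphocyte count each and so lay at the floor, and no ratio is given for this lineage. Raw neutrophil counts were 1.61 times those of control (exact permutation test, two-sided, p = 0.317), so that a fixed amount of RNA is not excluded for that lineage. The MuSC identity genes rose, with a median of 0.81. The markers may come from leukocyte RNA among the sorted cells or from MuSCs, and these counts cannot tell. Pecam1, an endothelial marker that the paper's methods name for sorting MuSCs of uninjured muscle, had a log2 fold change of 3.46 (standard error 0.73, adjusted p = 0.00242 from the same edgeR test). The cells of these libraries were sorted as YFP-positive, and the paper's text does not state that this marker was used for them. Of the 16 splits that part the 5 pairs, 2 gave a camera p as small for the leukocyte markers, and of 84 others 1 did.

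The lower cell cycle, myogenesis and respiratory chain genes were weighed against dilution of MuSC RNA by RNA of other cells. Dilution would lower the MuSC identity genes along with these lists, and so bring the medians to about 0 when the libraries are scaled on the MuSC identity genes. They were -1.52, -2.15 and -1.02 on that scale, where the median of all genes was -0.78. The lists fell against the MuSC identity genes, which dilution alone does not give if the other cells lack RNA of those genes. Whether the other cells lack it was not tested. The MuSC identity genes had themselves risen, and the median of all genes fell against them too. Dilution together with a rise of the MuSC identity genes is therefore not excluded. GC content of the transcript 3′ ends was tested by removing its trend (Spearman's rho 0.0452 across genes, which are not independent replicates), after which the medians were -0.73, -1.38 and -0.26. Of the 16 splits that part the 5 pairs, 4 gave a camera p as small for the cell cycle, 1 for myogenesis and 4 for the respiratory chain, and of 84 other splits 13, 2 and 16 did. For the cell cycle and respiratory chain lists, camera p-values as small thus arose from other divisions of the same libraries, and for myogenesis the 16 splits cannot decide, since they allow no share below 0.0625. Each list's summed CPM still did not overlap between the genotypes. A lower share of cycling and differentiating cells among Trpm7 cKO MuSCs remains a hypothesis that these values may fit.

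The mitochondrially encoded genes, with a median log2 fold change of -1.17, were weighed against dilution of MuSC RNA by RNA of other cells in the same way. Scaled on the MuSC identity genes, their median was -2.02, where that of all genes was -0.78. They fell against the MuSC identity genes, which dilution alone does not give if the other cells lack RNA of those genes, a condition that was not tested. Here too, dilution together with a rise of the MuSC identity genes is not excluded. GC content and chance division of the libraries were not tested for these 9 genes.

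The PC2 layout of Fig. 3B was weighed against the lower library totals of Trpm7 cKO replicates 3 and 5, at 292065 and 205986 counts. In log2 counts thinned to the same total, the gap on PC2 between these replicates and replicates 1, 2 and 4 was -8.14, that is, they overlapped, while without thinning or scaling they lay apart. The layout is consistent with a difference in library totals.

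Among Mg2+ channels and transporters named in the paper, Slc41a1 was higher, with a log2 fold change of 1.81 (standard error 0.24, adjusted p = 4.61e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.65 in counts per 3000 sorted cells and no longer past the adjusted p-value threshold. Mmgt1 was lower, at -1.45 (standard error 0.26, adjusted p = 1.69e-04 from the same edgeR test). Magt1, at 0.24 (adjusted p = 0.345 from the same edgeR test), was not past the threshold and changed sign with the scaling. Mrs2, the mitochondrial Mg2+ channel, had a log2 fold change of -0.14 (standard error 0.29, adjusted p = 0.76 from the same edgeR test), within the replicate error. Its 3′ end overlaps Gpld1 on the opposite strand. Trpm6 had 6 counts over all 10 libraries. Met, the HGF receptor gene, was lower, at -1.49 (standard error 0.19, adjusted p = 3.14e-06 from the same edgeR test), and Mki67, which shares 21.9% of its 3′ end with a pseudogene, was lower at -1.34 (standard error 0.23, adjusted p = 9.38e-05 from the same edgeR test). Ccnd1 had a log2 fold change of 0.45 (standard error 0.21, adjusted p = 0.0781 from the same edgeR test), not past the threshold and of changing sign with the scaling, and its 3′ end overlaps LTO1 on the opposite strand. The paper reports a decrease of its protein, Cyclin D1, in Trpm7 cKO MuSCs in muscle sections and in culture, a measure of protein and not of RNA.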
